# Essential role of the Pax5 C-terminal domain in controlling B cell commitment and development

**DOI:** 10.1084/jem.20230260

**Published:** 2023-09-19

**Authors:** Sarah Gruenbacher, Markus Jaritz, Louisa Hill, Markus Schäfer, Meinrad Busslinger

## Abstract

The B cell regulator Pax5 consists of multiple domains whose function we analyzed in vivo by deletion in *Pax5*. While B lymphopoiesis was minimally affected in mice with homozygous deletion of the octapeptide or partial homeodomain, both sequences were required for optimal B cell development. Deletion of the C-terminal regulatory domain 1 (CRD1) interfered with B cell development, while elimination of CRD2 modestly affected B-lymphopoiesis. Deletion of CRD1 and CRD2 arrested B cell development at an uncommitted pro-B cell stage. Most Pax5-regulated genes required CRD1 or both CRD1 and CRD2 for their activation or repression as these domains induced or eliminated open chromatin at Pax5-activated or Pax5-repressed genes, respectively. Co-immunoprecipitation experiments demonstrated that the activating function of CRD1 is mediated through interaction with the chromatin-remodeling BAF, H3K4-methylating Set1A-COMPASS, and H4K16-acetylating NSL complexes, while its repressing function depends on recruitment of the Sin3-HDAC and MiDAC complexes. These data provide novel molecular insight into how different Pax5 domains regulate gene expression to promote B cell commitment and development.

## Introduction

The transcription factor Pax5 is a major regulator of B lymphopoiesis and midbrain patterning. Within the hematopoietic system, Pax5 is specifically expressed only in the B-lymphoid lineage where it controls different aspects of B cell development and immunity. At the onset of B lymphopoiesis, Pax5 is essential for the commitment of lymphoid progenitors to the B cell lineage (Nutt et al., 1999). In pro-B cells, Pax5 promotes chromatin loop extrusion across the entire immunoglobulin heavy-chain (*Igh*) locus to facilitate the participation of all V_H_ genes in V_H_-DJ_H_ recombination, which generates a broad B cell antigen receptor (BCR) repertoire (Fuxa et al., 2004; Hill et al., 2020). Pax5 is furthermore required for the generation of all mature B cell types and thus for all B cell immune responses in part by controlling BCR signaling (Calderón et al., 2021; Horcher et al., 2001). Human *PAX5* also plays a key role in B cell acute lymphoblastic leukemia (B-ALL) as a haploinsufficient tumor suppressor gene (Gu et al., 2019; Mullighan et al., 2007) as well as a partner gene of different oncogenic *PAX5* translocations (Coyaud et al., 2010; Nebral et al., 2009). Recently, *PAX5* mutations have also been shown to cause autism spectrum disorder by affecting cerebellar morphogenesis and midbrain neurogenesis (Kaiser et al., 2022).

Pax5 acts both as a transcriptional repressor to suppress B-lineage-inappropriate genes (Delogu et al., 2006) as well as an activator to induce gene expression required for B cell development and function (Schebesta et al., 2007). Moreover, Pax5 is known to regulate distinct transcriptional programs in early and late B lymphopoiesis (Revilla-i-Domingo et al., 2012). It furthermore functions as an epigenetic regulator by recruiting histone-modifying complexes to its target genes, which can either induce accessible, active chromatin at Pax5-activated genes or eliminate open chromatin at Pax5-repressed genes (McManus et al., 2011; Revilla-i-Domingo et al., 2012).

The Pax5 protein consists of several evolutionarily conserved domains (Bouchard et al., 2008). The DNA-binding function of Pax5 is encoded by the N-terminal paired domain (Czerny et al., 1993; Garvie et al., 2001). The conserved octapeptide motif (OP) of Pax5 is present in the central region of all vertebrate Pax proteins except in Pax4 and Pax6 (Bouchard et al., 2008) and is known to bind corepressors of the Groucho (Grg/Tle) protein family (Eberhard et al., 2000). While Pax3, Pax4, Pax6, and Pax7 contain a homeodomain with three α-helices as a second DNA-binding region in addition to the paired domain (Wilson et al., 1995), the subfamily of Pax2, Pax5, and Pax8 is characterized by the presence of a partial homeodomain (HD) sequence consisting of only the first α-helix (Bouchard et al., 2008). The HD of Pax5 is known to interact with the TATA-binding protein of the transcription initiation complex TFIID (Eberhard and Busslinger, 1999). The machine learning method AlphaFold (Jumper et al., 2021) correctly identifies the known structure of the Pax5 paired domain (Garvie et al., 2001) but also newly predicts α-helical structures for the OP and HD of Pax5 (Fig. 1). Interestingly, however, the C-terminal sequences of Pax5, which are highly conserved also in Pax2 and Pax8 (Dörfler and Busslinger, 1996), are predicted to be intrinsically disordered (Fig. 1). Our previous characterization of the C-terminal sequences of Pax5 by mutagenesis and transient transfection assay in established B cell lines identified a potent transactivation domain (TAD) and an adjacent inhibitory domain (ID; Dörfler and Busslinger, 1996). In contrast to these C-terminal sequences, the OP and HD of Pax5 have not yet been analyzed with regard to their gene-regulatory function. Moreover, although we have identified Pax5-activated and Pax5-repressed genes in early pro-B cells and mature follicular (FO) B cells (Revilla-i-Domingo et al., 2012), we still know little about how Pax5 regulates these genes in vivo. Here, we have studied the function of the different Pax5 domains in vivo by deletion in the endogenous *Pax5* gene, which provided novel mechanistic insight into the role of these domains in regulating gene expression and B cell development.

**Figure 1.**
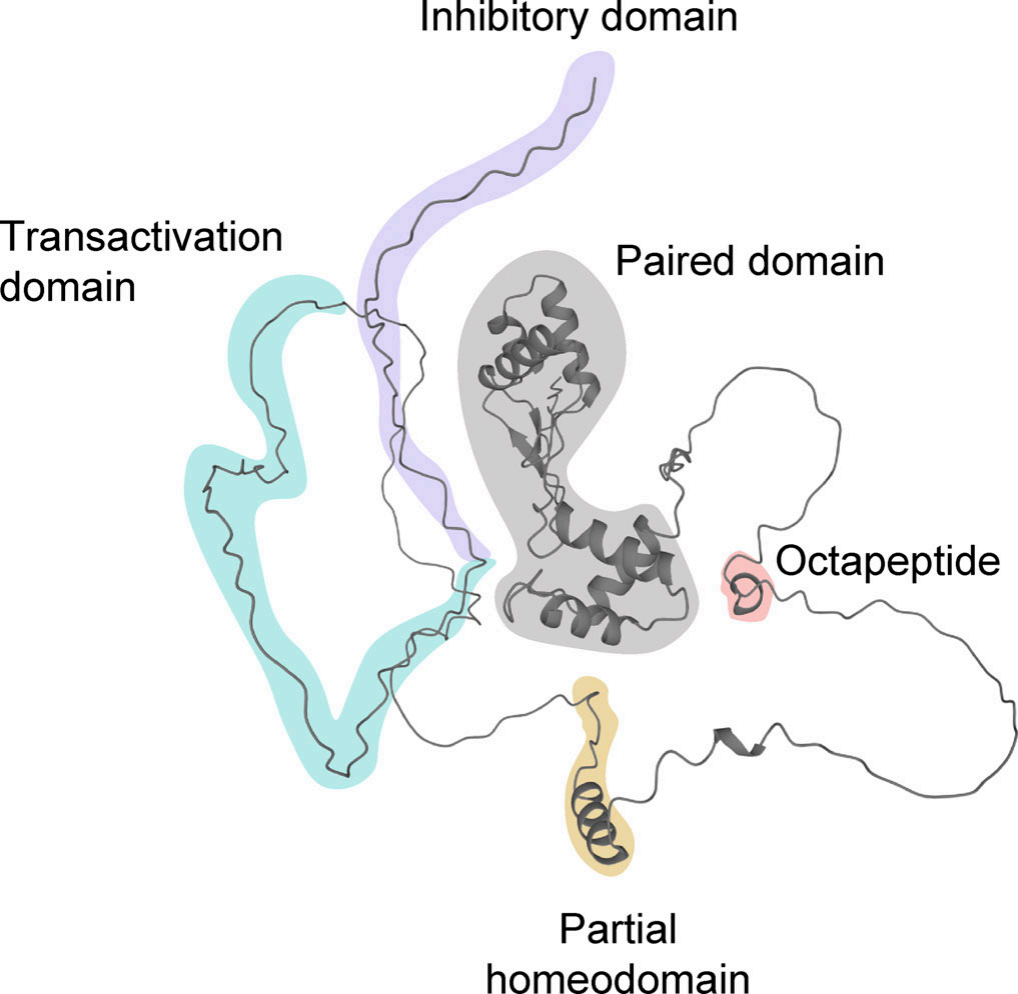
**Prediction of the Pax5 protein structure by AlphaFold.** The machine learning method AlphaFold (Jumper et al., 2021) correctly identified the structure of the bipartite paired domain of Pax5 that was previously defined by x-ray crystallography (Garvie et al., 2001). AlphaFold newly predicts α-helical structures for the OP and HD and furthermore indicates that the C-terminal transactivation and inhibitory domains of Pax5 (Dörfler and Busslinger, 1996) are unstructured. The C-terminal domains are referred to as CRD1 and CRD2 in this publication.

## Results

### The central domains of Pax5 contribute to optimal B cell development

To study the function of the conserved OP and HD of Pax5, we deleted these two sequence motifs individually or in combination in the endogenous *Pax5* locus by embryonic stem (ES) cell targeting (∆OP) or CRISPR/Cas9-mediated mutagenesis (∆HD and ∆OP,HD) in mouse zygotes (Yang et al., 2013; Fig. 2 A; and Fig. S1, A and B). Flow-cytometric analyses revealed that pre-B, immature B, and total B cells were moderately reduced in the bone marrow of *Pax5*^∆OP/∆OP^ mice compared with control *Pax5*^+/+^ mice (Fig. 2, B and C; and Fig. S1 C). In contrast, the *Pax5*^∆OP/∆OP^ pro-B cells were 1.7-fold increased relative to *Pax5*^+/+^ pro-B cells (Fig. 2, B and C), indicating that loss of the OP resulted in a partial arrest of B cell development at the pro-B to pre-B cell transition (Fig. 2, B and C). The pro-B cells of *Pax5*^∆HD/∆HD^ mice were, however, 2.1-fold decreased compared with *Pax5*^+/+^ pro-B cells, leading to reduced numbers of pre-B, immature B, and total B cells in the bone marrow of *Pax5*^∆HD/∆HD^ mice compared with *Pax5*^+/+^ mice (Fig. 2, B and C; and Fig. S1 C). Interestingly, simultaneous deletion of the OP and HD revealed an additive effect of these mutations on the generation of each B cell type in the bone marrow (Fig. 2 C). This effect is best shown for pro-B cells as the increase observed for *Pax5*^∆OP/∆OP^ pro-B cells was equalized by the decrease seen for *Pax5*^∆HD/∆HD^ pro-B cells, thus resulting in similar numbers of pro-B cells in *Pax5*^∆OP,HD/∆OP,HD^ as in *Pax5*^+/+^ mice (Fig. 2 C and Fig. S1 C). An additive effect was also observed for splenic B cells as there was a gradual reduction of total and FO B cells from *Pax5*^∆OP/∆OP^ mice to *Pax5*^∆HD/∆HD^ mice, resulting in a 2.4-fold loss of these B cells in *Pax5*^∆OP,HD/∆OP,HD^ mice (Fig. 2 D and Fig. S1 D). In contrast, a gradual increase of marginal zone (MZ) B cells was observed for both mutations, leading to a 1.7-fold increase of MZ B cells in the spleen of *Pax5*^∆OP,HD/∆OP,HD^ mice relative to *Pax5*^+/+^ mice (Fig. 2 D and Fig. S1 D). Deletion of the two central domains did not, however, affect expression of the Pax5 protein, as shown by flow-cytometric analysis of intracellular Pax5 staining in pro-B cells (Fig. S1 C). Hence, these data indicate that the OP and HD of Pax5 are essential for optimal B cell development.

**Figure 2.**
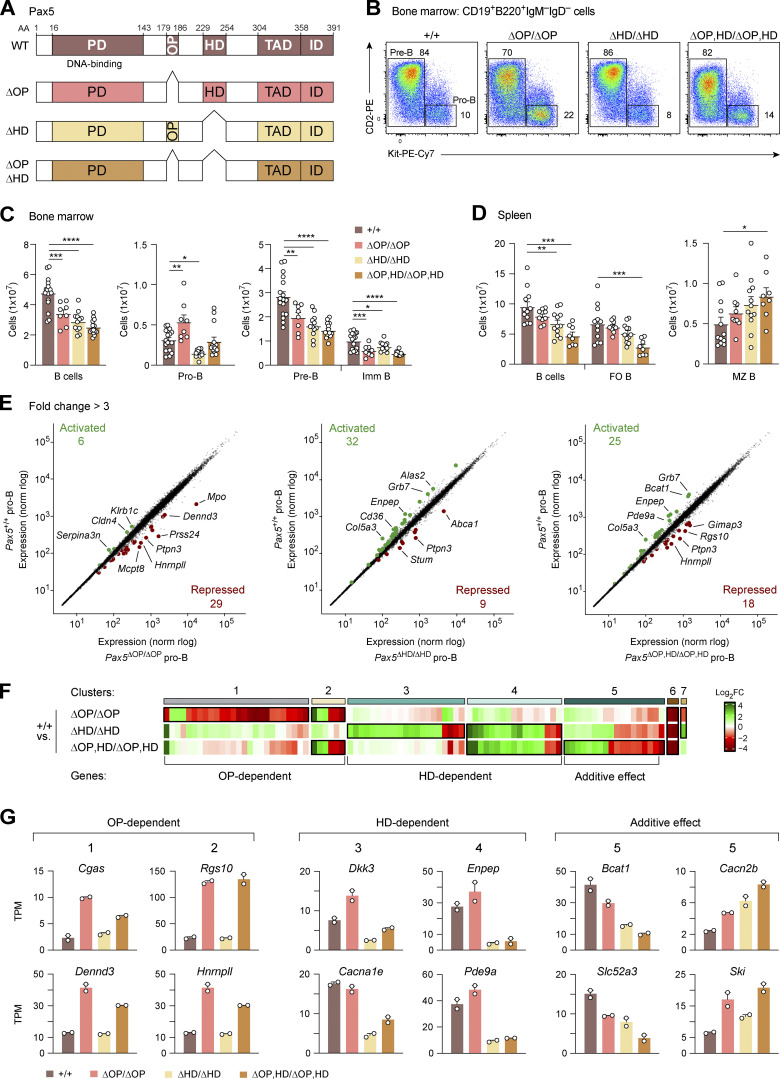
**Role of the central Pax5 domains in B cell development and gene regulation. (A)** Schematic diagram of the domain organization of Pax5 consisting of the paired domain (PD), OP, HD, TAD, and ID (Dörfler and Busslinger, 1996). The extent of sequence deletion present in the *Pax5*^∆OP^, *Pax5*^∆HD^, and *Pax5*^∆OP,HD^ alleles are indicated together with the respective amino acid positions. The deleted DNA sequences are shown in Fig. S1 A. WT, full-length Pax5 protein of the wild-type mouse. **(B)** Flow-cytometric analysis of pro-B and pre-B cells in the bone marrow of 3–4-wk-old *Pax5*^+/+^, *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, and *Pax5*^∆OP,HD/∆OP,HD^ mice. The percentage of cells in the indicated gates is shown. The gating strategy for defining the pro-B cells (B220^+^CD19^+^Kit^+^CD2^−^IgM^−^IgD^−^) and pre-B cells (B220^+^CD19^+^Kit^−^CD2^+^IgM^−^IgD^−^) is shown in Fig. S1 C. One of four to seven independent experiments is shown. **(C and D)** B cell numbers in the bone marrow (C) and spleen (D) of mice of the indicated genotypes at the ages of 3–4 (C) and 8–10 (D) wk, based on the flow-cytometric data shown in Fig. S1, C and D. Absolute numbers of total B, pro-B, pre-B, immature (imm) B, FO B, and MZ B cells are shown as mean values of four to seven independent experiments with SEM (*n* ≥ 8). Statistical data (C and D) were analyzed by one-way ANOVA with Dunnett’s multiple comparison test; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Each dot (C and D) corresponds to one mouse. The definition of the different cell types is described in Fig. S1, C and D, and Materials and methods. **(E)** Scatter plot of gene expression differences between ex vivo sorted *Pax5*^+/+^ pro-B cells and *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, or *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells, respectively. The expression data of individual genes (dots) are plotted as mean normalized rlog (regularized logarithm) values and are based on two RNA-seq experiments per genotype (Table S1). Genes with an expression difference of greater than threefold, an adjusted P value of <0.05, and a mean TPM value of >5 in one pro-B cell type are colored in green or red, corresponding to activated or repressed genes, respectively. **(F)** Heatmap of gene expression differences in *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, and *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells relative to *Pax5*^+/+^ pro-B cells. The significantly differentially expressed genes are highlighted by a black box. The ratio of mRNA expression difference was determined for each gene by dividing the mean normalized rlog value of *Pax5*^+/+^ pro-B cells by the corresponding value of the *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, or *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells. Genes with decreased expression in the mutant pro-B cells compared with *Pax5*^+/+^ pro-B cells are marked in green (indicating activation by the OP or HD), while genes with increased expression in the mutant pro-B cells compared with *Pax5*^+/+^ pro-B cells are marked in red (indicating repression by the OP or HD). FC, fold change. **(G)** Expression of selected OP- and HD-dependent genes in *Pax5*^+/+^, *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, and *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells, shown as mean TPM values of two RNA-seq experiments per genotype. The RNA-binding protein hnRNPLL (encoded by *Hnrnpll*) regulates alternative splicing of the *Ptprc* (CD45) transcript (Oberdoerffer et al., 2008). At low hnRNPLL expression, the B cell–specific CD45 isoform B220 is generated, while higher hnRNPLL expression results in the expression of other CD45 isoforms at the expense of B220 (Jurado et al., 2022; Oberdoerffer et al., 2008). The derepression of *Hnrnpll* in *Pax5*^∆OP/∆OP^ and *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells thus explains the specific downregulation of B220 expression on B cells of *Pax5*^∆OP/∆OP^ and *Pax5*^∆OP,HD/∆OP,HD^ mice (Fig. S1, C and D).

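*Hnrnpll* (Entrez gene 72692) lies on chromosome 17 of GRCm38 from 80029487 to 80062268 and encodes the protein hnRNPLL. Its expression was 1.82 ± 0.822 TPM (SD, n = 2) in *Pax5*+/+ pro-B cells and 1.62 ± 0.594 TPM in *Pax5* ∆HD/∆HD pro-B cells. It was 21.6 ± 3.65 TPM in *Pax5* ∆OP/∆OP and 18.2 ± 0.324 TPM in *Pax5* ∆OP,HD/∆OP,HD pro-B cells. The log2 fold change against *Pax5*+/+ was 3.56 in *Pax5* ∆OP/∆OP pro-B cells (standard error 0.36, adjusted p = 0.0190 from limma with Benjamini-Hochberg adjustment) and 3.32 in *Pax5* ∆OP,HD/∆OP,HD pro-B cells (standard error 0.36, adjusted p = 0.0101). Compared directly, *Pax5* ∆OP/∆OP pro-B cells were higher than *Pax5* ∆HD/∆HD pro-B cells by 3.69 on the log2 scale (adjusted p = 0.00270). A difference between *Pax5* ∆OP/∆OP and *Pax5* ∆OP,HD/∆OP,HD pro-B cells was not detected (log2 fold change 0.24, adjusted p = 0.822). Without a trend of the spread on mean expression, the adjusted p of *Hnrnpll* in *Pax5* ∆OP/∆OP pro-B cells was 0.0731, the highest over 15 alternatives, and the lowest was 1.3e-30. From this derepression, the paper concludes that the downregulation of B220 on B cells of both genotypes is explained, since high hnRNPLL expression shifts *Ptprc* splicing away from the B220 isoform. B220 itself was not analysed here.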

**Figure S1.**
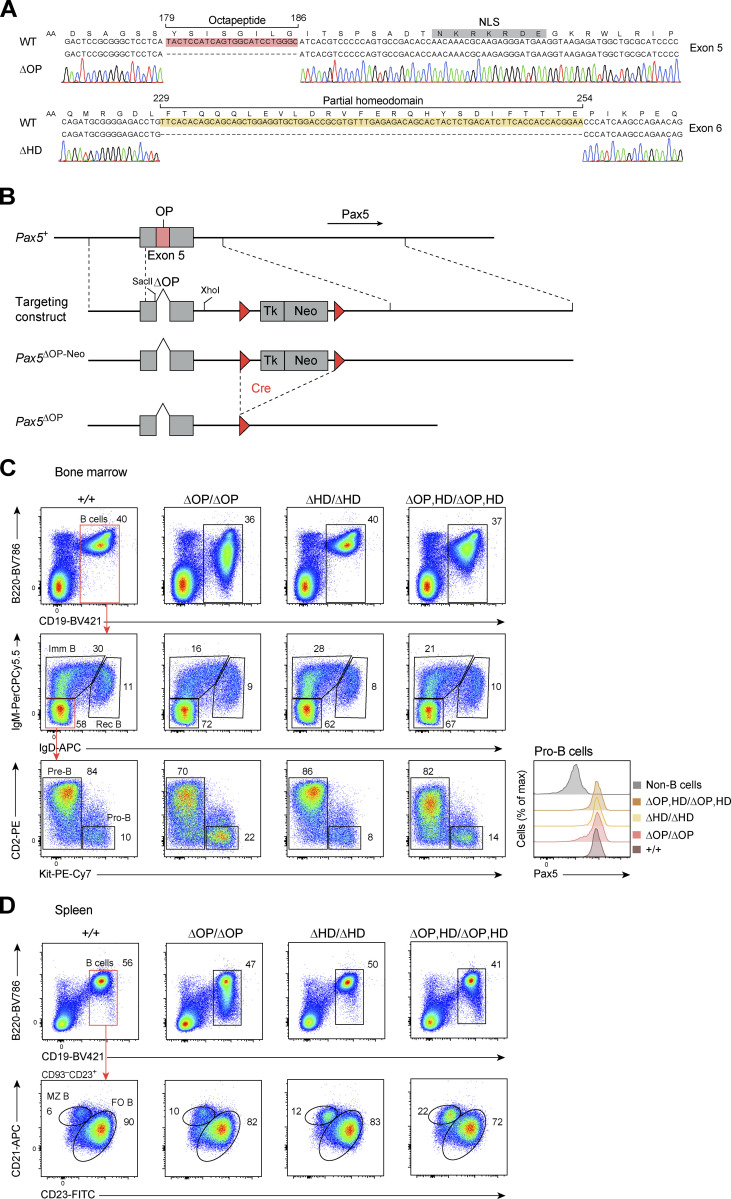
**Generation and B cell phenotype of the OP and HD deletions. (A)** Generation of the *Pax5*^∆OP^ and *Pax5*^∆HD^ alleles by deletion of the indicated DNA sequences in exon 5 or 6 of the endogenous mouse *Pax5* locus, respectively. The introduced deletion was verified by PCR amplification, cloning, and Sanger sequencing of genomic DNA from *Pax5*^∆OP/+^ and *Pax5*^∆HD/+^ mice, as shown by the respective sequencing chromatograms. The OP deletion was introduced by ES cell targeting, while the HD deletion was generated by CRISPR/Cas9-mediated mutagenesis in injected mouse zygotes (Yang et al., 2013; Materials and methods). **(B)** Generation of the *Pax5*^∆OP^ allele by ES cell targeting. The OP deletion was introduced by PCR amplification, and the corresponding PCR fragment was cloned between SacII and XhoI sites into the targeting vector containing 1.8- and 4.5-kb-long homology regions (indicated by dashed brackets). The neomycin (Neo) resistance gene was transcribed from the HSV thymidine kinase (Tk) promoter. Following blastocyst injection of correctly targeted ES cells and subsequent germline transmission, the *loxP*-flanked neomycin resistance cassette was deleted by Cre recombinase in the germline of *Pax5*^∆OP-Neo/+^ *Meox2*^Cre/+^ mice. *LoxP* sites are indicated by red arrowheads. **(C)** Flow-cytometric analysis of the indicated B cell types in the bone marrow of 3–4-wk-old *Pax5*^+/+^, *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, and *Pax5*^∆OP,HD/∆OP,HD^ mice. Numbers refer to the percentage of cells in the indicated gate. Pax5 protein expression in pro-B cells (B220^+^CD19^+^Kit^+^CD2^−^IgM^−^IgD^−^) of the indicated genotypes was determined by flow-cytometric analysis of intracellular Pax5 staining (right). Immature, imm; Rec, recirculating. **(D)** Flow-cytometric analysis of FO and MZ B cells in the spleen of 8–10-wk-old mice of the indicated genotypes. The definition of the different cell types is described in Materials and methods. One of four to seven independent experiments (C and D) is shown.

### Distinct roles of the Pax5 OP and HD in gene repression and activation

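The effect of the central domains was measured by RNA-seq of pro-B cells that were sorted from bone marrow, with 2 samples for each of 4 genotypes. The OP is the conserved octapeptide and the HD the partial homeodomain of Pax5, and *Pax5* ∆OP,HD/∆OP,HD mice lack both. The *Pax5*+/+ samples were replicates 3 and 4 of 5, which were sequenced like the mutants with reads of 100 nucleotides. The authors selected poly(A) RNA, trimmed all reads to 50 nucleotides and aligned them to GRCm38/mm10 with STAR. They counted the reads of each gene with Rsubread and deposited TPM values for 25579 genes. TPM are transcript levels that divide the reads of a gene by its length and scale each sample to the same total, so they carry no depth. The depth was recovered from the gene lengths that 2 deposited columns of raw counts imply, and 100% of the values tested came out as whole reads. It was 28928773 and 34905750 reads in *Pax5*+/+ and 34272785 and 29139289 reads in *Pax5* ∆OP/∆OP pro-B cells. In *Pax5* ∆HD/∆HD pro-B cells it was 38625581 and 31261865 reads, and in *Pax5* ∆OP,HD/∆OP,HD pro-B cells 30730646 and 29610241 reads. From the TPM values, log2(TPM + 0.1) was fitted with limma in 1 model of the 8 samples, over the 12996 genes above 1 TPM in at least 1 of them. A fold change is therefore on the log2(TPM + 0.1) scale, which understates the change of genes with low expression. As in the study, immunoglobulin and histone genes were left out of the counts of genes. The choices that could change the counts were the pseudocount, the filter on low values, the scaling between samples, the estimate of the spread and the way in which immunoglobulin genes were recognized. With 2 samples per genotype, the spread is estimated mainly from all genes together.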

We next investigated the effect of loss of the central Pax5 domains on gene expression by performing RNA sequencing (RNA-seq) with ex vivo sorted *Pax5*^+/+^, *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, and *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells. For the analysis of pairwise comparisons, we defined differentially expressed genes as significantly increased or decreased in the *Pax5* mutant pro-B cells relative to *Pax5*^+/+^ pro-B cells, if they exhibited an expression difference of greater than threefold, an adjusted P value of <0.05 and a mean expression value of >5 transcripts per million (TPM) in one pro-B cell type (Table S1). The gene expression differences are displayed as a scatter plot in Fig. 2 E, while the overlap between the differentially expressed genes is shown as a heatmap, resulting in seven distinct clusters (Fig. 2 F and Fig. S2 A). 

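In *Pax5* ∆OP/∆OP pro-B cells, 14 genes had an adjusted p under 0.05, a fold change above 3 and a mean above 5 TPM in 1 of the 2 genotypes, of which 10 were higher and 4 lower than in *Pax5*+/+ pro-B cells. The corresponding numbers were 24 genes in *Pax5* ∆HD/∆HD pro-B cells, with 7 higher and 17 lower, and 33 genes in *Pax5* ∆OP,HD/∆OP,HD pro-B cells, with 14 higher and 19 lower. On the adjusted p alone, 63 genes differed in *Pax5* ∆OP/∆OP, 83 in *Pax5* ∆HD/∆HD and 159 in *Pax5* ∆OP,HD/∆OP,HD pro-B cells. In 100 simulated sets of unchanged groups, a mean of 0.07 genes passed the thresholds in the place of *Pax5* ∆OP/∆OP and 0.1 genes in the place of *Pax5* ∆HD/∆HD. DESeq2 on the recovered reads, an alternative chosen after the data had been seen, raised the counts to 32, 40 and 43 genes. By contrast, limma without a trend of the spread on expression lowered them to 8, 12 and 16 genes. Compared directly, 91 genes were past the thresholds between *Pax5* ∆OP/∆OP and *Pax5* ∆HD/∆HD pro-B cells, 31 between *Pax5* ∆OP/∆OP and *Pax5* ∆OP,HD/∆OP,HD pro-B cells and 3 between *Pax5* ∆HD/∆HD and *Pax5* ∆OP,HD/∆OP,HD pro-B cells. Among the genes that the paper names for these comparisons, 12 of 37 in *Pax5* ∆OP/∆OP, 21 of 43 in *Pax5* ∆HD/∆HD and 32 of 43 in *Pax5* ∆OP,HD/∆OP,HD pro-B cells had an adjusted p under 0.05 over all genes tested. In the same order, 36, 42 and 43 did when adjusted over the list alone. The latter counts are not independent evidence, since the study chose these genes on the same samples.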

A similar number of differentially expressed genes were identified by comparing *Pax5*^+/+^ and *Pax5*^∆OP/∆OP^ pro-B cells (35), *Pax5*^+/+^, and *Pax5*^∆HD/∆HD^ pro-B cells (41) as well as *Pax5*^+/+^ and *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells (43; Fig. 2 E and Fig. S2 A; and Table S1). 

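Of the 14 genes that differed in *Pax5* ∆OP/∆OP pro-B cells, 10 (71.4%) were higher than in *Pax5*+/+ pro-B cells. This share was 55.6% when immunoglobulin and histone genes were kept in the count and 90% with a pseudocount of 0.01, the lowest and the highest value over 15 alternatives. *Rgs10* (chromosome 7, 128373621 to 128419506 of GRCm38) rose from 23.5 to 129 TPM with a log2 fold change of 2.46 (standard error 0.12, adjusted p = 0.000716 from limma, n = 2 against 2). *Eef1akmt1* (chromosome 14, 57549595 to 57571582) was at 43.8 ± 3.74 TPM against 8.40 ± 0.579 TPM (SD, adjusted p = 0.00136). *Dennd3* (chromosome 15, 73512560 to 73572242) was at 41.5 ± 3.05 TPM against 12.9 ± 0.328 TPM (adjusted p = 0.00358). *Cgas* (chromosome 9, 78430518 to 78443237) was at 9.92 ± 0.238 TPM against 2.31 ± 0.648 TPM (adjusted p = 0.0267). Without the filter on low values or without the trend it was not past the threshold, where the adjusted p reached 0.0603 against a lowest value of 1.7e-12. Of the 4 lower genes, *Serpina3n* (chromosome 12, 104406646 to 104414334) fell by 3.83 on the log2 scale (adjusted p = 0.0398), but it was not past the threshold under 4 alternatives (adjusted p from 8.0e-11 to 0.110). It belongs to a family of similar serpin genes whose reads the counting could have split. The microRNA gene *Mir7089* (chromosome 9, 109889643 to 109889710) and the T cell receptor segment *TCRB_Jb2-S7* were listed at 0 in both mutant samples, against 7.91 ± 3.89 TPM and 8.30 ± 3.11 TPM in *Pax5*+/+ pro-B cells. These calls were lost under 5 and 3 alternatives, respectively. Among genes of other cell types, the granulocyte gene *Mpo* (chromosome 11, 87793784 to 87804412) was at 808 ± 229 TPM against 61.5 ± 53.1 TPM without reaching the threshold (adjusted p = 0.141). It was past the threshold only with DESeq2 on the recovered reads, where the adjusted p of 0.0391 was the lowest of a range up to 0.266.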

Notably, the majority (83%) of the 35 deregulated genes in *Pax5*^∆OP/∆OP^ pro-B cells were upregulated, indicating that the OP primarily mediates gene repression (Fig. 2, E–G; and Fig. S2 A). In contrast, the expression of most (78%) of the 41 deregulated genes was decreased in *Pax5*^∆HD/∆HD^ pro-B cells, demonstrating that the HD predominantly contributes to gene activation (Fig. 2, E–G; and Fig. S2, A–D). Hence, the OP and HD of Pax5 have different functions in transcriptional regulation, which was further corroborated by the fact that only two genes (*Orm2* and *Ptpn3*; cluster 6) were similarly regulated in both *Pax5*^∆OP/∆OP^ and *Pax5*^∆HD/∆HD^ pro-B cells (Fig. S2 A). 

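Of the 24 genes that differed in *Pax5* ∆HD/∆HD pro-B cells, 17 (70.8%) were lower than in *Pax5*+/+ pro-B cells. This share ranged from 50% without a trend of the spread on expression to 77.5% with DESeq2 on the recovered reads. *Col5a3* (chromosome 9, 20770050 to 20815117 of GRCm38) fell from 6.09 to 0.0776 TPM (log2 fold change -5.28, adjusted p = 0.0153 from limma, n = 2 against 2). *Enpep* (Entrez gene 13809, chromosome 3, 129269177 to 129332749) fell from 27.6 to 4.27 TPM (log2 fold change -2.67, adjusted p = 0.0168). With a pseudocount of 0.01 *Col5a3* and without the trend *Enpep* was no longer past the threshold, at the highest adjusted p over the alternatives of 0.0595 and 0.0920 against lowest values of 4.9e-05 and 1.2e-22. *Hdac11* (chromosome 6, 91156670 to 91174692) was at 15.3 ± 5.16 TPM against 45.9 ± 4.10 TPM (SD, adjusted p = 0.0373) and was not past the threshold under 3 alternatives. The scavenger receptor gene *Cd36* (chromosome 5, 17781690 to 17888959) fell from 11.6 to 1.33 TPM (adjusted p = 0.0122). *Cd36* is also a macrophage gene, and 28 of 28 macrophage genes tested were lower in these 2 samples, with a median log2 fold change of -1.64 (fry, adjusted p = 0.112). The erythroid gene *Alas2* (chromosome X, 150547417 to 150570622) was at 73.2 ± 8.19 TPM against 240 ± 44.6 TPM and did not reach the threshold (adjusted p = 0.117). It did with edgeR and DESeq2 on the recovered reads, over a range of adjusted p from 0.0139 to 0.467. Among the 7 higher genes, *Abca1* (Entrez gene 11303, chromosome 4, 53030789 to 53159988) rose from 8.67 to 44.9 TPM (log2 fold change 2.39, adjusted p = 0.0123), which was not past the threshold without the trend (0.0656, the highest of a range from 3.8e-34).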

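Past the thresholds in both *Pax5* ∆OP/∆OP and *Pax5* ∆HD/∆HD pro-B cells were 3 features, where simulated unchanged groups sharing the same *Pax5*+/+ samples gave a mean of 0.02 and at most 1. Each of these groups had at most 1 gene past the thresholds, so this gives no chance level for lists of 14 and 24 genes. *Ptpn3* (Entrez gene 545622, chromosome 4, 57190841 to 57339040 of GRCm38) was higher in both, at 10.3 ± 0.811 TPM (SD, n = 2) in *Pax5* ∆OP/∆OP and 11.5 TPM in *Pax5* ∆HD/∆HD pro-B cells against 0.856 ± 0.0582 TPM in *Pax5*+/+ pro-B cells. Its log2 fold change was 3.45 in *Pax5* ∆OP/∆OP (standard error 0.20, adjusted p = 0.00124 from limma) and 3.60 in *Pax5* ∆HD/∆HD pro-B cells (standard error 0.20, adjusted p = 0.00178). The other 2 features were *Mir7089* and *TCRB_Jb2-S7*, which were lower in both. *Orm2* (Entrez gene 18406, chromosome 4, 63362449 to 63365877) was past the threshold in *Pax5* ∆OP/∆OP pro-B cells, at 15.7 ± 0.0667 TPM against 0.357 ± 0.377 TPM (log2 fold change 5.41, standard error 0.70, adjusted p = 0.0283). In *Pax5* ∆HD/∆HD pro-B cells it was at 6.69 ± 5.26 TPM and did not reach the threshold (log2 fold change 3.93, standard error 0.70, adjusted p = 0.0639). The difference between the 2 mutants was not past the threshold for *Orm2* (log2 fold change 1.48, adjusted p = 0.30). In *Pax5* ∆HD/∆HD pro-B cells *Orm2* was called under 4 alternatives, over a range of adjusted p from 1.2e-05 to 0.179. *Orm2* has the close paralogs *Orm1* and *Orm3*, whose reads the counting could have split. Over all genes tested, the log2 fold changes of *Pax5* ∆OP/∆OP and *Pax5* ∆HD/∆HD pro-B cells had a correlation of 0.251 across genes, which are not independent replicates, against 0.512 for simulated unchanged groups with the same controls. From the prevailing increases in *Pax5* ∆OP/∆OP pro-B cells, the prevailing decreases in *Pax5* ∆HD/∆HD pro-B cells and this small overlap, the paper concludes that the OP and the HD have different functions in transcriptional regulation.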

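In *Pax5* ∆OP,HD/∆OP,HD pro-B cells, 19 of 33 genes (57.6%) were lower and 14 (42.4%) were higher than in *Pax5*+/+ pro-B cells. *Hdac11* fell by 2.53 on the log2 scale to 7.90 TPM (adjusted p = 0.00654 from limma) and *Col5a3* by 5.47 (adjusted p = 0.0103). Of the higher genes, *Gimap3* (chromosome 6, 48764464 to 48770851 of GRCm38), 1 of a family of similar genes, rose from 15.3 to 72.8 TPM (log2 fold change 2.25, adjusted p = 0.000771). *Cacna1h* (chromosome 17, 25374285 to 25436334) rose from 0.558 to 6.69 TPM (log2 fold change 3.38, adjusted p = 0.0238), and 2 alternatives left it above the threshold, at an adjusted p of up to 0.0523 against a lowest value of 9.2e-20.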

Consistent with independent functions of the two central domains, the numbers of activated (58%) and repressed (42%) genes were more balanced in the double-mutant *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells (Fig. 2 E and Fig. S2 A). Notably, 6 (cluster 2) of the 32 OP-dependent genes in *Pax5*^∆OP/∆OP^ pro-B cells and 17 (cluster 4) of the 38 HD-dependent genes in *Pax5*^∆HD/∆HD^ pro-B cells were similarly regulated in the double-mutant *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells (Fig. 2, F and G; and Fig. S2 A). Moreover, 18 genes (cluster 5) reached a statistically significant difference of gene expression only in *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells as a result of additive regulatory effects of the OP and HD (Fig. 2, F and G; and Fig. S2 A). 

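Of the genes past the thresholds in *Pax5* ∆OP/∆OP pro-B cells, 8 were also past them in *Pax5* ∆OP,HD/∆OP,HD pro-B cells, namely *Eef1akmt1*, *Hnrnpll*, *Mir7089*, *Orm2*, *Ptpn3*, *Rgs10*, *Serpina3n* and *TCRB_Jb2-S7*. Of the genes past the thresholds in *Pax5* ∆HD/∆HD pro-B cells, 11 were also past them in the double mutant, namely *Col5a3*, *Dnase1l3*, *Enpep*, *Grb7*, *Hdac11*, *Mir7089*, *Muc13*, *Pde9a*, *Ptpn3*, *Spsb4* and *TCRB_Jb2-S7*. Every one of these genes changed in the same direction in both genotypes. Leaving out the 3 features common to all 3 mutants, 5 genes were shared by *Pax5* ∆OP/∆OP and *Pax5* ∆OP,HD/∆OP,HD pro-B cells alone and 8 by *Pax5* ∆HD/∆HD and *Pax5* ∆OP,HD/∆OP,HD pro-B cells alone. Simulated unchanged groups with the same *Pax5*+/+ samples shared a mean of 0.02 genes and at most 1 in either pair. They had few genes past the thresholds themselves, so this gives no chance level for the overlap of the longer lists. *Rgs10* had a log2 fold change of 2.52 in *Pax5* ∆OP,HD/∆OP,HD pro-B cells (adjusted p = 0.000592 from limma). It differed between *Pax5* ∆HD/∆HD and *Pax5* ∆OP,HD/∆OP,HD pro-B cells by -2.58 (adjusted p = 0.000489), but not detectably between *Pax5* ∆OP/∆OP and *Pax5* ∆OP,HD/∆OP,HD pro-B cells (-0.06, adjusted p = 0.874). Conversely, *Enpep* was higher in *Pax5* ∆OP/∆OP than in *Pax5* ∆OP,HD/∆OP,HD pro-B cells by 2.75 (adjusted p = 0.0113) and did not differ detectably between *Pax5* ∆HD/∆HD and *Pax5* ∆OP,HD/∆OP,HD pro-B cells (-0.33, adjusted p = 1).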

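In *Pax5* ∆OP,HD/∆OP,HD pro-B cells alone, 17 genes were past the thresholds, compared with a mean of 0.05 and at most 3 in simulated unchanged groups. Of these 17 genes, 12 changed in the same direction in both single mutants as in the double mutant. Of the 17 largest changes in the double mutant among genes past the thresholds in neither single mutant, 11 did so, against a mean of 13.8 (10 to 17) in simulated unchanged groups that share the *Pax5*+/+ samples, so that this agreement is not above chance. The median size of their log2 fold change was 2.01 in *Pax5* ∆OP,HD/∆OP,HD, 0.57 in *Pax5* ∆OP/∆OP and 1.42 in *Pax5* ∆HD/∆HD pro-B cells. The sum of the 2 single mutants had a median of 1.87, and 14 of the 17 genes lay within 1 log2 unit of that sum. The *Pax5*+/+ samples enter all 3 changes, and whether the double mutant departed from the sum was not tested for each gene.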

In summary, our molecular data identified a critical role of the OP and HD of Pax5 in gene repression and activation, respectively.

**Figure S2.**
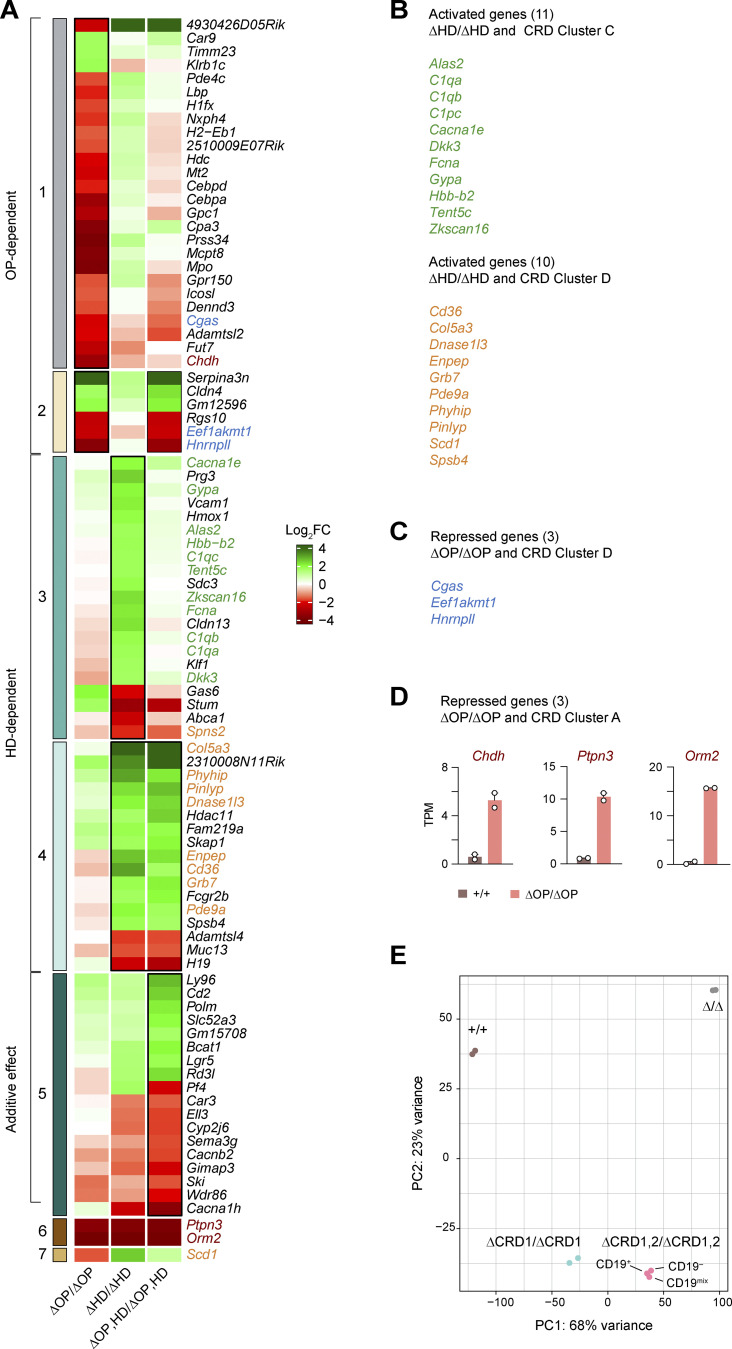
**Heatmap of differential gene expression in *Pax5***^**∆OP/∆OP**^**, *Pax5***^**∆HD/∆HD**^**, and *Pax5***^**∆OP,HD/∆OP,HD**^ **pro-B cells at higher magnification. (A)** The heatmap of the differentially expressed genes, shown in Fig. 2 F, is enlarged to show the expression of the individual genes in *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, and *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells relative to *Pax5*^+/+^ pro-B cells. For further information, see the legend of Fig. 2 F. **(B)** Activated genes that were similarly deregulated in *Pax5*^∆HD/∆HD^ pro-B cells as well as in *Pax5*^∆CRD1/−^ and *Pax5*^∆CRD1,2/−^ pro-B cells (with the indicated genes belonging to the CRD-regulated gene cluster C (green) or D (orange; Table S2). **(C)** The genes *Cgas*, *Eef1akmt1*, and *Hnrnpll* (blue) were equally depressed in *Pax5*^∆OP/∆OP^ pro-B cells and *Pax5*^∆CRD1/–^, *Pax5*^∆CRD2/–^, and *Pax5*^∆CRD1,2/–^ pro-B cells (belonging to the CDR-regulated gene cluster D; Fig. 5 D and Fig. S4 D). **(D)** The genes *Chdh*, *Ptpn3*, and *Orm2* are derepressed in *Pax5*^∆OP/∆OP^ pro-B cells (red), but are not expressed in *Pax5*^∆CRD1/−^, *Pax5*^∆CRD2/−^, and *Pax5*^∆CRD1,2/−^ pro-B cells as they belonging to the CRD-regulated gene cluster A (Fig. 5 D and Fig. S4 D). The expression of *Chdh*, *Ptpn3*, and *Orm2* in *Pax5*^+/+^ and *Pax5*^∆OP/∆OP^ pro-B cells is shown as mean TPM values of two RNA-seq experiments per genotype. **(E)** Principal component analysis based on open chromatin data that were generated by ATAC-seq analysis of ex vivo sorted *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B, and *Pax5*^∆/∆^ (*Vav*-Cre *Pax5*^fl/fl^) progenitor cells of the bone marrow. CD19^–^, CD19^+^, and unfractionated CD19^mix^ cells were sorted as Lin^–^Ly6D^+^B220^+^Kit^hi^ cells from the bone marrow prior to ATAC-seq analysis.

### Essential role of the C-terminal Pax5 domains in controlling B cell development

The C-terminal sequences of Pax5, which are highly conserved in the mouse Pax2, Pax8, and zebrafish Pax5 proteins, consist of the TAD and ID that we previously identified by transient transfection experiments in established B cell lines (Dörfler and Busslinger, 1996; Fig. 3 A). For our in vivo study in the mouse, we divided the C-terminal sequences into a C-terminal regulatory domain 1 (CRD1), corresponding to *Pax5* exons 8 and 9 encoding the TAD with a small C-terminal extension, and a C-terminal regulatory domain 2 (CRD2), consisting of an N-terminally shortened version of the ID encoded by exon 10 (Fig. 3, A and B). We used CRISPR/Cas9-mediated mutagenesis in mouse zygotes to generate the *Pax5*^∆CRD1^, *Pax5*^∆CRD2^, and double-mutant *Pax5*^∆CRD1,2^ alleles (Fig. 3 B and Fig. S3 A). Immunoblot analysis of *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1,2/∆CRD1,2^, and *Pax5*^+/+^ pro-B cells revealed that mutant Pax5 proteins of the correct size were expressed in the corresponding pro-B cells (Fig. S3 B), indicating that the mRNA splicing to the respective exons (Fig. S3 A) was not affected by the genetic manipulations. Flow-cytometric analyses of the bone marrow and spleen of *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ mice revealed the following B cell developmental phenotypes (Fig. 3, C–E; and Fig. S3 C). First, deletion of CRD2 minimally affected B cell development in *Pax5*^∆CRD2/∆CRD2^ mice compared with *Pax5*^+/+^ mice (Fig. 3, C–E). The pro-B cells were 1.5-fold increased, while the pre-B and immature B cells were moderately decreased in the bone marrow of *Pax5*^∆CRD2/∆CRD2^ mice relative to *Pax5*^+/+^ mice, thus indicating a minor block of B cell development at the pro-B to pre-B cell transition (Fig. 3 D). Notably, deletion of CRD2 resulted in a 2.8-fold increase of splenic MZ B cells but did not affect the generation of FO B cells in *Pax5*^∆CRD2/∆CRD2^ mice (Fig. 3 E and Fig. S3 C). Second, elimination of CRD1 strongly interfered with B lymphopoiesis, as only pro-B cells were 1.6-fold increased, whereas all other B cell types were decreased in number in the bone marrow and spleen of *Pax5*^∆CRD1/∆CRD1^ mice compared with *Pax5*^+/+^ mice (Fig. 3, C–E; and Fig. S3 C). Third, elimination of both CRD1 and CRD2 was only compatible with the generation of reduced numbers of pro-B cells as pre-B cells and all subsequent B cell developmental stages were absent in *Pax5*^∆CRD1,2/∆CRD1,2^ mice (Fig. 3, C and D). We conclude therefore that normal B cell development strictly depends on the C-terminal regulatory sequences of Pax5.

**Figure 3.**
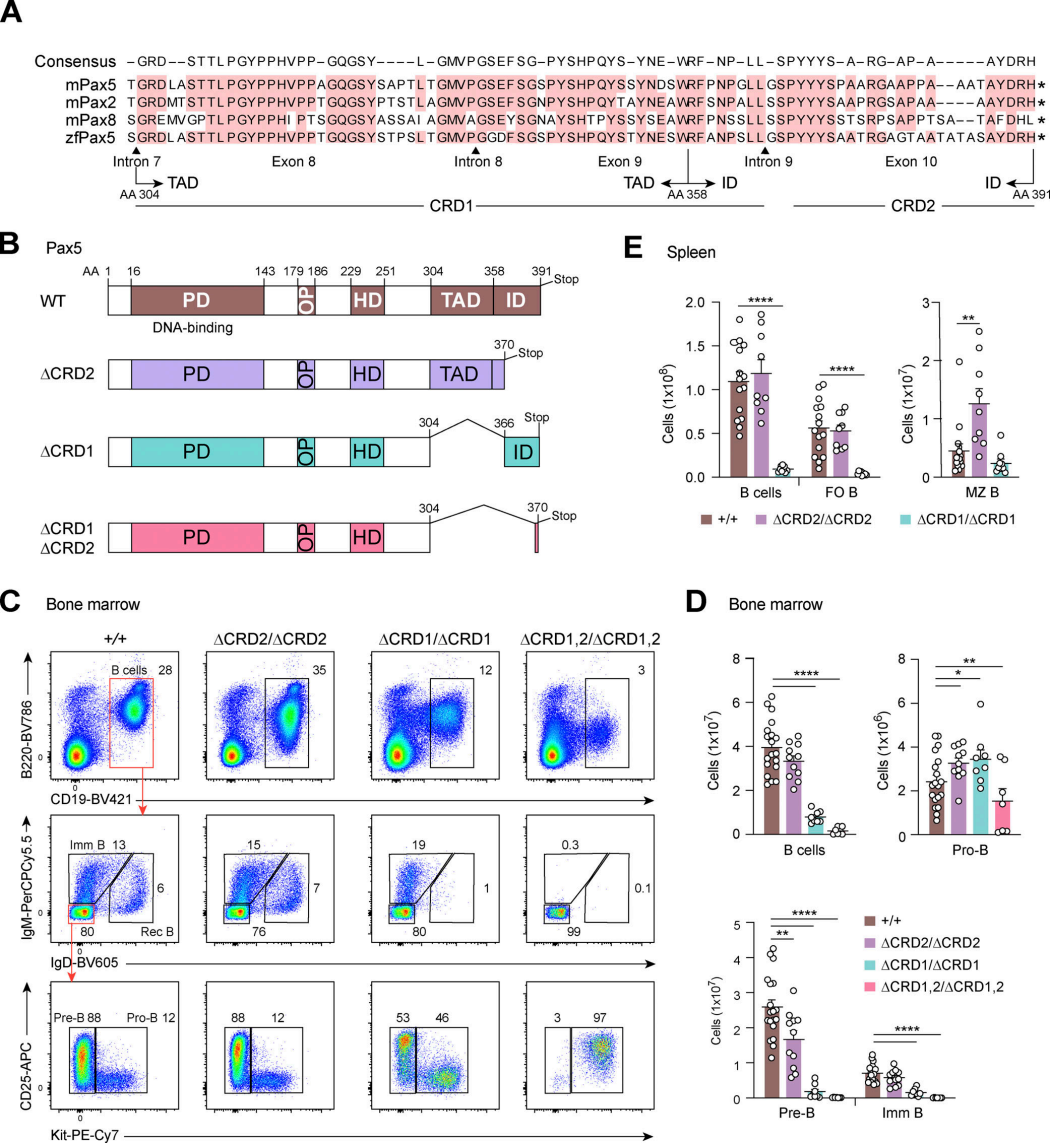
**Essential role of the C-terminal Pax5 domains in controlling B cell development. (A)** Strong conservation of the C-terminal sequences of the mouse (m) Pax2, Pax5, Pax8, and zebrafish (zf) Pax5 proteins (Dörfler and Busslinger, 1996; Pfeffer et al., 1998). The extent of the previously described TAD and ID (Dörfler and Busslinger, 1996) are indicated together with the respective exons, introns, and amino acid positions of Pax5. CRD1 is defined by the amino acid sequence encoded by *Pax5* exons 8 and 9, while CRD2 consists of the indicated amino acid sequence encoded by exon 10. The stop codon is denoted by an asterisk. **(B)** Domain organization of Pax5 indicating the extent of sequence deletion present in the *Pax5*^∆CRD1^, *Pax5*^∆CRD2^, and *Pax5*^∆CRD1,2^ alleles, as shown in A. PD, paired domain. **(C)** Flow-cytometric analysis of the indicated B cell types in the bone marrow of 3–5-wk-old *Pax5*^+/+^, *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ mice. The percentage of cells in the indicated gates is shown. The downregulation of B220 on the *Pax5* mutant cells is caused by derepression of the Pax5-repressed gene *Hnrnpll* (Fig. 5 G), as explained in the legend of Fig. 2 G. One of six independent experiments is shown. Imm, immature; Rec, recirculating. **(D and E)** B cell numbers in the bone marrow (D) and spleen (E) of mice of the indicated genotypes, determined by the flow-cytometric data shown in C or Fig. S3 C (spleen). Absolute numbers of total B, pro-B, pre-B, imm B, FO B, and MZ B cells are shown as mean values of six independent experiments with SEM (*n* ≥ 7). Statistical data (D and E) were analyzed by one-way ANOVA with Dunnett’s multiple comparison test; *P < 0.05, **P < 0.01, and ****P < 0.0001. Each dot (D and E) corresponds to one mouse.

**Figure S3.**
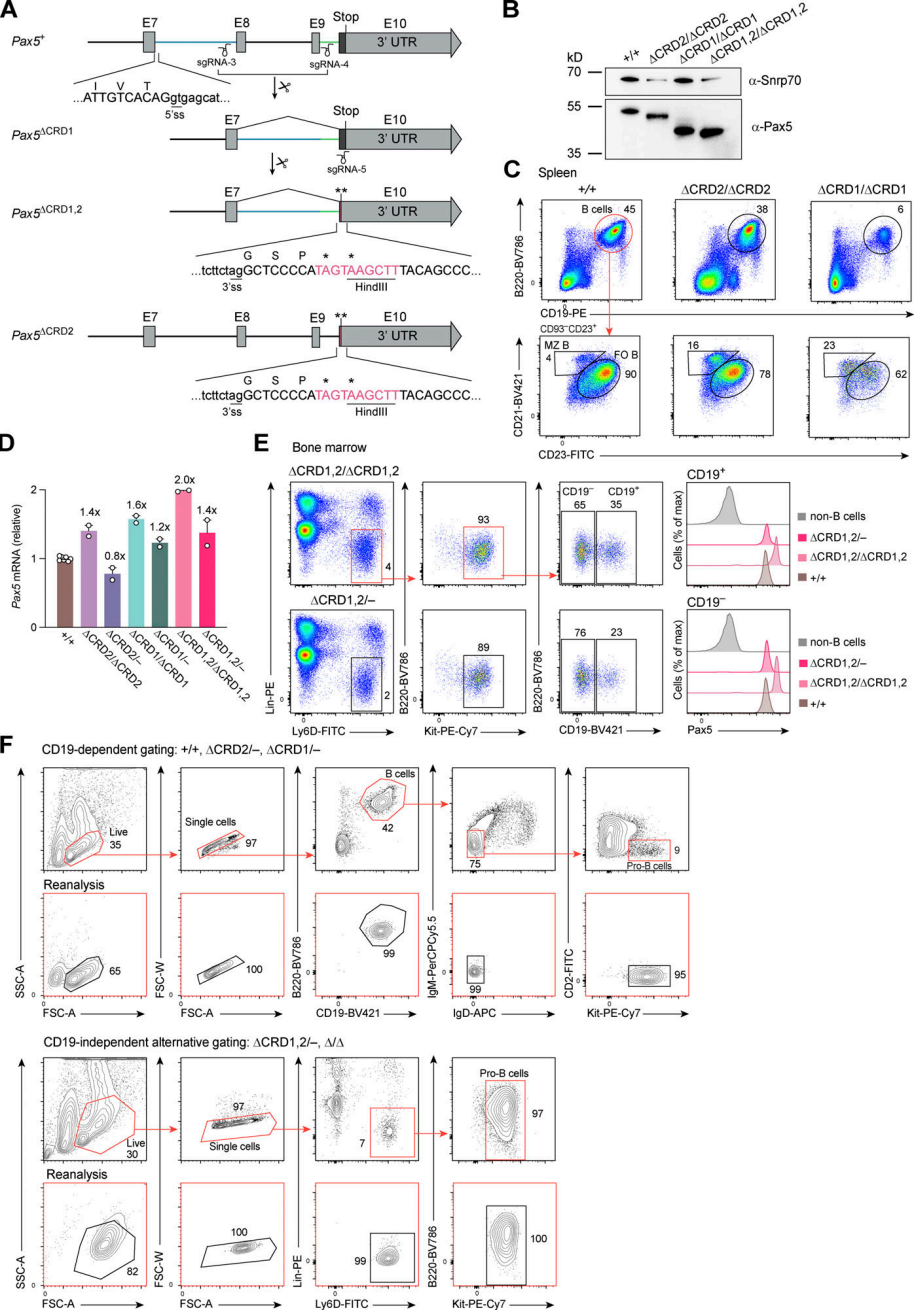
**Generation and characterization of the *Pax5***^**∆CRD1**^**, *Pax5***^**∆CRD2**^**, and *Pax5***^**∆CRD1,2**^ **alleles. (A)** Generation of the *Pax5*^∆CRD1^, *Pax5*^∆CRD2^, and *Pax5*^∆CRD1,2^ alleles. The *Pax5*^∆CRD1^ allele was created by deletion of genomic sequences from *Pax5* exon 8 to exon 9 by CRISPR/Cas9-mediated DNA cleavage with sgRNA-3 and sgRNA-4 targeting intronic sequences located upstream of exon 8 and downstream of exon 9, respectively (Table S6 and Materials and methods). The coding sequences at the 5′ end of exon 10 (Fig. 3 A) were deleted in the *Pax5*^+^ or *Pax5*^∆CRD1^ allele by using sgRNA-5 and a corresponding repair template (Table S6) to generate the *Pax5*^∆CRD2^ and *Pax5*^∆CRD1,2^ alleles, respectively. The exon–intron junctions containing the 5′ splice site (5′ss) of exon 7 and 3′ splice site (3′ss) of exon 10 are indicated together with the newly inserted DNA sequence (red) containing two stop codons (*) and a HindIII site in exon 10. UTR, untranslated region. **(B)** Immunoblot analysis of whole-cell extracts from in vitro cultured *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells with anti-Pax5 and anti-Snrp70 antibodies. The Snrp70 protein was analyzed as loading control, and marker proteins of the indicated size (in kilodaltons, kD) are shown. One of two independent experiments is shown. **(C)** Flow-cytometric analysis of FO and MZ B cells in the spleen of *Pax5*^+/+^, *Pax5*^∆CRD2/∆CRD2^, and *Pax5*^∆CRD1/∆CRD1^ mice at the age of 8–10 wk. Numbers refer to the percentage of cells in the indicated gate. One of six independent experiments is shown. **(D)** RNA-seq analysis of *Pax5* mRNA expression, which is shown as the mean TPM value for pro-B cells of the indicated genotypes relative to that of control *Pax5*^+/+^ pro-B cells (set to 1). **(E)** Flow-cytometric analysis of B cell progenitors in the bone marrow of *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ mice. Intracellular staining revealed Pax5 protein expression in both CD19^−^ and CD19^+^ populations of the indicated B cell progenitors (Lin^−^Ly6D^+^B220^+^Kit^hi^). One of three independent experiments is shown. **(F)** Flow-cytometric sorting of *Pax5*^∆CDR1/−^ pro-B cells (upper part) and *Pax5*^∆CRD1,2/−^ progenitors (lower part) from the bone marrow of mice at the age of 3–5 wk. The different gates used for flow-cytometric sorting are indicated. The purity of the sorted cell populations was determined by flow cytometric reanalysis (lower row). The percentage of cells in the different gates is shown. The *Pax5*^+/+^ and *Pax5*^∆CDR2/−^ pro-B cells were sorted as shown for the *Pax5*^∆CDR1/−^ pro-B cells (upper part), while the *Pax5*^∆/∆^ (*Vav*-Cre *Pax5*^fl/fl^) progenitors were sorted like the *Pax5*^∆CRD1,2/−^ progenitors (lower part). Source data are available for this figure: SourceData FS3.

### Increased expression of the Pax5 protein upon deletion of the C-terminal domains

We next analyzed the expression of the C-terminally mutated Pax5 proteins in pro-B cells from *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ mice by intracellular Pax5 staining. Interestingly, Pax5 protein expression was gradually upregulated with increasing deletion of the C-terminal sequences from Pax5-∆CRD2 (1.2-fold) to Pax5-∆CRD1 (1.9-fold) and Pax5-∆CRD1,2 (3.3-fold) relative to the full-length Pax5 protein (Fig. 4, A and B). 

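*Pax5* (Entrez gene 18507) lies on chromosome 4 of GRCm38 from 44524748 to 44710694. Its mRNA was at 442 ± 84.8 TPM (SD, n = 5) in *Pax5*+/+ pro-B cells, but the 3 samples with reads of 50 nucleotides gave 503 ± 18.0 TPM and the 2 with reads of 100 nucleotides 351 ± 12.6 TPM. The log2 fold changes therefore come from a limma model of 17 samples and 13598 genes with read length as a term, and the relative level is given against the *Pax5*+/+ samples of the same read length. In *Pax5* ∆CRD2/∆CRD2 pro-B cells, *Pax5* mRNA was at 488 ± 34.2 TPM (n = 2), 1.39 times *Pax5*+/+, and its log2 fold change of 0.47 (standard error 0.14) was not past the threshold (adjusted p = 0.399). In *Pax5* ∆CRD1/∆CRD1 pro-B cells it was at 772 ± 36.4 TPM (n = 2), 1.53 times *Pax5*+/+ (log2 fold change 0.62, standard error 0.13, adjusted p = 0.00889). In *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells it was at 765 ± 6.21 TPM (n = 2), 2.18 times *Pax5*+/+ (log2 fold change 1.13, standard error 0.14, adjusted p = 7.1e-05). The fold change of the last genotype moved most when read length was left out of the model, to 0.81. In *Pax5* ∆CRD1,2/∆CRD1,2 and *Pax5* ∆CRD1/∆CRD1 pro-B cells the change stayed past the threshold under every alternative tried, and in *Pax5* ∆CRD2/∆CRD2 pro-B cells under none (adjusted p from 0.224 to 0.804). With 1 *Pax5* null allele, the levels were 273 ± 44.5 TPM in *Pax5* ∆CRD2/-, 431 ± 28.9 TPM in *Pax5* ∆CRD1/- and 481 ± 92.1 TPM in *Pax5* ∆CRD1,2/- pro-B cells (n = 2 each). Of these, *Pax5* ∆CRD1,2/- pro-B cells were past the threshold (log2 fold change 0.44, adjusted p = 0.0334, range 0.0122 to 0.586 over the alternatives), but not without *Pax5*+/+ replicate 3 (0.41) or 4 (0.48). The larger change of 0.47 in *Pax5* ∆CRD2/∆CRD2 pro-B cells had the same standard error of 0.14 and was not. Since the adjustment runs over all genes of a comparison, these adjusted p values do not rank the genotypes for *Pax5*. With the C-terminal domains intact and reads of 100 nucleotides, *Pax5* mRNA was at 457 TPM in *Pax5* ∆OP/∆OP, 464 TPM in *Pax5* ∆HD/∆HD and 470 TPM in *Pax5* ∆OP,HD/∆OP,HD pro-B cells, with log2 fold changes of 0.38, 0.40 and 0.42 (adjusted p = 0.125, 0.158 and 0.122). These values count all reads on the gene, including those of the null allele.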

*Pax5* mRNA expression was also increased in pro-B cells of *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ mice (Fig. S3 D), suggesting that the C-terminal domains of Pax5 may be involved in moderate auto-repression of the *Pax5* gene. Based on these data, it is conceivable that, in addition to the absence of the C-terminal regulatory sequences, the increased expression of the mutant Pax5 proteins may also contribute to the observed phenotype of the *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ mice. To test this hypothesis, we replaced one mutant *Pax5* allele with the *Pax5* null allele (Urbánek et al., 1994) to lower the expression of the C-terminally truncated Pax5 proteins. As shown by intracellular staining, the Pax5 expression levels were reduced and thus more normalized in *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, and *Pax5*^∆CRD1,2/−^ pro-B cells (Fig. 4 B). This in turn increased the severity of the respective B cell phenotype. The few pre-B and immature B cells that were still generated in the bone marrow of *Pax5*^∆CRD1/∆CRD1^ mice (Fig. 3, C and D) were lost in *Pax5*^∆CRD1/−^ mice (Fig. 4, C and D). Moreover, the pro-B cells were further decreased in *Pax5*^∆CRD1,2/−^ mice (Fig. 4, C and D) compared with *Pax5*^∆CRD1,2/∆CRD1,2^ mice (Fig. 3, C and D). Interestingly, the pro-B cells of *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ mice strongly expressed CD25 (Fig. 4 C), which is encoded by the repressed Pax5 target gene *Il2ra* (Revilla-i-Domingo et al., 2012; Table S2), thus suggesting that the pro-B cells of these two genotypes may resemble Pax5-deficient progenitors in this regard. 

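*Il2ra* (Entrez gene 16184) lies on chromosome 2 of GRCm38 from 11642792 to 11693194 and encodes CD25. In the RNA-seq data, *Pax5* ∆CRD1,2/- pro-B cells had 42.2 and 82.7 TPM and *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells 70.3 and 58.0 TPM, compared with 34.1 and 58.1 TPM in *Pax5*∆/∆ progenitors. The 5 *Pax5*+/+ samples had 15.4, 7.77, 1.53, 3.30 and 4.44 TPM, a wide spread for 1 genotype. Against *Pax5*+/+ samples of the same read length, the log2 fold change was 4.65 in *Pax5* ∆CRD1,2/- pro-B cells (adjusted p = 0.000163 from limma). It was 2.44 in *Pax5*∆/∆ progenitors (adjusted p = 0.00295), and all 5 *Pax5*+/+ samples entered the spread. The difference between these genotypes was not past the threshold (log2 fold change 2.21, standard error 0.73, adjusted p = 0.167). *Il2ra* was at 17.0 ± 1.32 TPM (SD, n = 2) in *Pax5* ∆CRD1/- pro-B cells, with a log2 fold change of 2.86 (adjusted p = 0.00729). That call was lost under 4 alternatives, over a range of adjusted p from 0.000252 to 0.0958, among them leaving out *Pax5*+/+ replicate 3 (log2 fold change 2.33, adjusted p = 0.0774). *Il2ra* is also a gene of pre-B cells, and *Pax5* ∆CRD1,2/-, *Pax5* ∆CRD1,2/∆CRD1,2 and *Pax5*∆/∆ cells were sorted by another gate than the other genotypes. The paper proposes from the CD25 staining that pro-B cells of both ∆CRD1,2 genotypes may resemble Pax5-deficient progenitors in this regard.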

By defining the pro-B cells of *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ mice in a CD19-independent manner as Lin^−^Ly6D^+^B220^+^Kit^hi^ cells, we realized that these cells were heterogeneous as they consisted of a larger CD19^−^Pax5^+^ and smaller CD19^+^Pax5^+^ cell population (Fig. S3 E). However, the CD19^−^ and CD19^+^ cell fractions of the *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells clustered closely together and were clearly separated from *Pax5*^∆/∆^ (*Vav*-Cre *Pax5*^fl/fl^) progenitors by principal component analysis (Fig. S2 E), which was based on open chromatin data generated by the assay for transposase-accessible chromatin (ATAC) coupled with deep sequencing (ATAC-seq; Buenrostro et al., 2013; see below). We conclude therefore that *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells are arrested at a different developmental stage compared with *Pax5*^∆/∆^ progenitors.

**Figure 4.**
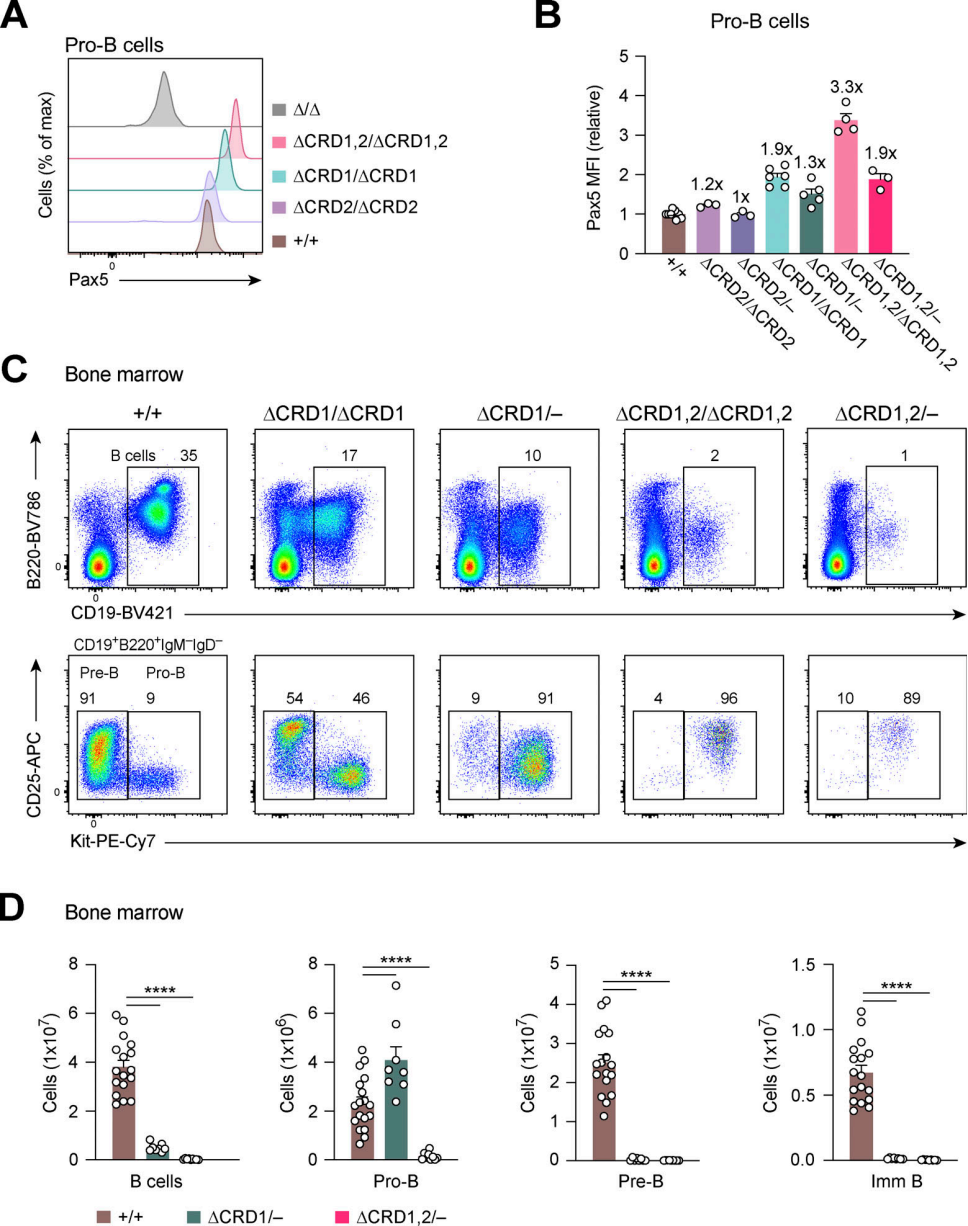
**Dosage-sensitive B cell phenotype upon deletion of C-terminal Pax5 domains. (A)** Pax5 expression in pro-B cells from the bone marrow of *Pax5*^+/+^, *Pax5*^∆CRD2/∆CRD2^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1,2/∆CRD1,2^, and *Pax5*^∆/∆^ (*Vav*-Cre *Pax5*^fl/fl^) mice. Pax5 protein levels were determined by flow-cytometric analysis of intracellular Pax5 staining. One of five independent experiments is shown. **(B)** Relative measurement of Pax5 protein expression in pro-B cells of the indicated genotypes by intracellular Pax5 staining. The geometric mean fluorescence intensity (MFI) was determined for pro-B cells of the indicated genotypes relative to that of control *Pax5*^+/+^ pro-B cells (set to 1) and is shown a mean value of five independent experiments with SEM. **(C)** Flow-cytometric analysis of total B, pro-B, and pre-B cells in the bone marrow of 3–5-wk-old *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/∆CRD1,2^, and *Pax5*^∆CRD1,2/−^ mice. The percentage of cells in the indicated gates is shown. Note that *Il2ra* (CD25) is a repressed Pax5 target gene (Revilla-i-Domingo et al., 2012) that is no longer repressed in the CD25^+^ pro-B cells of *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ mice. The downregulation of B220 on the *Pax5* mutant cells is caused by derepression of the Pax5-repressed gene *Hnrnpll* (Fig. 5 G), as explained in the legend of Fig. 2 G. One of five independent experiments is shown. **(D)** B cell numbers in the bone marrow of mice of the indicated genotypes, determined by the flow-cytometric data shown in C. Absolute numbers of total B, pro-B, pre-B, and immature (imm) B cells are shown as mean values of five independent experiments with SEM (*n* ≥ 8). Statistical data were analyzed by one-way ANOVA with Dunnett’s multiple comparison test; ****P < 0.0001. Each dot (D) corresponds to one mouse.

### Pax5 regulates gene activation and repression largely through its C-terminal domains

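For the C-terminal domains, the RNA-seq data comprised 13 samples, 5 of *Pax5*+/+ pro-B cells and 2 each of *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells and of *Pax5*∆/∆ progenitors, from mice with *Vav*-Cre and *Pax5* fl/fl alleles. *Pax5* mRNA was at 1653 TPM in these progenitors and 442 TPM in *Pax5*+/+ pro-B cells, and values per gene do not show which exons it holds. The genotypes with a null allele carry 1 copy of the truncated gene. The recovered depth was 25403933 to 34905750 reads in *Pax5*+/+ pro-B cells with a median of 28928773. It was 30435592 and 33309666 reads in *Pax5* ∆CRD2/-, 32378541 and 32691817 in *Pax5* ∆CRD1/-, and 31784194 and 40691114 in *Pax5* ∆CRD1,2/- pro-B cells. The *Pax5*∆/∆ samples were the least deeply sequenced, with 19263091 and 10018678 reads. Replicates 1, 2 and 5 of *Pax5*+/+ and both *Pax5*∆/∆ samples had reads of 50 nucleotides, and the other samples reads of 100 nucleotides. The authors trimmed all reads to 50 nucleotides before alignment and corrected batch effects that the paper's text does not name. Here, read length was a term of the limma model, which *Pax5*+/+ samples of both lengths make possible, over 13637 genes. Each mutant genotype had 1 read length, so its fold change rests on the *Pax5*+/+ samples of that length. The other *Pax5*+/+ samples enter only the spread. That the 2 read lengths stand for separate sequencing runs is inferred. A further difference cannot be told apart from genotype, because *Pax5* ∆CRD1,2/- and *Pax5*∆/∆ cells were sorted by another gate than the other cells. Replicate 2 of *Pax5*∆/∆ exists in 2 versions, as the deposited TPM values match Table S5 but not Table S2.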

To gain insight into the gene-regulatory function of the C-terminal domains of Pax5, we performed RNA-seq experiments with ex vivo sorted *Pax5*^∆CRD1/−^, *Pax5*^∆CRD2/−^, and *Pax5*^∆CRD1,2/−^ pro-B cells as well as with control *Pax5*^+/+^ pro-B cells and *Pax5*^∆/∆^ progenitors (Fig. 5 A and Table S2). To this end, we isolated pro-B cells from *Pax5*^+/+^, *Pax5*^∆CRD1/−^, and *Pax5*^∆CRD2/−^ mice as B220^+^CD19^+^Kit^+^CD2^−^IgM^−^IgD^−^ cells by flow-cytometric sorting, while the CD19^low/−^ pro-B cells from *Pax5*^∆CRD1,2/−^ mice and CD19^−^ progenitors from *Pax5*^∆/∆^ mice were sorted as Lin^−^Ly6D^+^Kit^hi^B220^+^ cells (Fig. S3 F). For pairwise analysis of the RNA-seq data, we used the same cutoffs (greater than threefold deregulation) as described above for the analysis of *Pax5*^∆OP/∆OP^ and *Pax5*^∆HD/∆HD^ pro-B cells. 

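In each of the 4 mutants, genes moved both ways past the same thresholds. In *Pax5* ∆CRD2/- pro-B cells, 12 genes were higher and 16 lower than in *Pax5*+/+ pro-B cells. These numbers were 5 and 4 without *Pax5*+/+ replicate 3, and the lower genes numbered 9 without *Pax5*+/+ replicate 4. In *Pax5* ∆CRD1/- pro-B cells 112 genes were higher and 175 lower, in *Pax5* ∆CRD1,2/- pro-B cells 214 higher and 328 lower, and in *Pax5*∆/∆ progenitors 521 higher and 449 lower. Scaling the samples by median ratios or by quantile normalization moved the share of higher genes by at most 3.72 percentage points, in *Pax5* ∆CRD1,2/- pro-B cells. Leaving out *Pax5*+/+ replicate 4 moved this share more, from 42.9% to 65.4% in *Pax5* ∆CRD2/- pro-B cells. It moved from 39.0% to 50% in *Pax5* ∆CRD1/- and from 39.5% to 47.7% in *Pax5* ∆CRD1,2/- pro-B cells, and from 53.7% to 53.8% in *Pax5*∆/∆ progenitors. *Flt3* (Entrez gene 14255, chromosome 5 of GRCm38, 147330741 to 147400489) was at 14.9 ± 4.00 TPM (SD, n = 5) in *Pax5*+/+ pro-B cells and 464 TPM in *Pax5*∆/∆ progenitors, with a log2 fold change of 3.56 in *Pax5* ∆CRD1,2/- pro-B cells (adjusted p = 1.7e-06 from limma).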

Importantly, these gene expression analyses demonstrated that the CRD1 and CRD2 domains mediate both gene activation and repression (Fig. 5 A). 

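The number of genes past the thresholds was 28 in *Pax5* ∆CRD2/-, 287 in *Pax5* ∆CRD1/- and 542 in *Pax5* ∆CRD1,2/- pro-B cells of 13637 genes tested. Simulated unchanged groups against the same *Pax5*+/+ samples gave means of 0.06, 0.1 and 0.05 genes. On the adjusted p alone, 70, 1161 and 2760 genes differed. The count for *Pax5* ∆CRD2/- pro-B cells changed most when *Pax5*+/+ replicate 3 was left out, to 9 genes. It was 18 with only the *Pax5*+/+ samples of the same read length and 44 with DESeq2 on the recovered reads. The counts for *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells stayed between 228 and 349 and between 467 and 602 genes over 21 alternatives. Of 76 genes that the paper names for these genotypes, 12 had an adjusted p under 0.05 over all genes in *Pax5* ∆CRD2/-, 50 in *Pax5* ∆CRD1/- and 63 in *Pax5* ∆CRD1,2/- pro-B cells. Adjusted over the list alone the counts were 25, 55 and 67, which is not independent evidence because the list was chosen on these samples. B cell numbers and surface markers were not analysed here.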

As expected, these analyses also revealed that the phenotypic severity of the different *Pax5* mutant pro-B cells (Fig. 3, C–E; and Fig. 4 C) correlated with the number of differentially expressed genes, as only 36 genes were deregulated in the *Pax5*^∆CRD2/−^ pro-B with the weakest B cell phenotype compared with 548 genes in the *Pax5*^∆CRD1,2/−^ pro-B cells with the strongest phenotype (Fig. 5 A). 

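In *Pax5*∆/∆ progenitors, 970 genes were past the thresholds, with 4325 genes on the adjusted p alone, and the number lay between 838 and 1045 over 22 alternatives. Of the genes named by the paper, 68 of 76 had an adjusted p under 0.05 over all genes and also 68 adjusted over the list alone, which is not independent evidence. *Trat1*, a gene of T cells, was listed at 0 in all 5 *Pax5*+/+ samples and at 116 TPM in *Pax5*∆/∆ progenitors, and *Jchain* had a log2 fold change of 8.63. The changes in *Pax5* ∆CRD1,2/- pro-B cells and *Pax5*∆/∆ progenitors had a correlation of 0.674 across genes, which are not independent replicates. Simulated unchanged groups gave 0.0112, near 0 by construction, since the changes rest on *Pax5*+/+ samples of different read length. The simulation also leaves out the sorting gate that both genotypes share. Progenitors from an independent set of *Pax5*∆/∆ mice and *Pax5*+/∆ pro-B cells, sequenced with the Prd experiment, gave 655 genes past the thresholds, and 541 of them were among the 970 genes with the same direction.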

An even greater number (972) of genes was deregulated in *Pax5*^∆/∆^ progenitors compared with *Pax5*^+/+^ pro-B cells (Fig. 5 A). This additional large increase of differentially expressed genes in *Pax5*^∆/∆^ progenitors could be caused by the arrest of these cells at an earlier developmental stage or by the complete absence of the Pax5 protein.

**Figure 5.**
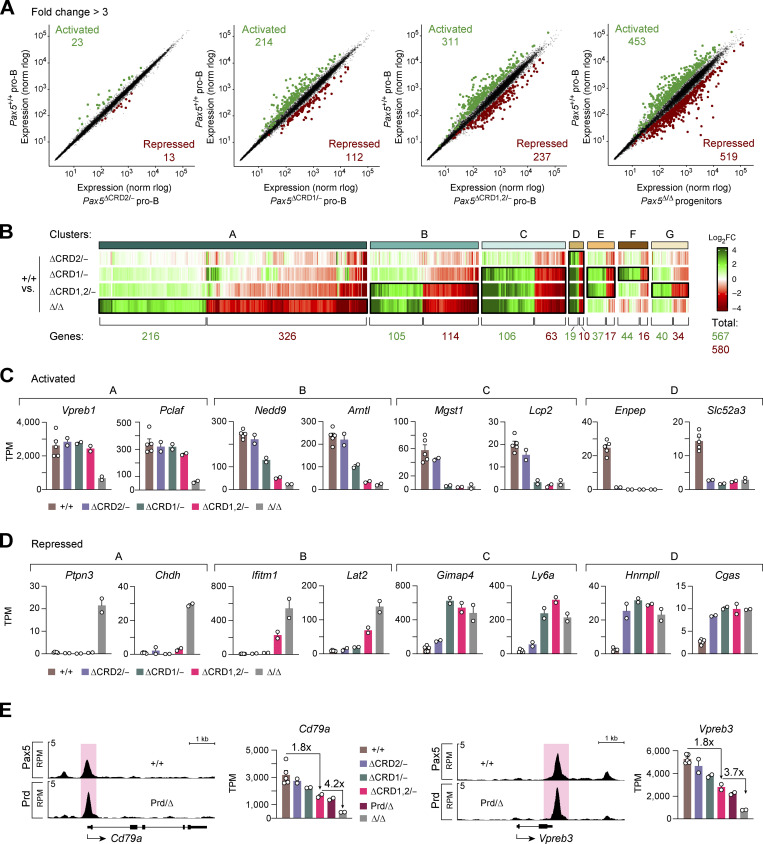
**Role of the C-terminal Pax5 domains in gene activation and repression. (A)** Scatter plot of gene expression differences between ex vivo sorted *Pax5*^+/+^ pro-B cells and *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/−^ pro-B cells, or *Pax5*^∆/∆^ (*Vav*-Cre *Pax5*^fl/fl^) progenitor cells, respectively. The expression data of individual genes (dots) are plotted as mean normalized rlog (regularized logarithm) values and are based on two RNA-seq experiments per genotype except for the five RNA-seq experiments performed with *Pax5*^+/+^ pro-B cells (Table S2). Genes with an expression difference of greater than threefold, an adjusted P value of <0.05, and a mean TPM value of >5 in one pro-B cell type are colored in green or red, corresponding to activated or repressed genes, respectively. The transgenic *Vav*-Cre line (de Boer et al., 2003) initiates Cre-mediated deletion of the floxed *Pax5* allele in the hematopoietic stem cells, thus leading to *Pax5* inactivation in the entire hematopoietic system (de Boer et al., 2003). **(B)** Heatmap of gene expression differences in *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/−^ pro-B cells and *Pax5*^∆/∆^ progenitors relative to *Pax5*^+/+^ pro-B cells (see also Table S2). The significantly differentially expressed genes are highlighted by a black box. Genes with decreased expression in the mutant pro-B cells compared with *Pax5*^+/+^ pro-B cells are marked in green, while genes with increased expression in the mutant pro-B cells compared with *Pax5*^+/+^ pro-B cells are marked in red. FC, fold change. **(C and D)** Expression of selected activated (C) or repressed (D) genes belonging to the indicated gene expression clusters. The expressions of these genes in *Pax5*^+/+^, *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/−^ pro-B cells, and *Pax5*^∆/∆^ progenitors are shown as mean TPM values of two or five RNA-seq experiments per genotype. The equal importance of CRD1 and CRD2 for the expression of cluster D genes likely points to a critical function of the amino acid sequences at the CRD1–CRD2 junction for the regulation of these genes. **(E)** Activation of the cluster A genes *Cd79a* and *Vpreb3* by the Pax5 Prd alone in *Pax5*^Prd/∆^ progenitor cells (right). The binding of Pax5 or the Prd polypeptide at the promoter of *Cd79a* and a downstream enhancer of *Vpreb3* is shown by ChIP-seq analysis of *Pax5*^+/+^ pro-B or *Pax5*^Prd/∆^ progenitor cells, respectively (left).

### Differential dependency of Pax5-regulated genes on the function of the C-terminal domains

We next compared the expression of the differentially regulated genes among the *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/−^ pro-B cells and *Pax5*^∆/∆^ progenitors relative to *Pax5*^+/+^ pro-B cells. This analysis resulted in seven distinct gene clusters (A–G), as shown by the heatmap in Fig. 5 B (see also Table S2). Regulation of the genes present in the small clusters E, F, and G is unusual for the following reasons. 

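With the patterns of significance boxed in the heatmap, clusters E, F and G held 26, 27 and 55 activated and 15, 19 and 30 repressed genes here. In *Pax5*∆/∆ progenitors, the median log2 fold change against *Pax5*+/+ pro-B cells was -1.03 for activated genes of cluster E, 0.23 for F and -1.22 for G. In the same order, 17 of 26, 6 of 27 and 34 of 55 genes had an adjusted p under 0.05 in limma. For the repressed genes, the median was 0.73 in E, 0.80 in F and 0.80 in G, with 8 of 15, 7 of 19 and 13 of 30 genes. None of these genes was past the 3-fold threshold together with the other criteria in *Pax5*∆/∆ progenitors, which is how the clusters were defined. Compared directly, *Pax5* ∆CRD1,2/- pro-B cells lay below *Pax5*∆/∆ progenitors for 26 of 26 activated genes of cluster E and 55 of 55 of cluster G, with 4 and 5 genes having an adjusted p under 0.05. Among the repressed genes, 15 of 15 in E and 30 of 30 in G lay above *Pax5*∆/∆ progenitors, with 3 and 2 such genes. These directions are favoured by the definition of clusters E and G on the same samples, past the thresholds in *Pax5* ∆CRD1,2/- and not in *Pax5*∆/∆ cells. Leaving out *Pax5*+/+ replicate 3 changed the number of repressed genes to 9 in cluster F and 16 in cluster G, and leaving out *Pax5*+/+ replicate 4 changed it to 26 in cluster E and 60 in cluster G.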

While genes in these three clusters depended for their activation or repression on CRD1 (F) or both CRD1 and CRD2 (E and G), they exhibited the same common trait as they were expressed at similar levels in *Pax5*^∆/∆^ progenitors and *Pax5*^+/+^ pro-B cells (Fig. 5 B and Fig. S4, A and B). Moreover, genes of cluster F were deregulated predominantly upon deletion of CRD1 in *Pax5*^∆CRD1/−^ pro-B cells but not upon deletion of both CRD1 and CRD2 in *Pax5*^∆CRD1,2/−^ pro-B cells (Fig. 5 B and Fig. S4, A and B). 

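The 27 activated genes of cluster F had a median log2 fold change of -1.91 in *Pax5* ∆CRD1/- pro-B cells, -1.02 in *Pax5* ∆CRD1,2/- pro-B cells and -0.39 in *Pax5* ∆CRD2/- pro-B cells. In *Pax5* ∆CRD1,2/- pro-B cells, 96.3% of them were lower than in *Pax5*+/+ pro-B cells and 15 of 27 had an adjusted p under 0.05. The 19 repressed genes had medians of 1.73, 1.29 and 1.13 in the same order, and 14 of 19 had an adjusted p under 0.05 in *Pax5* ∆CRD1,2/- pro-B cells. Tested between the mutants, all 27 activated genes were higher in *Pax5* ∆CRD1,2/- than in *Pax5* ∆CRD1/- pro-B cells, by a median of 0.98 and with an adjusted p under 0.05 for 8 genes. All 19 repressed genes were lower, by a median of -0.60 and with 2 such genes. Cluster F was defined on these samples by a change past the thresholds in *Pax5* ∆CRD1/- and not in *Pax5* ∆CRD1,2/- pro-B cells, which favours these directions. *Prg2*, a gene of eosinophils, was called lower in *Pax5* ∆CRD1/- pro-B cells (log2 fold change -2.86, adjusted p = 0.0416), but its 5 *Pax5*+/+ samples had a mean of 103 ± 89.2 TPM (SD). The call was lost under 12 of 21 alternatives (adjusted p from 0.0206 to 0.207), among them leaving out any 1 of the 5 *Pax5*+/+ samples, with a log2 fold change of -2.14 without replicate 4 and -3.59 without replicate 3.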

As these two features are difficult to explain, we did not further analyze genes belonging to clusters E, F, and G.

**Figure S4.**
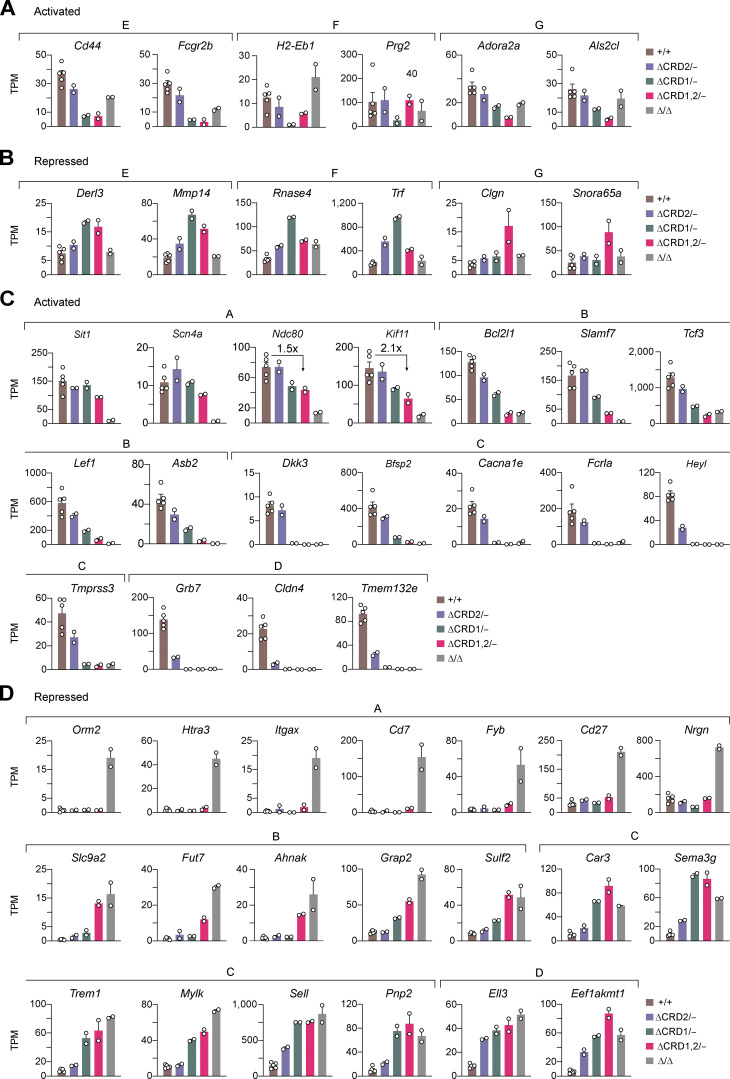
**Differential dependency of Pax5-regulated genes on the function of the C-terminal domains. (A–D)** Expression of selected genes in *Pax5*^+/+^, *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/−^ pro-B cells, and *Pax5*^∆/∆^ progenitors is shown as mean TPM values of two or five RNA-seq experiments per genotype. **(A and B)** Pax5-activated (A) and Pax5-repressed (B) genes belonging to the gene expression clusters E, F, and G, as classified in Fig. 5 B. **(C and D)** Pax5-activated (C) and Pax5-repressed (D) genes belonging to the clusters A–D, as defined in Fig. 5 B.

Genes in the clusters B, C, and D showed varying dependencies on CRD1 and CRD2 for their activation or repression in pro-B cells. The activation of genes in cluster B was only minimally affected by deletion of CRD2 in *Pax5*^∆CRD2/−^ pro-B cells and was further reduced upon deletion of CRD1 in *Pax5*^∆CRD1/−^ pro-B cells but was largely lost only upon elimination of both C-terminal regulatory domains in *Pax5*^∆CRD1,2/−^ pro-B cells, as exemplified by the genes *Cd19*, *Slamf7*, *Nedd9*, *Bcl2l1* (Bcl-X_L_), *Asb2*, *Arntl1* (Bmal1), *Tcf3* (E2A), and *Lef1* (Fig. 5 C, Fig. 6 D, and Fig. S4 C). 

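The 7 named genes reported here fell into cluster B, with *Arntl1* listed in the data as *Arntl*. Their mean TPM, as a percentage of that in *Pax5*+/+ pro-B cells, was 64.9% to 110.5% with a median of 75.2% in *Pax5* ∆CRD2/- and 32.6% to 54.9% with a median of 44.2% in *Pax5* ∆CRD1/- pro-B cells. It was 6.81% to 21.5% with a median of 15.7% in *Pax5* ∆CRD1,2/- pro-B cells, and 0.638% to 25.9% with a median of 9.00% in *Pax5*∆/∆ progenitors. *Asb2* (Entrez gene 65256), on chromosome 12 of GRCm38 from 103321142 to 103356001, was at 64.9%, 32.6%, 6.81% and 0.638% of *Pax5*+/+. Between the mutants, all 7 genes were lower in *Pax5* ∆CRD1,2/- than in *Pax5* ∆CRD1/- pro-B cells with an adjusted p under 0.05 from limma, and 4 of the 7 were lower in *Pax5* ∆CRD1/- than in *Pax5* ∆CRD2/- pro-B cells. Over the 128 activated genes of the cluster, the median log2 fold change was -0.16 in *Pax5* ∆CRD2/-, -1.16 in *Pax5* ∆CRD1/- and -2.19 in *Pax5* ∆CRD1,2/- pro-B cells. Of these genes, 66 were lower in *Pax5* ∆CRD1,2/- than in *Pax5* ∆CRD1/- pro-B cells with an adjusted p under 0.05, a direction favoured by the definition of the cluster on the same samples, past the thresholds in *Pax5* ∆CRD1,2/- and not in *Pax5* ∆CRD1/- pro-B cells.

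**Figure D1:**
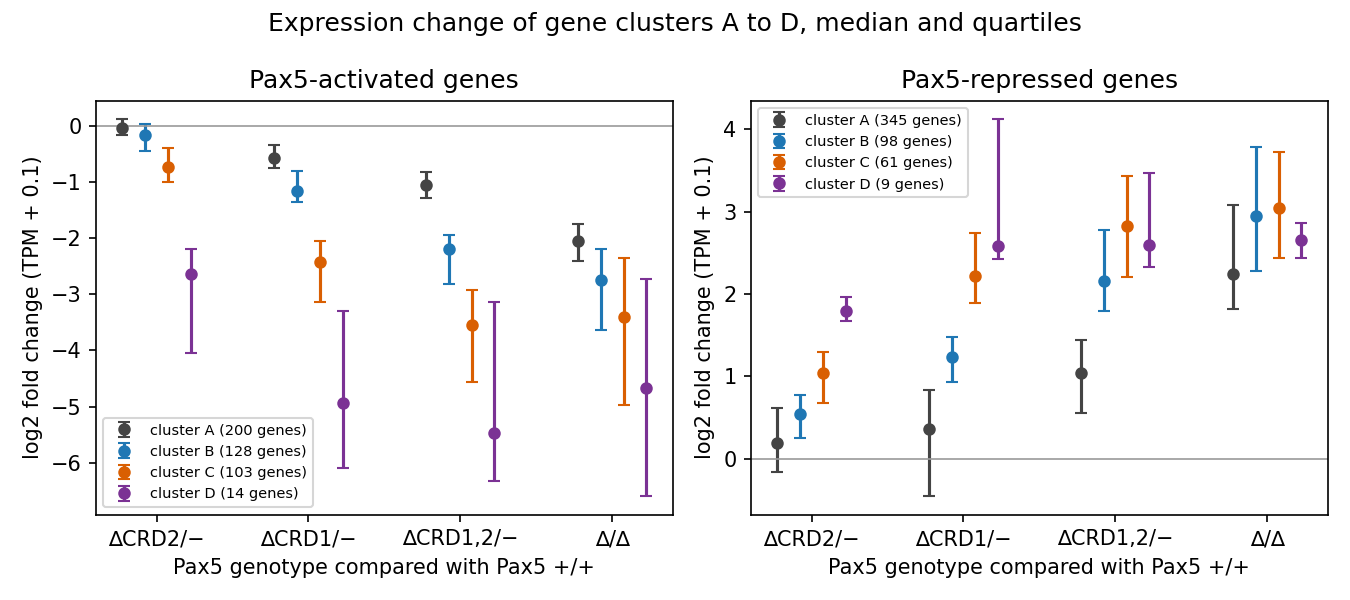
Median log2 fold change against *Pax5*+/+ pro-B cells (y axis) of the Pax5-activated genes (left) and Pax5-repressed genes (right) in clusters A to D, for *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells and *Pax5*∆/∆ progenitors (x axis), with bars from the lower to the upper quartile of the genes in a cluster. Cluster B of the activated genes steps down from -0.16 to -2.19 over the 3 deletions, and cluster D lies at -2.64 already in *Pax5* ∆CRD2/- pro-B cells. The genes were placed in clusters by their significance in these same samples.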

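The genes *Fcrla*, *Cacna1e*, *Dkk3*, *Tmprss3*, *Lcp2*, *Bfsp2*, *Mgst1*, *Plxdc1* and *Heyl* all fell into cluster C here. In *Pax5* ∆CRD2/- pro-B cells they were at 33.6% to 87.5% of their mean TPM in *Pax5*+/+ pro-B cells, with a median of 66.1% and none past the thresholds. These percentages are not corrected for read length, unlike the log2 fold changes, whose median over the 9 genes was -0.53 in *Pax5* ∆CRD2/- pro-B cells. In *Pax5* ∆CRD1/- pro-B cells they were at 0.821% to 18.9%, with a median of 4.96%, and in *Pax5* ∆CRD1,2/- pro-B cells at 8.36% or less, with a median of 1.54%. *Fcrla* (chromosome 1, 170917594 to 170932216 of GRCm38) was at 190 ± 80.2 TPM (SD, n = 5) in *Pax5*+/+, 124 ± 14.7 TPM in *Pax5* ∆CRD2/-, 7.29 TPM in *Pax5* ∆CRD1/- and 2.60 TPM in *Pax5* ∆CRD1,2/- pro-B cells (n = 2 each). Its log2 fold change in *Pax5* ∆CRD2/- pro-B cells was -0.07 (adjusted p = 1 from limma). That small change turned to 0.10 when *Pax5*+/+ replicate 4 was left out, with adjusted p values from 0.482 to 1 over all alternatives. *Heyl* (chromosome 4, 123233556 to 123249870) had the lowest percentage of them in *Pax5* ∆CRD2/- pro-B cells, at 28.2 TPM in *Pax5* ∆CRD2/- against 84.0 TPM in *Pax5*+/+ pro-B cells (log2 fold change -1.65, adjusted p = 0.200). Under 3 alternatives it was past the threshold, over a range of adjusted p from 0.00498 to 0.896. *Heyl* was at 0.690 TPM in *Pax5* ∆CRD1/- pro-B cells and in both *Pax5*∆/∆ samples it was listed at 0. All 9 genes were lower in *Pax5* ∆CRD1/- than in *Pax5* ∆CRD2/- pro-B cells with an adjusted p under 0.05, and so were 69 of the 103 activated genes of the whole cluster. The cluster was defined on these samples by a change past the thresholds in *Pax5* ∆CRD1/- and not in *Pax5* ∆CRD2/- pro-B cells, which favours this direction.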

Activation of the genes in cluster C totally depended on CRD1 in *Pax5*^∆CRD1/−^ pro-B cells with minimal contribution of CRD2 in *Pax5*^∆CRD2/−^ pro-B cells, as illustrated by the genes *Fcrla*, *Cacna1e*, *Dkk3*, *Tmprss3*, *Lcp2* (Slp76), *Bfsp2*, *Mgst1*, *Plxdc1*, and *Heyl* (Fig. 5 C, Fig. 6 I, and Fig. S4 C). Finally, CRD1 and CRD2 were both similarly important for the activation of genes in cluster D because their expression was lost in *Pax5*^∆CRD1/−^ and *Pax5*^∆CRD2/−^ pro-B cells, as exemplified by the genes *Enpep* (BP-1), *Tmem132e*, *Slc52a3*, *Cldn4*, and *Grb7* (Fig. 5 C and Fig. S4 C).

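Of the 5 genes, *Enpep*, *Slc52a3*, *Cldn4* and *Grb7* fell into cluster D here and *Tmem132e* into cluster C. As a percentage of the mean TPM in *Pax5*+/+ pro-B cells, they were at 5.35% to 27.5% in *Pax5* ∆CRD2/- pro-B cells, with a median of 19.2%, and at 0.142% to 11.9% in *Pax5* ∆CRD1/- pro-B cells, with a median of 1.17%. *Enpep* was at 24.8 ± 4.12 TPM (SD, n = 5) in *Pax5*+/+, 1.33 TPM in *Pax5* ∆CRD2/- and 0.0351 TPM in *Pax5* ∆CRD1/- pro-B cells, with a log2 fold change of -4.27 (adjusted p = 0.00118 from limma) and -7.72 (adjusted p = 2.5e-06). *Grb7* (chromosome 11, 98446834 to 98455373 of GRCm38) was at 139 ± 23.6 TPM in *Pax5*+/+, 33.5 TPM in *Pax5* ∆CRD2/- and 0.476 TPM in *Pax5* ∆CRD1/- pro-B cells. *Tmem132e* (chromosome 11, 82388852 to 82447621) was at 92.5 TPM in *Pax5*+/+, 25.4 TPM in *Pax5* ∆CRD2/- and 3.23 TPM in *Pax5* ∆CRD1/- pro-B cells. Its log2 fold change of -1.80 in *Pax5* ∆CRD2/- pro-B cells was not past the threshold (adjusted p = 0.165) except under 6 alternatives, over a range from 2.3e-15 to 0.792. In *Pax5* ∆CRD2/- pro-B cells, *Grb7* was not past the threshold without *Pax5*+/+ replicate 3 (log2 fold change -2.00, adjusted p = 0.0784, the highest of a range from 6.9e-16) and *Enpep* with a pseudocount of 0.01 (0.0931, the highest of a range from 4.8e-52). All 5 genes were lower in *Pax5* ∆CRD1/- than in *Pax5* ∆CRD2/- pro-B cells, and for 4 of them, *Enpep* by -3.45, *Grb7* by -5.89, *Tmem132e* by -2.93 and *Cldn4*, this difference had an adjusted p under 0.05. The whole cluster held 14 activated genes, but 2 when *Pax5*+/+ replicate 3 and 8 when *Pax5*+/+ replicate 4 was left out.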

**Figure 6.**
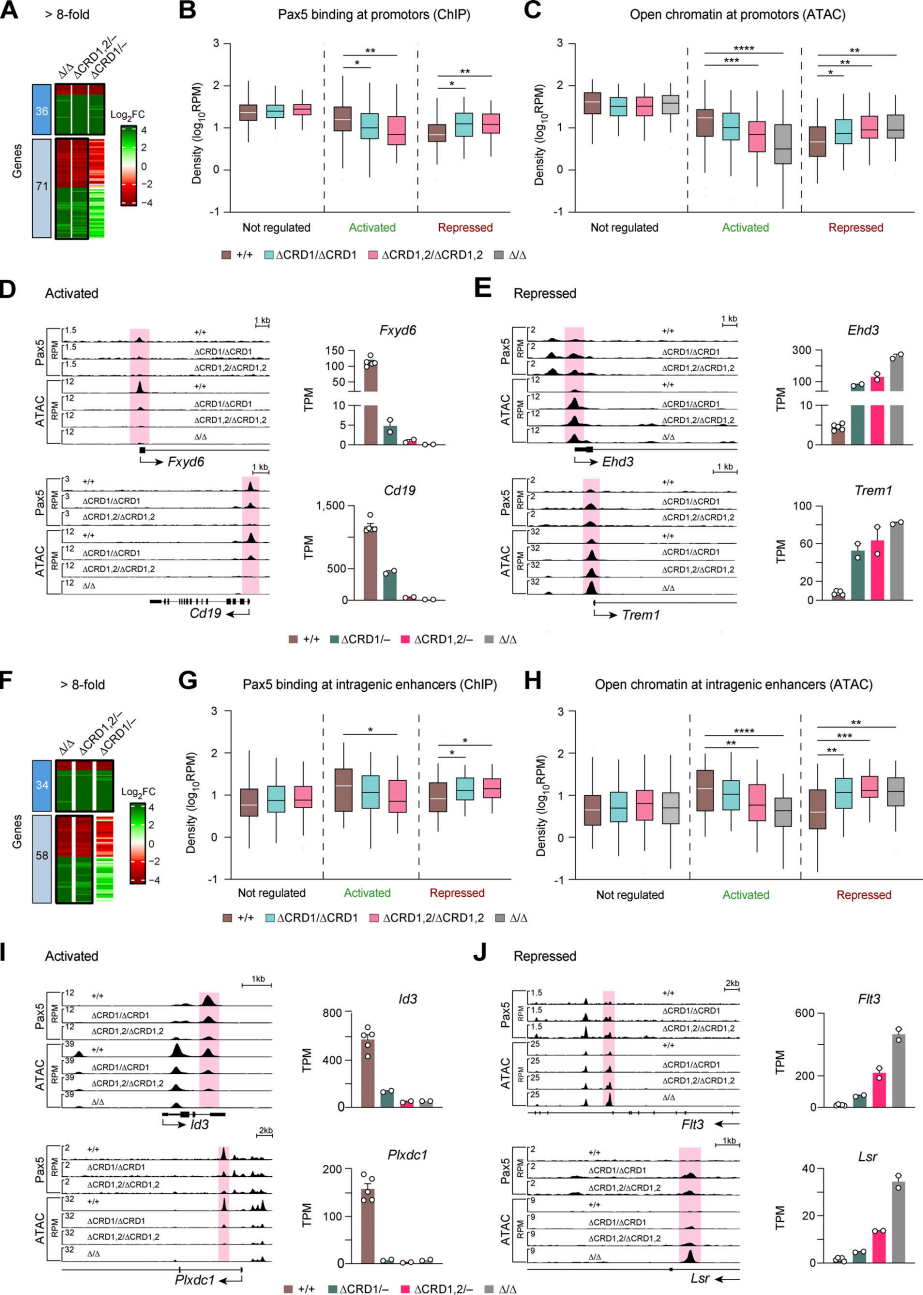
**Control of chromatin accessibility at promoters and intragenic enhancers of genes that are regulated by the C-terminal domains of Pax5. (A and F)** Heatmap of genes with a greater than eightfold gene expression difference in *Pax5*^∆/∆^ progenitors and *Pax5*^∆CRD1,2/–^ pro-B cells compared with *Pax5*^+/+^ pro-B cells. The indicated activated (green) and repressed (red) genes were additionally selected for the presence of Pax5 binding and/or open chromatin at their promoter regions (A) or putative intragenic enhancers (F) in at least one of the *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, or *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells. The promoter region ranged from −2.5 kb to +1 kb relative to the TSS. **(B and G)** Pax5 binding at the selected promoter regions (B) or putative intragenic enhancers (G) of activated, repressed, or non-regulated genes in *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells. The horizontal lines of the box plots indicate the median density of Pax5 binding, while the boxes represent the middle 50% of the data and the whiskers denote all values of the 1.5× interquartile range. Pax5 binding was identified by ChIP-seq analysis of the indicated pro-B cell types with an anti-Pax5 paired domain antibody (Adams et al., 1992; see Materials and methods). The non-regulated genes corresponded to 70 randomly selected genes, which had a log_2_ fold expression change between −0.1 and 0.1 in all pro-B comparisons and exhibited Pax5 binding and/or open chromatin at their promoter regions (B) or putative intragenic enhancers (G). **(C and H)** Open chromatin at the selected promoter regions (C) or putative intragenic enhancers (H) of Pax5-activated, Pax5-repressed, or non-regulated genes in *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells, and *Pax5*^∆/∆^ progenitors. The density of open chromatin, which was determined by ATAC-seq analysis of the indicated pro-B cell types, is presented by box plots as described in B and G. Statistical data (B, C, G, and H) were analyzed by the Mann–Whitney test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **(D, E, I, and J)** Pax5 binding and open chromatin at the promoters (red) or putative intragenic enhancers (red) of two activated (D and I) and two repressed (E and J) genes are shown as RPM values for pro-B cells of the indicated genotypes (left). The expression of the corresponding genes in the different pro-B cell types is indicated as mean TPM values of two or five RNA-seq experiments per genotype (right).

Upregulation of the repressed genes in cluster B was almost exclusively observed upon deletion of both CRD1 and CRD2 in *Pax5*^∆CRD1,2/−^ pro-B cells with little or no contribution of CRD1 or CRD2 deletion in *Pax5*^∆CRD1/−^ and *Pax5*^∆CRD2/−^ pro-B cells, respectively, as exemplified by the genes *Slc9a2*, *Il18rap*, *Ifitm1*, *Lat2*, *Grap2*, *Ahnak*, *Fut7*, *Sulf2*, and *Lsr* (Fig. 5 D, Fig. 6 J, Fig. 8 G, and Fig. S4 D). 

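All 9 named genes fell into cluster B here. Their mean TPM in *Pax5* ∆CRD2/- pro-B cells was 99.1% to 334% of that in *Pax5*+/+ pro-B cells, with a median of 142%. It was 127% to 633% in *Pax5* ∆CRD1/- pro-B cells, with a median of 257%, and 442% to 3104% in *Pax5* ∆CRD1,2/- pro-B cells, with a median of 839%. In *Pax5*∆/∆ progenitors it was 564% to 7310%, with a median of 2151%. *Ifitm1* (chromosome 7, 140967429 to 140969827 of GRCm38), which has similar paralogs nearby, rose from 7.37 TPM in *Pax5*+/+ to 18.9 TPM in *Pax5* ∆CRD1/- and 229 TPM in *Pax5* ∆CRD1,2/- pro-B cells, with log2 fold changes of 1.21 (adjusted p = 0.0321 from limma) and 4.78 (adjusted p = 3.7e-06). *Il18rap* (Entrez gene 16174, chromosome 1, 40515362 to 40551707) was at 1.57 ± 0.913 TPM (SD, n = 5) in *Pax5*+/+ and 28.9 ± 13.1 TPM (n = 2) in *Pax5* ∆CRD1,2/- pro-B cells, a log2 fold change of 3.80 (adjusted p = 0.000780). All 9 genes were higher in *Pax5* ∆CRD1,2/- than in *Pax5* ∆CRD1/- pro-B cells, 6 of them with an adjusted p under 0.05. Of the 98 repressed genes of the cluster, all 98 were higher in *Pax5* ∆CRD1,2/- than in *Pax5* ∆CRD1/- pro-B cells, by a median of 1.06 on the log2 scale, and 23 had an adjusted p under 0.05 for this difference. Since cluster B was defined on these samples by a change past the thresholds in *Pax5* ∆CRD1,2/- and not in *Pax5* ∆CRD1/- pro-B cells, this direction is largely given by the selection. The cluster as a whole already rose by a median of 1.24 in *Pax5* ∆CRD1/- pro-B cells, where 51 of 98 genes had an adjusted p under 0.05, and by 0.55 in *Pax5* ∆CRD2/- pro-B cells, where 1 gene did.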

Notably, derepression of these genes in *Pax5*^∆CRD1,2/−^ pro-B cells often did not reach the level of expression observed in *Pax5*^∆/∆^ progenitors (Fig. 5 D, Fig. 6 J, Fig. 8 G, and Fig. S4 D). 

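Of the 98 repressed genes of cluster B, 86 (87.8%) had a lower mean TPM in *Pax5* ∆CRD1,2/- pro-B cells than in *Pax5*∆/∆ progenitors, and the median was 56.5% of the level in *Pax5*∆/∆ progenitors. These levels are not corrected for read length, which differs between the genotypes. With that correction in limma, 82 of the 98 genes were lower. With 2 samples of each genotype, 4 of the 98 genes were lower and 0 were higher with an adjusted p under 0.05 in a limma contrast of the 2 genotypes, and 33 were lower and 0 higher at an unadjusted p under 0.05. Among *Slc9a2*, *Il18rap*, *Ifitm1*, *Lat2*, *Grap2*, *Ahnak*, *Fut7*, *Sulf2* and *Lsr*, 8 of 9 were lower, from 32.3% of the *Pax5*∆/∆ level for *Il18rap* to 107% for *Sulf2*, and none had an adjusted p under 0.05. At an unadjusted p under 0.05, 4 of them were lower. *Il18rap* was at 89.6 ± 3.10 TPM (SD, n = 2) in *Pax5*∆/∆ progenitors, and the log2 fold change of *Pax5* ∆CRD1,2/- pro-B cells against them was -2.33 (adjusted p = 0.165). *Ifitm1* was at 42.5% of the *Pax5*∆/∆ level (adjusted p = 0.103).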

Repression of the genes in cluster C was almost exclusively dependent on CRD1 as these genes were derepressed in *Pax5*^∆CRD1/−^ and *Pax5*^∆CRD1,2/−^ pro-B cells, as manifested by the genes *Ly6a* (Sca1), *Sell* (CD62L), *Trem1*, *Sema3g*, *Gimap4*, *Mylk*, *Pnp2*, and *Car3* (Fig. 5 D, Fig. 6 E, and Fig. S4 D). 

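The 7 named genes reported here fell into cluster C. Their mean TPM in *Pax5* ∆CRD2/- pro-B cells was 117% to 333% of that in *Pax5*+/+ pro-B cells, with a median of 208%. In *Pax5* ∆CRD1/- pro-B cells it was 377% to 1420%, with a median of 720%, and in *Pax5* ∆CRD1,2/- pro-B cells 466% to 1891%, with a median of 842%. *Ly6a* (chromosome 15, 74994877 to 74998031 of GRCm38), which encodes Sca1 and belongs to a family of similar genes, rose from 16.8 ± 8.27 TPM (SD, n = 5) in *Pax5*+/+ to 239 TPM in *Pax5* ∆CRD1/- and 318 TPM in *Pax5* ∆CRD1,2/- pro-B cells. Its log2 fold changes were 3.24 (adjusted p = 1.8e-05 from limma) and 3.66. In *Pax5* ∆CRD2/- pro-B cells it was higher by 1.12 (adjusted p = 0.0677), and 2 alternatives called this change, over a range of adjusted p from 0.0150 to 0.525. *Sema3g* was higher by 1.36 in these cells (adjusted p = 0.0210), below the 3-fold threshold. Over the 61 repressed genes of the cluster, the median log2 fold change was 1.04 in *Pax5* ∆CRD2/-, 2.22 in *Pax5* ∆CRD1/- and 2.82 in *Pax5* ∆CRD1,2/- pro-B cells. Of these, 98.4% were higher in *Pax5* ∆CRD2/- than in *Pax5*+/+ pro-B cells, 8 with an adjusted and 45 with an unadjusted p under 0.05. The difference between *Pax5* ∆CRD1/- and *Pax5* ∆CRD2/- pro-B cells was 2.11 for *Ly6a* (adjusted p = 0.00106). All 7 genes were higher in *Pax5* ∆CRD1/- than in *Pax5* ∆CRD2/- pro-B cells, 6 of them with an adjusted p under 0.05, and this direction is favoured by the definition of cluster C on the same samples. Between *Pax5* ∆CRD1,2/- and *Pax5* ∆CRD1/- pro-B cells none of the 7 had an adjusted and 0 an unadjusted p under 0.05. Over the 61 repressed genes of the cluster, this difference had a median of 0.42. Of these, 47 genes were higher in *Pax5* ∆CRD1,2/- pro-B cells, 6 with an adjusted and 21 with an unadjusted p under 0.05. The other 14 were lower, 0 with an adjusted and 1 with an unadjusted p under 0.05.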

Lastly, CRD1 and CRD2 were both equally important for repression of the few genes in cluster D, which were derepressed in both *Pax5*^∆CRD1/−^ and *Pax5*^∆CRD2/−^ pro-B cells, as illustrated by the genes *Cgas*, *Eef1akmt1*, *Hnrnpll*, and *Ell3* (Fig. 5 D and Fig. S4 D).

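All 4 genes fell into cluster D here, which held 9 repressed genes, or 4 without *Pax5*+/+ replicate 3 or with a pseudocount of 1, and were past the thresholds in *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells and *Pax5*∆/∆ progenitors. Their mean TPM was 315% to 1024% of *Pax5*+/+ with a median of 442% in *Pax5* ∆CRD2/- pro-B cells. It was 380% to 1278% with a median of 658% in *Pax5* ∆CRD1/- and 371% to 1359% with a median of 837% in *Pax5* ∆CRD1,2/- pro-B cells. Between *Pax5* ∆CRD1/- and *Pax5* ∆CRD2/- pro-B cells, none of the 4 genes differed with an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. The log2 fold changes of this difference were 0.27 for *Cgas*, 0.74 for *Eef1akmt1* and 0.34 for *Hnrnpll*. Over the whole cluster all 9 genes were higher in *Pax5* ∆CRD1/- than in *Pax5* ∆CRD2/- pro-B cells, 2 of them with an adjusted p under 0.05. *Hnrnpll* was at 25.4 ± 6.09 TPM (SD, n = 2) in *Pax5* ∆CRD2/- and 31.7 TPM in *Pax5* ∆CRD1/- pro-B cells, while the 5 *Pax5*+/+ samples ranged from 1.23 to 3.82 TPM. In *Pax5* ∆CRD2/- pro-B cells, *Cgas* and *Eef1akmt1* were not past the threshold without *Pax5*+/+ replicate 3, at the highest adjusted p over the alternatives of 0.0836 and 0.125, against lowest values of 4.5e-17 and 7.4e-12. With a pseudocount of 1, *Cgas* was also below the 3-fold threshold there (log2 fold change 1.53).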

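In all, *Cgas*, *Eef1akmt1* and *Hnrnpll* were the 3 genes higher past the thresholds in *Pax5* ∆OP/∆OP, *Pax5* ∆CRD1/- and *Pax5* ∆CRD2/- pro-B cells. Simulated unchanged groups with the same *Pax5*+/+ samples gave none. With at most 1 gene past the thresholds in the place of *Pax5* ∆OP/∆OP, they give no chance level for this overlap. The log2 fold change of *Cgas* was 2.08 in *Pax5* ∆OP/∆OP (standard error 0.26), 2.12 in *Pax5* ∆CRD1/- (adjusted p = 0.000358 from limma) and 1.85 in *Pax5* ∆CRD2/- pro-B cells (adjusted p = 0.00781). That of *Eef1akmt1* was 2.37 in *Pax5* ∆OP/∆OP, 2.71 in *Pax5* ∆CRD1/- (adjusted p = 0.000147) and 1.97 in *Pax5* ∆CRD2/- pro-B cells (adjusted p = 0.0110). Without *Pax5*+/+ replicate 3, neither was past the threshold in *Pax5* ∆CRD2/- pro-B cells, with 1.57 and 1.90, and *Cgas* was not with a pseudocount of 1. *Hnrnpll* had a log2 fold change of 4.12 in *Pax5* ∆CRD1/- pro-B cells (adjusted p = 3.3e-05) and 3.78 in *Pax5* ∆CRD2/- pro-B cells (adjusted p = 0.000901). The *Pax5* ∆OP/∆OP samples were compared with 2 and the other samples with 5 *Pax5*+/+ samples, and the OP and CRD mutants were not tested against each other.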

Interestingly, repression of the three genes *Cgas*, *Eef1akmt1*, and *Hnrnpll* in cluster D depended not only on both CRD1 and CRD2 domains but also on the OP, as they were equally derepressed in *Pax5*^∆CRD1/−^, *Pax5*^∆CRD2/−^, and *Pax5*^∆OP/∆OP^ pro-B cells (Figs. 2 G and 5 D; and Figs. S2, A and C; and S4 D). 

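Of the 17 genes that were lower in *Pax5* ∆HD/∆HD pro-B cells, 7 belonged to the activated genes of cluster C, namely *C1qa*, *C1qc*, *Cacna1e*, *Cd36*, *Fcna*, *Pde9a* and *Zkscan16*. Simulated unchanged groups shared none with that cluster. They had a mean of 0.1 genes and at most 1 past the thresholds, so this gives no chance level for a list of 17 genes. *C1qa*, *C1qc*, *Cd36* and *Fcna* are macrophage genes, and the list of macrophage genes was lower as a set also in *Pax5* ∆CRD1/- pro-B cells, by a median of -1.74 on the log2 scale (fry, adjusted p = 0.0474).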

Notably, 11 activated genes in cluster C required not only the CRD1 domain but also the HD for their expression, which was strongly reduced in *Pax5*^∆CRD1/−^ and *Pax5*^∆HD/∆HD^ pro-B cells (Fig. 2 G; and Figs. S2, A and B; and S4 C). Furthermore, 10 genes in cluster D required CRD1, CRD2, as well as the HD for their activation as their expression was greatly decreased or lost in *Pax5*^∆CRD1/−^, *Pax5*^∆CRD2/−^, and *Pax5*^∆HD/∆HD^ pro-B cells (Figs. 2 G and 5 C; and Figs. S2, A and B; and S4 C). Together, these data indicate that a large part (21 [66%]) of the 31 genes, which are activated in an HD-dependent manner, additionally require one or both CRD elements for their expression.

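Of the genes lower in *Pax5* ∆HD/∆HD pro-B cells, 5 belonged to the activated genes of cluster D, namely *Col5a3*, *Dnase1l3*, *Enpep*, *Grb7* and *Spsb4*. Simulated unchanged groups shared 0, but with at most 1 gene past the thresholds they give no chance level. *Col5a3* had a log2 fold change of -5.33 in *Pax5* ∆CRD2/- pro-B cells (adjusted p = 0.00173 from limma). It did not differ detectably between *Pax5* ∆CRD1/- and *Pax5* ∆CRD2/- pro-B cells (-0.62, standard error 0.52, adjusted p = 0.662). By contrast, *Enpep* (-3.45, adjusted p = 0.00109) and *Grb7* (-5.89, adjusted p = 1.8e-06) were lower in *Pax5* ∆CRD1/- than in *Pax5* ∆CRD2/- pro-B cells. The *Pax5* ∆HD/∆HD and CRD mutants were not tested against each other.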

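Among the 17 genes lower in *Pax5* ∆HD/∆HD pro-B cells, 12 (70.6%) were activated genes of cluster C or D. Counting all clusters, 14 of the 17 (82.4%) were also lower past the thresholds in *Pax5* ∆CRD1/- and 6 in *Pax5* ∆CRD2/- pro-B cells. Simulated unchanged groups gave 0, and here too they had too few genes past the thresholds to give a chance level. The remaining 3 were the microRNA genes *Mir1982* and *Mir7089* and the segment *TCRB_Jb2-S7*. From the overlap between the HD-dependent genes and clusters C and D, the paper concludes that a large part of the genes activated through the HD additionally require 1 or both CRD elements.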

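Here, cluster A was defined by significance in *Pax5*∆/∆ progenitors and in none of the 3 deletion mutants. It held 200 of 553 activated genes (36.2%) and 345 of 577 repressed genes (59.8%). In *Pax5*∆/∆ progenitors, the median log2 fold change was -2.05 for the activated and 2.24 for the repressed genes. In *Pax5* ∆CRD1,2/- pro-B cells 98.5% of the activated genes were lower than in *Pax5*+/+ pro-B cells, with a median of -1.06, and 137 of 200 had an adjusted p under 0.05 in limma. Of the repressed genes, 91.0% were higher in *Pax5* ∆CRD1,2/- pro-B cells, with a median of 1.04, and 167 of 345 had an adjusted p under 0.05. The medians were -0.57 and 0.36 in *Pax5* ∆CRD1/- pro-B cells, with 39 and 77 such genes. In *Pax5* ∆CRD2/- pro-B cells they were -0.03 and 0.19, with 0 and 4 such genes, and with 11 and 66 genes at an unadjusted p under 0.05. The activated genes of the cluster numbered 170 to 245 and the repressed genes 291 to 364 over 21 alternatives.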

The largest cluster A of the heatmap contains 216 (38%) of all 567 activated genes and 326 (56%) of all 580 repressed genes (Fig. 5 B), whose differential expression reached significance only in the comparison between *Pax5*^∆/∆^ progenitors and *Pax5*^+/+^ pro-B cells. Hence, deletion of CRD1, CRD2, or both domains minimally affected the activation of genes in cluster A in *Pax5*^∆CRD1/−^, *Pax5*^∆CRD2/−^, or *Pax5*^∆CRD1,2/−^ pro-B cells, as exemplified by the genes *Vpreb1*, *Vpreb3*, *Cd79a* (Igα), *Scn4a*, *Sit1*, *Pclaf*, *Ndc80*, and *Kif11* (Fig. 5, C and E; and Fig. S4 C). Likewise, genes that were expressed in *Pax5*^∆/∆^ progenitors were not derepressed upon deletion of CRD1, CRD2, or both domains in the respective pro-B cells, as manifested by the genes *Itgax*, *Cd7*, *Cd27*, *Fyb*, *Htra3*, *Ptpn3*, *Orm2*, *Chdh*, and *Nrgn* (Fig. 5 D and Fig. S4 D). 

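All 8 genes fell into cluster A here. Their mean TPM was 83.7% to 132.4% of *Pax5*+/+ with a median of 93.2% in *Pax5* ∆CRD2/- and 62.7% to 106% with a median of 81.1% in *Pax5* ∆CRD1/- pro-B cells. It was 44.6% to 93.0% with a median of 60.6% in *Pax5* ∆CRD1,2/- pro-B cells and 4.75% to 25.9% with a median of 14.4% in *Pax5*∆/∆ progenitors. *Cd79a* (Entrez gene 12518, chromosome 7, 24897497 to 24901858 of GRCm38) was at 3185 ± 726 TPM (SD, n = 5) in *Pax5*+/+ and 1644 ± 158 TPM in *Pax5* ∆CRD1,2/- pro-B cells (log2 fold change -0.87, adjusted p = 0.0177 from limma). In *Pax5*∆/∆ progenitors it was at 445 ± 9.01 TPM (-2.85, adjusted p = 2.1e-06). *Vpreb3* (chromosome 10, 75943024 to 75949657) was at 5287 ± 378 TPM in *Pax5*+/+ and 2813 ± 347 TPM in *Pax5* ∆CRD1,2/- pro-B cells (log2 fold change -0.93, adjusted p = 0.00271) and at 784 TPM in *Pax5*∆/∆ progenitors (-2.74). *Vpreb1* (chromosome 16, 16868401 to 16869255), which has the close paralog *Vpreb2*, fell from 2619 to 679 TPM in *Pax5*∆/∆ progenitors (log2 fold change -1.69), near the 3-fold threshold. The change was short of 3-fold with a block for replicate numbers and without *Pax5*+/+ replicate 5, where it was -1.58. All 8 genes were higher in *Pax5* ∆CRD1,2/- pro-B cells than in *Pax5*∆/∆ progenitors with an adjusted p under 0.05, a direction that the definition of cluster A on the same samples favours. None differed so between *Pax5* ∆CRD1,2/- and *Pax5* ∆CRD1/- pro-B cells, where 2 were lower at an unadjusted p under 0.05.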

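All 9 genes fell into cluster A here, and none was past the thresholds in *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/- or *Pax5* ∆CRD1,2/- pro-B cells. Their mean TPM was 39.2% to 295% of *Pax5*+/+ with a median of 95.5% in *Pax5* ∆CRD2/- and 8.03% to 114% with a median of 40.2% in *Pax5* ∆CRD1/- pro-B cells. It was 71.0% to 428% with a median of 170% in *Pax5* ∆CRD1,2/- pro-B cells and 463% to 5038% in *Pax5*∆/∆ progenitors. Corrected for read length, the median log2 fold change of the 9 genes was 1.30 in *Pax5* ∆CRD1,2/- pro-B cells. *Itgax* (chromosome 7, 128129526 to 128150657 of GRCm38) was at 19.0 TPM in *Pax5*∆/∆ progenitors (log2 fold change 5.06, adjusted p = 0.00120 from limma). *Cd7* (chromosome 11, 121036747 to 121039478) was at 161 TPM in *Pax5*∆/∆ progenitors against 3.19 TPM in *Pax5*+/+ pro-B cells (log2 fold change 5.47, adjusted p = 0.00188). Of the 9 genes, 4 were lower in *Pax5* ∆CRD1,2/- pro-B cells than in *Pax5*∆/∆ progenitors with an adjusted p under 0.05, for *Ptpn3* by -5.72 (adjusted p = 0.00161), and the others were lower without reaching it. The definition of cluster A on the same samples favours this direction. Below the 3-fold threshold, *Cd27* (1.03, adjusted p = 0.00702) and *Fyb* (1.42, adjusted p = 0.0487) were higher in *Pax5* ∆CRD1,2/- than in *Pax5*+/+ pro-B cells. Against *Pax5* ∆CRD1/- pro-B cells, 8 of the 9 genes were higher in *Pax5* ∆CRD1,2/- pro-B cells and 1 was lower. Of the 8, 1 had an adjusted and 7 an unadjusted p under 0.05.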

At face value, these data could indicate that most genes in cluster A are not at all or only minimally regulated by Pax5 in pro-B cells. While this statement may be true for many genes in cluster A, there are some notable exceptions. For instance, the genes *Ptpn3*, *Orm2*, and *Chdh* are derepressed in *Pax5*^∆OP/∆OP^ pro-B cells, indicating that the OP of Pax5 mediates the repression of these three genes in pro-B cells instead of the C-terminal domains (Fig. S2, A and D). Moreover, Pax5 was previously implicated in the activation of the *Cd79a* gene by recruiting members of the Ets transcription factor family via its paired domain to the *Cd79a* promoter (Fitzsimmons et al., 1996; Garvie et al., 2001; Nutt et al., 1998). 

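In *Pax5* ∆OP/∆OP pro-B cells, *Ptpn3* was past the threshold in all 15 alternatives, at a log2 fold change of 2.61 to 3.62, and *Orm2* in 13 of the 15 (adjusted p from 8.4e-10 to 0.114). *Chdh* (chromosome 14, 30008901 to 30040468 of GRCm38) was at 5.28 ± 0.868 TPM (SD, n = 2) against 0.590 ± 0.294 TPM (n = 2) in *Pax5*+/+ pro-B cells, and its log2 fold change of 3.02 (standard error 0.76) was not past the threshold (adjusted p = 0.116 from limma). Only DESeq2 on the recovered reads, added after the data had been seen, called *Chdh*, with an adjusted p of 9.2e-06 as the lowest of a range up to 0.208. In the CRD mutants, the log2 fold changes of *Ptpn3* were -1.37 in *Pax5* ∆CRD2/- (adjusted p = 0.307), -2.14 in *Pax5* ∆CRD1/- (adjusted p = 0.0109) and -0.72 in *Pax5* ∆CRD1,2/- pro-B cells (adjusted p = 0.285). Those of *Orm2* were 1.25, 1.49 and 1.30 and those of *Chdh* 0.79, -1.37 and 2.11, and neither these nor those of *Ptpn3* were past the thresholds. In *Pax5*∆/∆ progenitors all 3 genes were past the thresholds, at 21.3 TPM for *Ptpn3*, 17.5 TPM for *Orm2* and 29.6 TPM for *Chdh*.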

We therefore next investigated whether the paired domain (Prd) plays a similar role in the activation of other cluster A genes in addition to *Cd79a* by taking advantage of the *Pax5*^Prd^ allele expressing only Prd from the *Pax5* locus (Smeenk et al., 2017). B cell development was stringently arrested at a similar CD19^−^B220^+^Kit^+^ progenitor cell stage in *Pax5*^Prd/∆^ (*Vav*-Cre *Pax5*^Prd/fl^) and *Pax5*^∆/∆^ mice (Fig. S5 A). By RNA-seq analysis, we identified a relatively small number of genes that was differentially expressed between *Pax5*^Prd/∆^ and *Pax5*^∆/∆^ progenitors (Table S3). 

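The paired domain was tested in 2 samples each of *Pax5* Prd/∆ and *Pax5*∆/∆ progenitors and of *Pax5*+/∆ pro-B cells, all with 1 read length. The *Pax5* Prd allele codes for the DNA-binding paired domain of Pax5. The authors deposited TPM values for these 6 samples without gene names, and genes were assigned by the row order of the named samples. The gene lengths implied by 1 of these samples and by *Pax5*+/+ replicate 3 had 1 constant ratio within 1% on 100% of 14405 rows, against 1.40% when the rows were shifted by 1. The recovered depth was 29684525 and 43020503 reads in *Pax5* Prd/∆ and 42945338 and 43784791 reads in *Pax5*∆/∆ progenitors, and 36972531 and 35925576 reads in *Pax5*+/∆ pro-B cells. The values were fitted with limma over 12941 genes, and following Table S3 a fold change above 2 was used. In *Pax5* Prd/∆ progenitors, 90 genes were past the thresholds compared with *Pax5*∆/∆ progenitors, 51 higher and 39 lower, and 255 genes on the adjusted p alone. This number moved most with DESeq2 on the recovered reads, to 141 genes, and without a trend of the spread on expression, to 31 genes. The largest rise was that of *Fos* (chromosome 12, 85473890 to 85477274 of GRCm38), from 1.66 to 49.5 TPM (log2 fold change 4.81, adjusted p = 8.1e-05). *Jun* (chromosome 4, 95049036 to 95052222) rose from 123 to 1011 TPM, and both are immediate-early genes. Of 13 genes tested from a list of the dissociation response, 12 were higher in *Pax5* Prd/∆ progenitors, with a median of 0.95 (fry, adjusted p = 0.0247). Without the genes of Tables S1 to S5 the median of this list was 0.73 and it was not past the threshold. The 2 *Pax5* Prd/∆ samples differed in sex, with *Xist* at 0.0942 and 138 TPM.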

By additionally considering Prd binding based on chromatin immunoprecipitation (ChIP) coupled with deep sequencing (ChIP-seq) analysis of *Pax5*^Prd/∆^ progenitors, we identified only two cluster A genes, the previously known *Cd79a* and the newly found *Vpreb3*, that were both activated and bound by the Pax5 paired domain in *Pax5*^Prd/∆^ progenitors (Fig. 5 E). 

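*Cd79a* was at 1419 ± 107 TPM (SD, n = 2) in *Pax5* Prd/∆ and 506 ± 1.56 TPM (n = 2) in *Pax5*∆/∆ progenitors of the same experiment, a log2 fold change of 1.48 (adjusted p = 0.00206 from limma). *Vpreb3* was at 2241 ± 141 TPM (n = 2) in *Pax5* Prd/∆ and 773 ± 64.6 TPM (n = 2) in *Pax5*∆/∆ progenitors, a log2 fold change of 1.54 (adjusted p = 0.00356). Both genes were past the 2-fold threshold under all 14 alternatives, with log2 fold changes of 1.41 to 1.53 for *Cd79a* and 1.44 to 1.54 for *Vpreb3*. Binding of the paired domain was not analysed here, so the restriction to bound genes was not repeated. From expression and binding together, the paper identifies these as the only genes of cluster A that the paired domain both binds and activates.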

In summary, these data do not support a role of the five analyzed Pax5 domains in the regulation of most cluster A genes, although Pax5 binding was observed at 84% of the activated cluster A genes and 53% of the repressed cluster A genes in *Pax5*^+/+^ pro-B cells (Table S2).

**Figure S5.**
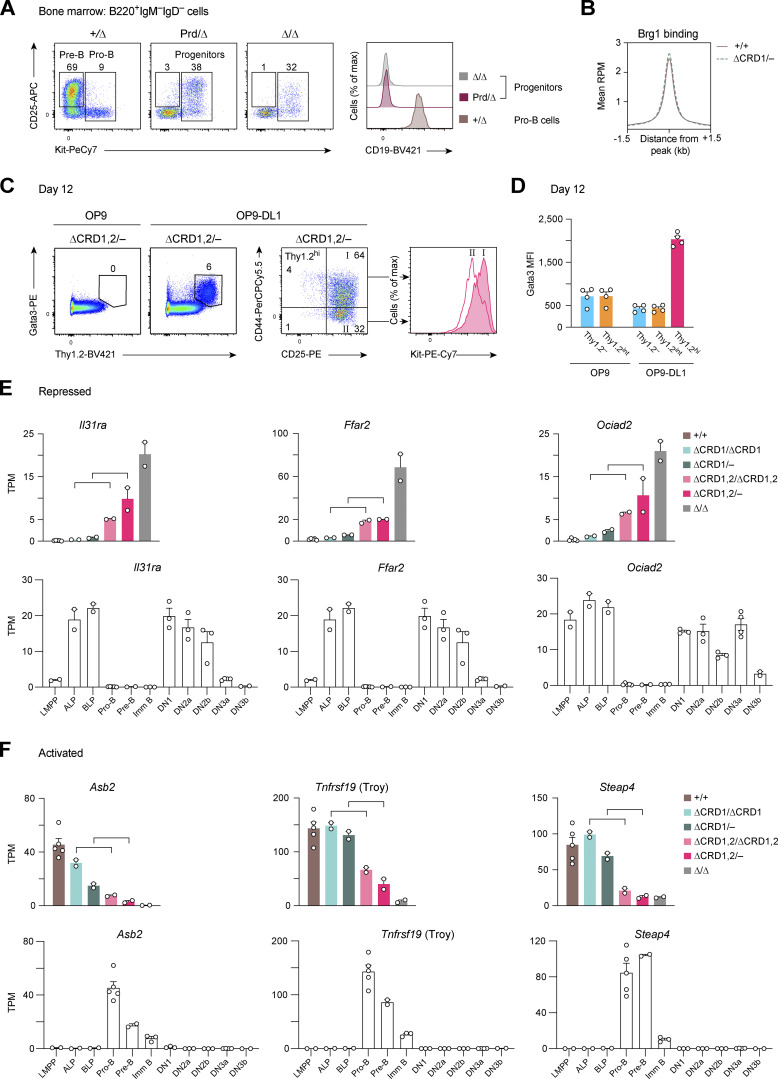
**Expression profiles of Pax5-regulated genes with a potential role in B-lineage commitment. (A)** B cell developmental arrest at an early progenitor cell stage in *Pax5*^Prd/∆^ mice, as shown by flow-cytometric analysis of bone marrow cells from *Pax5*^+/∆^ (*Vav*-Cre *Pax5*^+/fl^), *Pax5*^Prd/∆^ (*Vav*-Cre *Pax5*^Prd/fl^), and *Pax5*^∆/∆^ (*Vav*-Cre *Pax5*^fl/fl^) mice at the age of 6 wk. **(B)** Density profiles of genome-wide Brg1 binding in *Pax5*^+/+^ and *Pax5*^∆CRD1/−^ pro-B cells. The profiles are shown for a region from −1.5 to +1.5 kb relative to the Brg1 peak summit. **(C)** In vitro lymphoid differentiation of cultured *Pax5*^∆CRD1,2/−^ pro-B cells that were seeded on OP9-DL1 feeder cells (Schmitt and Zúñiga-Pflücker, 2002) in IL-7– and Flt3L-containing medium. *Pax5*^∆CRD1,2/−^ pro-B cells, which were further cultured on OP9 feeder cells in IL-7–containing medium, served as a control. After 12 d of co-culture, live lymphoid cells were analyzed by flow cytometry for cell surface Thy1.2 and intracellular Gata3 expression (left). CD44 and CD25 expression on gated Thy1.2^hi^ cells is additionally displayed together with Kit expression on fraction I and II cells (right). The percentage of cells in the indicated gates is shown. **(D)** Gata3 expression is shown as MFI value in the indicated Thy1.2^−^, Thy1.2^int^, or Thy1.2^hi^ cells after 12 d of co-culture. One of two independent experiments (C and D) is shown. **(E and F)** The Pax5-repressed genes *Il31ra*, *Ffar2*, and *Ociad2* (E) and Pax5-activated genes *Asb*, *Tnfrsf19* (Troy), and *Steap* (F) were identified as significantly differentially expressed genes in the comparisons of committed *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1/−^ pro-B cells with uncommitted *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ pro-B cells, respectively (Fig. 8 F). Top rows: The expression of the three Pax5-repressed (E) and three Pax5-activated (F) genes in pro-B and progenitor cells of the indicated genotypes is shown as the mean TPM value of two or five RNA-seq experiments per genotype. Brackets indicate the two comparisons used for the identification of these genes. Bottom rows: The expression of the three Pax5-repressed (E) and three Pax5-activated (F) genes is shown as mean TPM values for wild-type lymphoid progenitors (LMPP, ALP, BLP; two experiments) and early B cells (pro-B, pre-B, and immature (Imm) B cells; two to five experiments) from the bone marrow as well as for early T cell progenitors (ETP/DN1, DN2a, DN2b, DN3a, and DN3b; two to four experiments) from the thymus. The definition of the different lymphoid progenitors and T cell precursors is described in Materials and methods. DN, CD4^−^CD8^−^ double-negative thymocytes.

### Control of chromatin accessibility and Pax5 binding by the C-terminal domains of Pax5

We next investigated whether the C-terminal regulatory domains are involved in the control of open chromatin or Pax5 binding at Pax5-regulated genes. For this purpose, we performed ChIP-seq analysis with an anti-Pax5 paired domain antibody (Adams et al., 1992) to determine Pax5-binding in *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells. Moreover, we mapped open chromatin in *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells, and *Pax5*^∆/∆^ progenitors by ATAC-seq analysis (Buenrostro et al., 2013). We then selected genes that were greater than eightfold deregulated in *Pax5*^∆CRD1,2/−^ pro-B cells and *Pax5*^∆/∆^ progenitors relative to *Pax5*^+/+^ pro-B cells and that additionally exhibited Pax5 binding and/or open chromatin at their promoters (Fig. 6 A) or intragenic enhancers (Fig. 6 F) in one of the three pro-B cell types. Furthermore, 70 randomly selected, non-regulated genes were used as control to demonstrate that Pax5 binding and open chromatin did not change significantly at their promoters or intragenic enhancers in the different pro-B cell types (Fig. 6, B, C, G, and H). In contrast, Pax5 binding and open chromatin at the promoter region or intragenic enhancers of activated genes was gradually decreased from *Pax5*^+/+^ pro-B cells to *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells (Fig. 6, B, C, G, and H), as exemplified for the promoter regions of *Fxyd6* and *Cd19* (Fig. 6 D) and intragenic enhancers of *Id3* and *Plxdc1* (Fig. 6 I). An inverse picture was observed for gene repression by the C-terminal domains. Pax5 binding and open chromatin at the promoters or intragenic enhancers of repressed genes was progressively increased from *Pax5*^+/+^ pro-B cells to *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells (Fig. 6, B, C, G, and H), which is highlighted for the promoter regions of *Ehd3* and *Trem1* (Fig. 6 E) and intragenic enhancers of *Flt3* and *Lsr* (Fig. 6 J). In summary, these data demonstrate that the C-terminal regulatory domains of Pax5 contribute to the control of open chromatin as well as Pax5 binding at regulated genes.

### The CRD1 domain of Pax5 interacts with several coactivator and corepressor complexes

We next performed co-immunoprecipitation (Co-IP) experiments combined with mass spectrometric analysis (MS) to identify coactivator or corepressor complexes that bind to the C-terminal region of Pax5. To this end, we cultured *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/−^, and *Pax5*^+/+^ pro-B cells prior to nuclear extract preparation and Co-IP with an anti-Pax5 paired domain antibody (Adams et al., 1992). We performed two experiments each with *Pax5*^∆CRD1/−^ and *Pax5*^+/+^ pro-B cells (Fig. 7 A) as well as with *Pax5*^∆CRD1,2/−^ and *Pax5*^+/+^ pro-B cells (Fig. 7 B). Proteins were identified as specifically associated with a CRD domain if they exhibited a difference in abundance of greater than threefold with a P value of <0.01 in the Co-IP–MS experiments of wild-type versus mutant pro-B cells (Table S4). The comparison between *Pax5*^∆CRD1/−^ and *Pax5*^+/+^ pro-B cells or *Pax5*^∆CRD1,2/−^ and *Pax5*^+/+^ pro-B cells identified 133 or 192 proteins, respectively, that were associated at a significantly reduced frequency with Pax5-∆CRD1 or Pax5-∆CRD1,2 compared with full-length Pax5 protein (Fig. 7, A and B; and Table S4). The overlap of both analyses resulted in 110 proteins that significantly interact with the CRD1 domain of Pax5 (Fig. 7 C). These shared proteins contain five members of the chromatin-remodeling BAF (mSWI/SNF) complex (Hodges et al., 2016), six components of the H3K4-methylating Set1A-COMPASS complex (Cenik and Shilatifard, 2021), six members of the H4K16-acetylating NSL complex (Sheikh et al., 2019), ten components of the Sin3-HDAC corepressor complex (Bansal et al., 2016), and three proteins of the MiDAC histone deacetylase complex (Turnbull et al., 2020; Fig. 7 C). Moreover, few additional components of these complexes were identified with stringent cutoffs only in the Co-IP–MS comparison between *Pax5*^∆CRD1,2/−^ and *Pax5*^+/+^ pro-B cells (Fig. 7 C). Together, these data suggest that the CRD1 domain of Pax5 can promote transcriptional activation by associating with the BAF, Set1A-COMPASS, or NLS complexes, while transcriptional repression may be mediated by its interaction with the Sin3-HDAC or MiDAC complexes.

**Figure 7.**
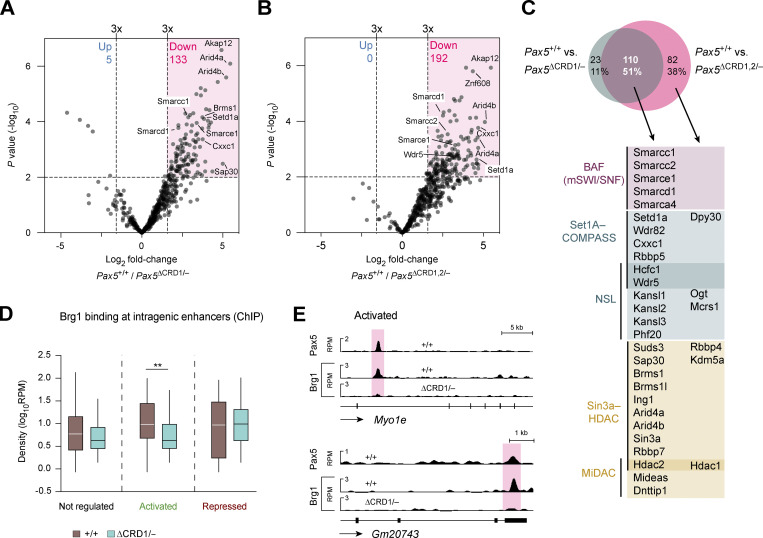
**Identification of protein complexes interacting with the CRD1 domains of Pax5. (A and B)** Volcano plots displaying the preferential association of proteins with Pax5 in nuclear extracts of *Pax5*^+/+^ pro-B cells compared with *Pax5*^∆CRD1/−^ (A) or *Pax5*^∆CRD1,2/−^ (B) pro-B cells. Proteins were identified as specifically associated with the CRD domain if they exhibited a difference in abundance of greater than threefold with a P value of <0.01 in the Co-IP–MS experiments of *Pax5*^+/+^ versus mutant pro-B cells (Table S4). Two independent Co-IP–MS experiments were performed each with six replicates for *Pax5*^∆CRD1/–^ and *Pax5*^∆CRD1,2/−^ pro-B cells and three replicates for *Pax5*^+/+^ pro-B cells. **(C)** Pax5-interacting proteins identified by the different pro-B cell comparisons shown in A and B. The overlapping proteins, which depend on the CRD1 domain for their interaction with Pax5, contained the indicated components of the chromatin-remodeling complex BAF (Hodges et al., 2016) and the four histone-modifying complexes Set1A-COMPASS (Cenik and Shilatifard, 2021), NSL (Sheikh et al., 2019), Sin3-HDAC (Bansal et al., 2016), and MiDAC (Turnbull et al., 2020). Synonymous names of some components are Smarca4 (Brg1), Smarcc1 (Baf155), Smarcc1 (Baf170), Smarcd1 (Baf60A), Smarce1 (Baf57), Setd1a (Set1a), Arid4a (Rbp1), Arid4b (Sap180), and Suds3 (Sds3). **(D)** Brg1 binding at putative intragenic enhancers of Pax5-activated, Pax5-repressed, or non-regulated genes, as determined by ChIP-seq analysis of in vitro cultured *Pax5*^+/+^ and *Pax5*^∆CRD1/−^ pro-B cells with an anti-Brg1 (Smarca4) antibody (Wang et al., 2020). The horizontal lines of the box plots indicate the median density of Brg1 binding, while the boxes represent the middle 50% of the data and the whiskers denote all values of the 1.5× interquartile range. Brg1 binding was analyzed at intragenic enhancers of genes with an greater than eightfold activation or repression by Pax5, as defined in Fig. 6 F. Intragenic enhancers of non-regulated genes, which were identified as described in the legend of Fig. 6 G, were used as control. Statistical data were analyzed by the Mann–Whitney test; **P < 0.01. **(E)** Binding of Brg1 and Pax5 at putative intragenic enhancers (red) of the Pax5-activated genes Myo1e and Gm20743 are shown as RPM values for *Pax5*^+/+^ and *Pax5*^∆CRD1/−^ pro-B cells.

To investigate whether the CRD1 domain is able to recruit these coactivator or corepressor complexes to Pax5-binding sites of regulated genes, we investigated binding of the BAF complex in *Pax5*^+/+^ and *Pax5*^∆CRD1/−^ pro-B cells by ChIP-seq analysis with an antibody directed against the BAF ATPase Brg1 (Smarca4; Wang et al., 2020). While genome-wide binding of Brg1 was similar in both pro-B cell types (Fig. S5 B), the analysis of intragenic enhancers of genes with a greater than eightfold regulation by Pax5 (Fig. 6 F) revealed a significant reduction of Brg1 binding at enhancers of activated genes in *Pax5*^∆CRD1/−^ pro-B cells compared with *Pax5*^+/+^ pro-B cells (Fig. 7, D and E). In contrast, Brg1 binding was similar at intragenic enhancers of repressed or non-regulated genes (Fig. 7 D). We conclude therefore that the CRD1 domain is responsible for recruiting the chromatin-remodeling BAF complex to Pax5-binding sites at intragenic enhancers of activated Pax5 target genes.

### Loss of B cell commitment upon deletion of both C-terminal domains of Pax5

We next investigated a potential role of the C-terminal domains of Pax5 in the control of B-lineage commitment. For this purpose, we used an in vitro differentiation system, which is based on the induction of Notch signaling in lymphoid progenitors that are cultured on OP9-Delta-like 1 (OP9-DL1) feeder cells expressing the Delta-like Notch ligand 1 (Schmitt and Zúñiga-Pflücker, 2002). Using this differentiation system, we have previously shown that uncommitted *Pax5*^−/−^ progenitors efficiently differentiate to Thy1.2^hi^ T-lymphoid precursor cells within 7 d of co-culture on OP9-DL1 cells (Höflinger et al., 2004). To investigate the differentiation potential, we short-term cultured ex vivo sorted pro-B cells from *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, *Pax5*^∆CRD1/−^, *Pax5*^∆CRD1,2/∆CRD1,2^, *Pax5*^∆CRD1,2/−^, and control *Pax5*^∆/∆^ mice on OP9 cells in IL-7–containing medium prior to seeding half of the pro-B cells on OP9 cells (plus IL-7) and the other half of the pro-B cells on OP9-DL1 cells (plus IL-7 and Flt3L). After 7 d in culture, the cells of the different genotypes maintained their pro-B cells phenotype on OP9 cells, as shown by their Pax5 expression except for the *Pax5*^∆/∆^ progenitors (Fig. 8, A–C). While the *Pax5*^+/+^, *Pax5*^∆CRD1/∆CRD1^, and *Pax5*^∆CRD1/−^ pro-B cells maintained their committed B cell phenotype upon co-culture on OP9-DL1 cells, as shown by their continued expression of Pax5 (Fig. 8 D), the *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ pro-B cells as well as *Pax5*^∆/∆^ progenitors differentiated on OP9-DL1 cells into Thy1.2^hi^ cells (Fig. 8, A and B) that lost Pax5 expression (Fig. 8 D) and gained Gata3 expression (Fig. S5, C and D). Upon further analysis, the *Pax5*^∆CRD1,2/−^ Thy1.2^hi^ cells could be divided into a larger (64%) fraction I of CD44^+^CD25^hi^Kit^hi^ cells and a smaller (32%) fraction II of CD44^−^CD25^hi^Kit^int^ cells, which could correspond to DN2-like cells (Thy1.2^hi^Gata3^+^CD44^+^CD25^hi^Kit^hi^) or DN3-like cells (Thy1.2^hi^Gata3^+^CD44^−^CD25^hi^Kit^int^), respectively (Yui et al., 2010; Fig. S5 C). In the absence of further characterization, it is also possible that the fraction I and II cells may be ILC2 or ILC3 cells. Irrespective of what cell type has been generated, this differentiation experiment demonstrated that only the *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ pro-B cells could undergo differentiation along another lineage. We conclude therefore that the CRD1 and CRD2 domains together determine the B-lineage commitment function of Pax5.

**Figure 8.**
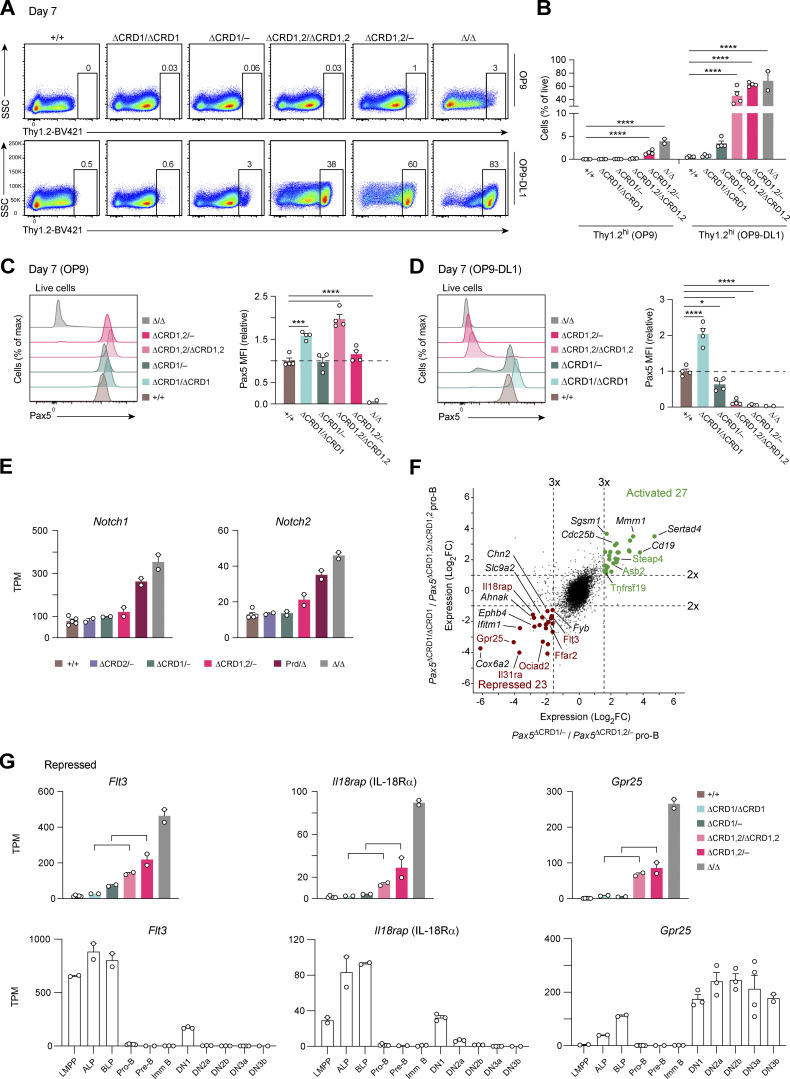
**Critical role of the C-terminal Pax5 domains in regulating B cell commitment. (A)** In vitro T cell differentiation of pro-B cells of the indicated genotypes and the control *Pax5*^∆/∆^ progenitors. Ex vivo sorted pro-B cells were short-term cultured on OP9 feeder cells in IL-7–containing medium prior to seeding half of the pro-B cells on OP9-DL1 feeder cells (Schmitt and Zúñiga-Pflücker, 2002) in IL-7– and Flt3L-containing medium and the other half of pro-B cells on OP9 cells in IL-7–containing medium. After 7 d of co-culture, live lymphoid cells were analyzed by flow cytometry. Numbers refer to the percentage of Thy1.2^hi^ cells in the indicated gate. One of two independent experiments is shown. **(B)** Frequency of Thy1.2^hi^ cells after 7 d of co-culture of the indicated pro-B cells with OP9 or OP-DL1 cells, shown as mean values with SEM (*n* ≥ 2). **(C and D)** Pax5 expression in pro-B cells of the indicated genotypes after 7 d of co-culture with OP9 cells in IL-7–containing medium (C) or with OP9-DL1 cells in IL-7– and Flt3L-containing medium (D), as determined by flow-cytometric analysis of intracellular Pax5 staining (left). The geometric MFI of the different pro-B cells is displayed relative to that of control *Pax5*^+/+^ pro-B cells (set to 1; right) and is shown as mean values with SEM (*n* ≥ 2). Statistical data (B–D) were analyzed by one-way ANOVA with Dunnett’s multiple comparison test; *P < 0.05, ***P < 0.001, ****P < 0.0001. Each dot (B–D) corresponds to one mouse. One of two independent experiments (A–D) is shown. **(E)** Expression of *Notch1* and *Notch2* (cluster A genes) in pro-B and progenitor cells of the indicated genotypes is shown as mean TPM values of two or five RNA-seq experiments per genotype. **(F)** Overlap of Pax5-activated and Pax5-repressed genes that are differentially expressed both in the comparison between committed *Pax5*^∆CRD1/∆CRD1^ and uncommitted *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells as well as in the comparison between committed *Pax5*^∆CRD1/−^ and uncommitted *Pax5*^∆CRD1,2/−^ pro-B cells (Table S5). Genes with an adjusted P value of <0.05, a mean TPM value of >5 in one pro-B cell type and an expression difference of greater than threefold (between *Pax5*^∆CRD1/−^ and *Pax5*^∆CRD1,2/−^ cells) or greater than twofold (between *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1,2/∆CRD1,2^ cells) are colored in green or red, corresponding to commonly activated or repressed genes, respectively. **(G)** Top row: Expression of the Pax5-repressed genes *Flt3*, *Il18rap*, and *Gpr25* in pro-B and progenitor cells of the indicated genotypes is shown as mean TPM values of two or five RNA-seq experiments per genotype. Brackets indicate the two comparisons between committed pro-B cells (*Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1/−^) and uncommitted pro-B cells (*Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^) used for identification of these genes. Bottom row: The expression of *Flt3*, *Il18rap*, and *Gpr25* is shown as mean TPM values in lymphoid progenitors (LMPP, ALP, BLP; two experiments) and early B cells (pro-B, pre-B, and immature [imm] B cells; two to five experiments) from the bone marrow as well as in early T cell precursors (ETP/DN1, DN2a, DN2b, DN3a, and DN3b; two to four experiments) from the thymus. The definition of the different lymphoid progenitors and T cell precursors is described in Materials and methods. DN, CD4^–^CD8^–^ double-negative thymocytes.

We next attempted to identify Pax5-regulated genes that may be involved in B-lineage commitment. As Pax5 has been implicated in the fivefold repression of the T cell fate specification gene *Notch1* (Radtke et al., 1999) in committed pro-B cells (Souabni et al., 2002), we first analyzed the expression of *Notch1* in *Pax5*^+/+^, *Pax5*^∆CRD2/−^, *Pax5*^∆CRD1/−^, and *Pax5*^∆CRD1,2/−^ pro-B cells as well as in *Pax5*^Prd/∆^ and *Pax5*^∆/∆^ progenitor cells (Fig. 8 E). Surprisingly, *Notch1* and *Notch2* did not depend on the CRD1 and CRD2 domains of Pax5 for their repression in pro-B cells, while both genes were also not repressed upon expression of the Pax5 paired domain in *Pax5*^Prd/∆^ progenitors (Fig. 8 E). 

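*Notch1* (Entrez gene 18128) lies on chromosome 2 of GRCm38 from 26457902 to 26503822 and *Notch2* (Entrez gene 18129) on chromosome 3 from 98013538 to 98150367. In *Pax5*∆/∆ progenitors, *Notch1* was at 354 ± 47.6 TPM (SD, n = 2), with a log2 fold change of 2.04 against *Pax5*+/+ pro-B cells (adjusted p = 3.1e-05 from limma). *Notch2* was at 45.1 TPM with 1.70 (adjusted p = 5.1e-05), and both genes were past the thresholds. In *Pax5* ∆CRD1,2/- pro-B cells, *Notch1* was at 121 ± 29.8 TPM against 79.2 ± 17.8 TPM (n = 5) in *Pax5*+/+ and *Notch2* at 21.2 TPM against 13.0 TPM. Their log2 fold changes of 0.83 (adjusted p = 0.0272) and 0.85 (adjusted p = 0.0137) were below the 3-fold threshold, with adjusted p values of 0.00399 to 0.164 and 0.000132 to 0.0615 over the alternatives. *Pax5* ∆CRD1,2/- pro-B cells did not differ from *Pax5*∆/∆ progenitors with an adjusted p under 0.05 for *Notch1* (-1.21, adjusted p = 0.0815) or *Notch2* (-0.84, adjusted p = 0.170). In *Pax5* ∆CRD1/- pro-B cells the log2 fold changes were 0.54 (adjusted p = 0.203) for *Notch1* and 0.24 (adjusted p = 0.592) for *Notch2*, and in *Pax5* ∆CRD2/- pro-B cells 0.27 (adjusted p = 0.945) and 0.22 (adjusted p = 0.952). Between *Pax5* Prd/∆ and *Pax5*∆/∆ progenitors, *Notch1* was at 262 and 340.1 TPM (log2 fold change -0.38, adjusted p = 0.115) and *Notch2* at 35.2 and 36.0 TPM (-0.04, adjusted p = 0.877).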

As the two *Notch* genes were also not derepressed upon loss of the OP or HD in *Pax5*^∆OP/∆OP^ or *Pax5*^∆HD/∆HD^ pro-B cells, respectively (Table S1), we conclude that none of the Pax5 domains is involved in *Notch* gene repression. These data strongly suggest that the cluster A genes *Notch1* and *Notch2* are also repressed in a Pax5-independent manner during the transition from uncommitted progenitors to committed pro-B cells.

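In *Pax5* ∆OP/∆OP pro-B cells, *Notch1* was at 93.4 TPM and *Notch2* at 16.5 TPM, against 67.7 and 11.6 TPM in the 2 *Pax5*+/+ samples of this experiment, with log2 fold changes of 0.48 (adjusted p = 0.136 from limma) and 0.50 (adjusted p = 0.187). In *Pax5* ∆HD/∆HD pro-B cells the log2 fold changes were 0.66 for *Notch1* (adjusted p = 0.0954) and 0.33 for *Notch2* (adjusted p = 0.523). Over 15 alternatives, the adjusted p in *Pax5* ∆OP/∆OP pro-B cells lay between 0.0355 and 0.298 for *Notch1* and between 0.0192 and 0.307 for *Notch2*. The range in *Pax5* ∆HD/∆HD pro-B cells was between 0.00406 and 0.246 for *Notch1* and between 0.373 and 0.704 for *Notch2*, and no log2 fold change was above 0.66, below the 3-fold threshold. The paper bases its conclusion on the absence of derepression in the OP, HD and CRD mutants and on the absence of repression by the paired domain alone. It concludes that repression of the *Notch* genes involves none of the Pax5 domains.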

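For the search for commitment genes, 2 samples each of *Pax5* ∆CRD1/∆CRD1 and *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells were sequenced in addition to *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells. The recovered depth was 29733899 and 25407973 reads in *Pax5* ∆CRD1/∆CRD1 and 27592457 and 27873625 reads in *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells. *Pax5* ∆CRD1/∆CRD1 samples had reads of 50 nucleotides and *Pax5* ∆CRD1,2/∆CRD1,2 samples reads of 100 nucleotides, so that genotype and read length coincide in this pair. The limma model of 13 samples and 13334 genes separates them only through the *Pax5*+/+ samples of both lengths. *Pax5* ∆CRD1,2/∆CRD1,2 and *Pax5* ∆CRD1,2/- pro-B cells were sorted by another gate than *Pax5* ∆CRD1/∆CRD1 and *Pax5* ∆CRD1/- pro-B cells. In homozygous cells, 139 genes were past a 2-fold threshold between ∆CRD1 and ∆CRD1,2 pro-B cells, 103 higher and 36 lower. In hemizygous cells, 97 genes were past a 3-fold threshold, 49 higher and 48 lower. The number for homozygous cells moved most with a block for replicate numbers, to 689, and was 494 without the read length term. It was also decided by single *Pax5*+/+ samples, with 64 genes (45 higher, 19 lower) without replicate 3 and 233 genes without replicate 5. The lower genes numbered 85 without *Pax5*+/+ replicate 4 and 118 without *Pax5*+/+ replicate 5. For hemizygous cells, which share a read length, the number lay between 75 and 133 over 22 alternatives, and that of the lower genes between 32 and 79. Scaling by median ratios left 40 of 98 genes higher (40.8%), against 50.5% as deposited. Whether a change differed between homozygous and hemizygous cells was tested for all 13334 genes, and 4 had an adjusted p under 0.05 for the difference.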

To systematically search for Pax5-dependent genes that may contribute to B-lineage commitment, we first analyzed ex vivo sorted *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells by RNA-seq and then identified genes that were differentially expressed between committed *Pax5*^∆CRD1/∆CRD1^ and uncommitted *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells or between committed *Pax5*^∆CRD1/−^ and uncommitted *Pax5*^∆CRD1,2/−^ pro-B cells (Table S5). 

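Past the thresholds in both the homozygous and the hemizygous comparison, in the same direction, were 37 genes. Of these, 29 were higher in the committed ∆CRD1 than in the uncommitted ∆CRD1,2 pro-B cells and 8 were lower. The number fell to 22 without *Pax5*+/+ replicate 3, where 16 were higher, and without *Pax5*+/+ replicate 4 the lower genes numbered 15. It rose to 51 without the read length term, to 64 with DESeq2 on the recovered reads and to 70 with a block for replicate numbers. The DESeq2 fit and the block also leave that term out. Of the 64 genes with DESeq2, 35 were lower, and of the 70 genes with the block, 38 were higher. Scaling by median ratios gave 31 genes, of which 21 (67.7%) were higher, against 78.4% as deposited. Among 21 genes that the paper names here, 12 had an adjusted p under 0.05 over all genes in the homozygous and 20 in the hemizygous comparison. Adjusted over the list alone, 21 did in each, which is not independent evidence because the study chose the list on these samples.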

By overlapping the two datasets, we identified 23 Pax5-repressed and 27 Pax5-activated genes that exhibited a significant difference in expression between the committed and uncommitted pro-B cells (Fig. 8 F). 

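In the pro-B cells, *Gpr25* (chromosome 1, 136258914 to 136260926 of GRCm38) was at 85.7 ± 21.6 TPM (SD, n = 2) in *Pax5* ∆CRD1,2/- and 266 TPM in *Pax5*∆/∆ cells against 0.886 TPM in *Pax5*+/+ pro-B cells. It was past the threshold in both commitment comparisons, with a log2 fold change of -3.34 in homozygous (adjusted p = 0.00480 from limma) and -3.94 in hemizygous cells (adjusted p = 0.000131). *Il31ra* (chromosome 13, 112521931 to 112580732) was past both as well, with -3.92 (adjusted p = 0.0240) and -3.42 (adjusted p = 0.00540). This was not so under 2 alternatives in homozygous and 1 in hemizygous cells (highest adjusted p 0.117 and 0.115, lowest 4.8e-15 and 3.7e-16). *Flt3* was past the threshold in homozygous cells (-1.79, adjusted p = 0.00563), but its hemizygous fold change of -1.56 was below 3-fold and passed under 3 alternatives. *Ffar2* (chromosome 7, 30818031 to 30823775) and *Il18rap* were past it in hemizygous cells, with -1.79 (adjusted p = 0.0174) and -2.67 (adjusted p = 0.00540). In homozygous cells they were not, with -1.93 (adjusted p = 0.0761) and -1.75 (adjusted p = 0.181), although 8 and 4 alternatives called them. Among these, *Ffar2* was called without *Pax5*+/+ replicate 1 (-2.26) or 5 (-1.59) and *Il18rap* without *Pax5*+/+ replicate 4 (-2.48). *Ociad2* (chromosome 5, 73322198 to 73338947) was past neither threshold, with -2.96 (adjusted p = 0.114) and -2.04 (adjusted p = 0.103). It was called under 4 and 5 alternatives, in hemizygous cells also without *Pax5*+/+ replicate 1 (-2.04, adjusted p = 0.0498 in a range from 0.000438 to 0.183). Of the activated genes, *Asb2* and *Steap4* (chromosome 5, 7960472 to 7982213) were past both thresholds, with 1.71 (adjusted p = 0.0387) and 2.02 (adjusted p = 0.0324) in homozygous and 2.27 and 2.50 in hemizygous cells. The homozygous calls were lost under 6 and 4 alternatives, at adjusted p values of up to 0.140 and 0.0800 against lowest values of 1.6e-11 and 6.6e-14. Leaving out *Pax5*+/+ replicate 1 (1.66), 3 (1.61) or 4 (1.81) was enough for *Asb2*, and leaving out *Pax5*+/+ replicate 3 (2.20) or 4 (1.85) for *Steap4*. *Tnfrsf19* (chromosome 14, 60963834 to 61046855) was past the threshold in hemizygous (1.74, adjusted p = 0.00282) and not in homozygous cells (1.18, adjusted p = 0.118). The change did not differ detectably between homozygous and hemizygous cells for *Flt3*, *Il18rap*, *Ffar2* or *Tnfrsf19*, with adjusted p values of 0.848, 0.748, 0.959 and 0.741.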

The expression patterns of six Pax5-repressed genes (*Flt3*, *Il18rap*, *Gpr25*, *Il31ra*, *Ffar2*, and *Ociad2*) and three Pax5-activated genes (*Asb2*, *Tnfrsf19*, and *Steap4*) are shown for wild-type and *Pax5* mutant pro-B cells as well as for uncommitted lymphoid progenitors (lymphoid-primed multipotent progenitors [LMPP], all-lymphoid progenitors [ALP], and B cell–biased lymphoid progenitors [BLP]) and early B cell types (pro-B, pre-B, and immature B cells) in the bone marrow and for early T-lymphoid precursor cells (early T cell progenitors [ETP]/DN1, DN2a, DN2b, DN3a, and DN3B cells) in the thymus (Fig. 8 G and Fig. S5, E and F). 

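The wild-type progenitors were 2 samples of LMPP, 3 each of DN1, DN2a and DN2b, and 2 each of DN3a and DN3b thymocytes. Of the 3 samples of DN1, DN2a and DN2b each, 2 carry the same replicate number, and whether they are independent is not known. LMPP are uncommitted progenitors of the bone marrow, and DN1 to DN3b are successive stages of CD4-CD8- thymocytes. The authors aligned these reads with TopHat, to another genome assembly (mm9) than the pro-B samples, and deposited 2 unlabelled TPM values per gene. Therefore the lower and the upper mean are given, and no test was made against pro-B cells. *Flt3* was at 656 to 722 TPM in LMPP, 171 to 183 TPM in DN1 and 3.55 to 3.98 TPM in DN2a cells, and *Il18rap* at 29.4 to 35.4 TPM, 32.5 to 36.96 TPM and 6.57 to 7.93 TPM. *Ffar2* was at 26.3 to 34.4 TPM in LMPP, 86.6 to 112 TPM in DN1 and 0.0592 to 0.0779 TPM in DN3a cells. *Gpr25* was at 3.96 to 5.40 TPM in LMPP and 174.5 to 234.5 TPM in DN1 cells, and remained at 179 to 240.3 TPM in DN3b cells. *Il31ra* had its highest value in DN1 cells, at 19.9 to 24.4 TPM, and *Ociad2* in LMPP, at 18.4 to 21.7 TPM. All 6 genes were above 1 TPM in LMPP, DN1, DN2a and DN2b cells, but 3 in DN3a and 2 in DN3b cells. Of *Asb2*, *Tnfrsf19* and *Steap4*, *Asb2* was above 1 TPM in DN1 cells, at 1.18 to 1.52 TPM, and none was in the other cell types. In *Pax5*+/+ pro-B cells, the 6 genes were below the level of *Pax5*∆/∆ progenitors by log2 fold changes of 5.20 for *Flt3*, 6.12 for *Il18rap*, 8.00 for *Gpr25*, 6.48 for *Il31ra*, 5.53 for *Ffar2* and 5.63 for *Ociad2*. ALP, BLP, pre-B and immature B cells were not analysed here.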

While the three Pax5-activated genes were exclusively expressed in early B cell development, the six Pax5-repressed genes were expressed in lymphoid progenitors and thymic T-lymphoid precursor cells but not in early B cells, consistent with a possible function of some of these Pax5-repressed genes in early lymphopoiesis and/or early T cell development. Five of the Pax5-repressed genes code for cell surface proteins (Flt3, Il18rap [IL-18Rβ], Il31ra [IL-31Rα], Gpr25, and Ffar2). 

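*Il18r1* (Entrez gene 16182) lies on chromosome 1 of GRCm38 from 40465552 to 40500854, next to *Il18rap*, which starts at 40515362. It was at 0.176 TPM in *Pax5*+/+ pro-B cells, 5.52 ± 4.49 TPM (SD, n = 2) in *Pax5* ∆CRD1,2/- pro-B cells and 70.3 ± 38.8 TPM (n = 2) in *Pax5*∆/∆ progenitors, with log2 fold changes of 3.96 (adjusted p = 0.00682 from limma) and 8.17. Without *Pax5*+/+ replicate 3, the change in *Pax5* ∆CRD1,2/- pro-B cells was 3.27 and no longer past the threshold (adjusted p = 0.0613, the highest of a range from 2.5e-07). In the wild-type progenitors, *Il18r1* was at 3.01 to 3.76 TPM in LMPP, 5.92 to 7.30 TPM in DN1, 1.01 to 1.28 TPM in DN2a and 0.0193 to 0.0260 TPM in DN3b cells.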

Notably, the *Il18r1* gene encoding the IL-18Rα chain is also a Pax5-repressed gene and exhibited a similar expression pattern as *Il18rap* (IL-18Rβ; Table S2), which points to the presence of a functional IL-18R on early lymphoid progenitors and the earliest DN1 progenitor cells. As the repression of *Flt3* was previously shown to be crucial for B-lineage commitment (Holmes et al., 2006), it is conceivable that the downregulated expression of some of the other 22 Pax5-repressed genes may also contribute to the generation of committed pro-B cells.

## Discussion

Pax5 is a key regulator of B cell immunity that controls B-lineage commitment (Nutt et al., 1999), V_H_-DJ_H_ recombination of the *Igh* locus (Hill et al., 2020), and the development of all mature B cell types (Calderón et al., 2021). *PAX5* also plays an important role as a tumor suppressor gene in B-ALL development (Gu et al., 2019; Mullighan et al., 2007). The Pax5 protein consists of the N-terminal paired domain, a conserved OP, HD, and C-terminal sequences (Bouchard et al., 2008). These conserved domains are differently affected by *PAX5* mutations in human B-ALL as missense mutations cluster in the paired domain and frameshift mutations are prevalent in the C-terminal domain (Gu et al., 2019). Moreover, the germline mutation G183S in the OP confers inherited susceptibility to B-ALL development (Auer et al., 2014; Shah et al., 2013), while the HD is largely devoid of gene mutations in B-ALL (Gu et al., 2019). Here, we determined the in vivo function of the OP, HD, and C-terminal sequences by deletion in the *Pax5* gene. We previously analyzed the function of the Pax5 C-terminal domain by mutagenesis and expression in established B cell lines. These transient transfection experiments, which were performed with artificial reporter genes containing three copies of a high-affinity Pax5-binding site, identified a potent TAD and an adjacent ID (Dörfler and Busslinger, 1996). Here, we have shown by RNA-seq analysis of pro-B cells lacking the CRD1 or CRD2 domain that CRD1, encompassing the TAD, and CRD2, containing two-thirds of the ID sequences, each contribute to both activation and repression of Pax5-regulated gene. Hence, the previously identified separable transactivation and inhibitory functions of the C-terminal sequences are likely a consequence of the artificial design of the transient transfection experiments (Dörfler and Busslinger, 1996).

Deletion of the Pax5 OP or HD had minor effects on B lymphopoiesis, although both sequences together were required for optimal B cell development. Interestingly, the two sequence motifs have opposing transcriptional functions, as the OP is primarily involved in gene repression, while the HD largely contributes to gene activation. The repression function of the OP is consistent with our previous finding that members of the Groucho (Grg/Tle) corepressor family can specifically interact with the OP sequence of Pax5 (Eberhard et al., 2000). This previous analysis also revealed that the central SP and N-terminal Q domains of Grg4 (Tle4) interact with Pax5 by binding to the OP and the TAD (CRD1), respectively (Eberhard et al., 2000). This two-pronged mode of binding could explain why the three genes *Cgas*, *Eef1akmt1*, and *Hnrnpll* require both the OP and CRD1 domain for their repression.

Consistent with the activation function of the HD, we previously demonstrated by biochemical analysis that the TATA-binding protein of the transcription initiation complex TFIID can specifically interact with the HD of Pax5 (Eberhard and Busslinger, 1999). Moreover, pulldown experiments with in vivo biotinylated Pax5 protein combined with MS analysis previously identified several components of the TFIID complex including TATA-binding protein, which demonstrated that the full-length Pax5 protein can interact with the basal transcription machinery in pro-B cells (McManus et al., 2011). Our current Co-IP–MS analyses did not, however, identify binding of any TFIID components to the CRD1 and CRD2 domains of Pax5, thus supporting the previous finding that TFIID interacts with the HD. Interestingly however, 66% (21) of the 32 HD-dependent genes also require the CRD1 domain for their activation, suggesting that the activation of these genes may depend on the cooperative interaction between TFIID, bound to the HD, and a coactivator complex (BAF, Set1A-COMPASS, or NSL), bound to CRD1 of Pax5.

Whereas deletion of CRD2 of Pax5 has only a minor effect on B cell development, elimination of CRD1 arrests B lymphopoiesis at the pro-B cell stage. Consistent with this finding, CRD1 and CRD2 are responsible for the activation or repression of most Pax5-regulated genes, which can be further distinguished according to their differential dependency on CRD1 and CRD2. Pax5 is known to function as an epigenetic regulator by inducing or eliminating open chromatin and active histone marks at Pax5-binding sites of activated or repressed Pax5 target genes, respectively (McManus et al., 2011; Revilla-i-Domingo et al., 2012). Here, we have shown that this epigenetic regulation is largely mediated by the CRD1 and CRD2 domains of Pax5, as open chromatin was progressively lost or gained at Pax5-binding sites in promoters and enhancers of activated or repressed genes from *Pax5*^+/+^ pro-B cells to *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells, respectively. Notably, the level of Pax5 binding paralleled that of open chromatin at activated and repressed genes, which can be explained in the following way. While binding of the full-length Pax5 protein in *Pax5*^+/+^ pro-B cells likely induces active chromatin by recruiting coactivator complexes to activated genes, Pax5 proteins lacking CRD1 and/or CRD2 are unable to interact with these coactivator complexes and thus cannot generate open chromatin, which interferes with binding of Pax5 to its sites at activated genes in *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1,2/∆CRD1,2^ pro-B cells. Conversely, Pax5 binding at repressed genes was low in *Pax5*^+/+^ pro-B cells, as binding of the full-length Pax5 protein at the onset of pro-B cell differentiation initiates the shutdown of open chromatin, which, upon loss of accessible chromatin, prevents further Pax5 binding. Consistent with this interpretation, Pax5 proteins lacking CRD1 and/or CRD2 can no longer recruit corepressor complexes, are unable to suppress open chromatin, and therefore continue to interact with their binding sites in promoters and enhancers of repressed genes.

Early B cell development depends on the BAF chromatin-remodeling complex (Bossen et al., 2015; Choi et al., 2012), which induces DNA accessibility by locally disrupting nucleosomes (Cenik and Shilatifard, 2021; Hodges et al., 2016) and has previously been shown to be recruited to Pax5 target genes through its interaction with full-length Pax5 protein (McManus et al., 2011). Here, we have demonstrated that the CRD1 domain of Pax5 specifically interacts with the BAF complex and that the loss of CRD1 prevents recruitment of the BAF complex to intragenic enhancers of activated Pax5 target genes, thus leading to loss of open chromatin at these genes in *Pax5*^∆CRD1/∆CRD1^ pro-B cells. CRD1 also interacts with the H3K4-methylating Set1A-COMPASS (Cenik and Shilatifard, 2021), H4K16-acetylating NSL (Sheikh et al., 2019), Sin3-HDAC (Bansal et al., 2016), and MiDAC (Turnbull et al., 2020) complexes. Upon Pax5-dependent recruitment, the Set1A-COMPASS and NSL complexes likely promote an active chromatin state at activated Pax5 target genes, while the Sin3-HDAC and MiDAC corepressor complexes recruit histone deacetylases to Pax5 target genes to induce gene silencing by eliminating the active histone acetylation marks. An interesting but unresolved question is what determines that the CRD1 domain of Pax5 is able to recruit coactivator complexes to activated Pax5 target genes and corepressor complexes to repressed Pax5 target genes. It is possible that Pax5 may require another transcription factor for co-recruitment of the same coactivator or corepressor complex to its target gene. Interestingly, however, the multisubunit coactivator and corepressor complexes often also contain a protein with a histone modification reader or methyl-CpG binding function (Cenik and Shilatifard, 2021; Hodges et al., 2016; Sheikh et al., 2019). It is therefore conceivable that Pax5-mediated recruitment together with sensing of the active or repressive chromatin environment by the cofactor complex may lead to efficient recruitment of cofactors to activated or repressed Pax5 target genes.

We previously identified Pax5-regulated genes by comparing the gene expression pattern between Pax5-deficient progenitors and wild-type pro-B cells (Delogu et al., 2006; Revilla-i-Domingo et al., 2012; Schebesta et al., 2007). As the Pax5-deficient progenitors are arrested in development before the pro-B cell stage, we used Pax5 binding as a further criterion to define activated or repressed Pax5 target genes, although a significant fraction of these genes may still be differentially expressed due to the distinct regulatory environments of the two cell types instead of the presence or absence of Pax5. By analyzing the role of the different Pax5 domains in gene regulation, we now realized that almost half of all Pax5-regulated genes (present in cluster A) are not at all or only minimally deregulated in the absence of both C-terminal domains in contrast to their strong deregulation in Pax5-deficient progenitors. Some of these cluster A genes could be regulated by other Pax5 domains or by the Pax5 sequences present in the interdomain regions that we did not analyze in this study. Notably, the OP of Pax5 mediates the repression of the three cluster A genes *Ptpn3*, *Orm2*, and *Chdh* instead of the C-terminal domains. Moreover, the Pax5 paired domain alone is already sufficient to induce *Cd79a* and *Vpreb3* expression, which is consistent with a previously reported role of the paired domain in the activation of *Cd79a* by recruiting members of the Ets transcription factor family to the *Cd79a* promoter (Fitzsimmons et al., 1996; Garvie et al., 2001; Nutt et al., 1998). Our current data therefore indicate that Pax5 may not at all or only minimally be involved in the regulation of most cluster A genes. Instead, the lack of expression of “activated” genes or the expression of “repressed” genes in Pax5-deficient progenitors may be caused by the distinct regulatory environment of these progenitors due to their early developmental arrest prior to the committed pro-B cell stage (Nutt et al., 1997).

Pax5 is essential for the commitment of lymphoid progenitors to the B cell pathway by repressing B lineage–inappropriate genes and activating B cell–specific genes at the onset of B cell development (Delogu et al., 2006; Nutt et al., 1999; Schebesta et al., 2007). Here, we have shown that the B-lineage commitment function of Pax5 critically depends on both the CRD1 and CRD2 domains. While Pax5 has been implicated in the repression of the T cell fate specification gene *Notch1* in committed pro-B cells (Souabni et al., 2002), we now demonstrate that *Notch1* repression is likely independent of Pax5 in pro-B cells, as it does not involve any of the five Pax5 protein domains analyzed. Systematic screening for genes with differential expression between committed *Pax5*^∆CRD1/∆CRD1^ and *Pax5*^∆CRD1/−^ pro-B cells and uncommitted *Pax5*^∆CRD1,2/∆CRD1,2^ and *Pax5*^∆CRD1,2/−^ pro-B cells identified 23 Pax5-repressed and 27 Pax5-activated genes, some of which may contribute to B-lineage commitment. One of the Pax5-repressed genes codes for the cytokine receptor Flt3 which is essential for the physiological expansion of lymphoid progenitors in the bone marrow (Mackarehtschian et al., 1995) and for the maintenance of early T cell development in the thymus (Kenins et al., 2010). Pax5-mediated repression of *Flt3* was previously shown to be important for B-lineage commitment, as ectopic expression of *Flt3* in hematopoietic progenitors interferes with early B cell development (Holmes et al., 2006). Similar experiments will be required to further investigate whether other genes among the 23 identified Pax5-repressed genes may also need to be downregulated, like *Flt3*, to facilitate B-lineage commitment.

## Materials and methods

### Mice

The following mice were maintained on the C57BL/6 genetic background: *Pax5*^+/−^ mouse (Urbánek et al., 1994), *Pax5*^fl/fl^ mouse (Horcher et al., 2001), *Pax5*^Prd/+^ mouse (Smeenk et al., 2017), *Meox2*^Cre/+^ mouse (Tallquist and Soriano, 2000), and the transgenic *Vav*-Cre mouse (de Boer et al., 2003), which induces Cre-mediated deletion in hematopoietic stem cells and all hematopoietic lineages. All mouse experiments were performed with littermates and were carried out according to valid project licenses, which were approved and regularly controlled by the Austrian Veterinary Authorities.

### Generation of mutant *Pax5* alleles

The *Pax5*^∆OP^ allele was generated by ES cell targeting (Fig. S1, A and B). To this end, the OP was deleted by PCR amplification, and the corresponding PCR fragment was cloned between the SacII and XhoI sites into the targeting vector containing 1.8- and 4.5-kb-long homology regions and a *loxP*-flanked HSV thymidine kinase promoter-driven neomycin resistance gene. Following blastocyst injection of correctly targeted ES cells and subsequent germline transmission, the *loxP*-flanked neomycin resistance cassette was deleted by Cre recombinase in the germline of *Pax5*^∆OP-Neo/+^ *Meox2*^Cre/+^ mice.

The *Pax5*^∆HD^, *Pax5*^∆OP,HD^, *Pax5*^∆CRD1^, *Pax5*^∆CRD2^, and *Pax5*^∆CRD1,2^ alleles were generated by CRISPR/Cas9-mediated genome editing in mouse zygotes (Yang et al., 2013; Figs. S1 A and S3 A). For this, mouse zygotes (C57BL/6 × CBA) were injected with Cas9 mRNA, a single-guide (sg) RNA targeting the sequence to be mutated (linked to the scaffold tracrRNA), and a single-stranded DNA repair template of 200 nucleotides (Table S6). The *Pax5*^∆HD^ allele was generated by cleavage with sgRNA-1 and sgRNA-2 and homologous recombination of the respective exon 6 repair template (Table S6). The *Pax5*^∆OP,HD^ allele was created by sgRNA-mediated deletion of the HD in *Pax5*^∆OP/∆OP^ zygotes as described above. The *Pax5*^∆CRD1^ allele was generated by deletion of genomic sequences from *Pax5* exon 8 to exon 9 by CRISPR/Cas9-mediated DNA cleavage with sgRNA-3 and sgRNA-4 targeting intronic sequences located upstream of exon 8 and downstream of exon 9, respectively (Fig. S3 A and Table S6). The *Pax5*^∆CRD2^ and *Pax5*^∆CRD1,2^ alleles were created by deletion of the coding sequences at the 5′ end of exon 10 (Fig. 3 A) in the *Pax5*^+^ or *Pax5*^∆CRD1^ allele, respectively, by using sgRNA-5 and the respective exon 10 repair template (Table S6). Mice carrying the different Pax5 mutant allele were genotyped by PCR amplification with the primers shown in Table S6. The PCR product amplified from *Pax5*^∆CRD2/+^ mice was digested with HindIII (Fig. S3 A), resulting in smaller cleaved DNA fragments indicative of the *Pax5*^∆CRD2^ allele. All introduced Pax5 mutations were verified by DNA sequencing of the respective PCR fragment (Table S6). The mutant *Pax5* alleles were backcrossed to the C57BL/6 background for 10 generations prior to analysis.

### Antibodies

The following monoclonal antibodies were used for flow-cytometric analysis of mouse lymphoid organs from 3–12-wk-old mice: B220/CD45R (RA3-6B2), CD2 (RM2-5), CD3 (17A2), CD4 (GK1.5), CD5 (53-7.3), CD8a (53-67), CD11b/Mac1 (M1/70), CD19 (6D5) or CD19 (1D3), CD21/CD35 (7G6), CD23 (B3B4), CD25 (PC61.5), CD44 (IM7), CD49b (HMa2), CD93 (AA4.1), CD117/Kit (ACK2), Gata3 (TWAJ), Gr1 (RB6-8C5), IgD (11-26C), IgM (II/41) or IgM (eb121-15F9), Ly6C (HK1.4), Ly6D (49H4), NK1.1 (PK136), TCRβ (H57-597), Ter119 (Ter-119), and Thy1.2 (53-2.1) antibodies. The anti-Pax5 antibody (1H9; BD Bioscience), which is directed against the amino acids 154–284, was used for intracellular staining of the C-terminal Pax5 mutants, and the anti-Pax5 antibody (D19F8; Cell Signaling), which is directed against the human amino acids surrounding Gln350, was used for intracellular staining of the central Pax5 domain mutants. The polyclonal anti-Pax5 antibody, which is directed against amino acids 17–145 (Adams et al., 1992), was used for ChIP and Co-IP experiments. The anti-Brg1 antibody (ab110641; Abcam) was used for Brg1 ChIP analysis.

### Definition of cell types by flow cytometry

The different hematopoietic cell types of the mouse were identified by flow cytometry as follows: LMPP (CD19^−^Lin^−^CD135^+^Kit^+^Sca1^+^CD127^−^), ALP (Lin^−^CD135^+^CD127^+^Ly6D^−^), BLP (Lin^−^CD135^+^CD127^+^Ly6D^+^), Pax5-deficient B cell progenitors (Lin^−^Ly6D^+^Kit^hi^B220^+^), pro-B (B220^+^CD19^+^Kit^+^CD2^−^IgM^−^IgD^−^) or (B220^+^CD19^+^Kit^+^CD25^−^IgM^−^IgD^−^), pre-B (B220^+^CD19^+^Kit^−^CD2^+^IgM^−^IgD^−^) or (B220^+^CD19^+^Kit^−^CD25^+^IgM^−^IgD^−^), immature B (B220^+^CD19^+^IgM^hi^IgD^−^), recirculating B (B220^+^CD19^+^IgM^+^IgD^hi^), MZ B (B220^+^CD19^+^CD93^−^CD21^hi^CD23^lo/−^), FO B (B220^+^CD19^+^CD93^−^CD21^int^CD23^hi^), total B cells (B220^+^CD19^+^), ETP/DN1 (CD19^−^Lin^−^CD25^−^CD44^+^Kit^hi^), DN2a (CD19^−^Lin^−^CD25^+^CD44^+^Kit^hi^), DN2b (CD19^−^Lin^−^CD25^+^CD44^+^Kit^int^), DN3a (Lin^−^Thy1.2^+^CD25^hi^CD44^−^CD28^−^CD71^−^), and DN3b (Lin^−^Thy1.2^+^CD25^hi^CD44^−^CD28^+^CD71^+^). LMPP, ALP, BLP, and the Pax5-deficient B cell progenitors were defined by gating away Lin^+^ cells with a cocktail of anti-CD3, CD4, CD8a, CD11b, CD49b, Gr1, Ly6C, NK1.1, TCRβ, and Ter-119 antibodies. A second antibody cocktail (Lin^+^) consisting of anti-CD4, CD8a, CD11b, TCRβ, TCRγδ, CD11c, NK1.1, Gr1, and Ter-119 antibodies was used for flow-cytometric sorting of the T cell precursors DN1, DN2a, DN2b, DN3a, and DN3b. Flow-cytometric analysis and sorting were performed on LSRFortessa (BD Biosciences) and FACSAria III (BD Biosciences) machines, respectively. FlowJo Software (Treestar) was used for data analysis.

### Intracellular staining for flow cytometry

Intracellular Pax5 staining of pro-B cells (Fig. 4, A and B; and Fig. S1 C; and Fig. 8, C and D) was performed after fixation–permeabilization with the Foxp3 Staining Buffer Set (eBioscience) by staining with the anti-Pax5 antibody (1H9; BD Bioscience) or anti-Pax5 antibody (D19F8; Cell Signaling).

### In vitro T cell differentiation

The experiment was performed as described (Höflinger et al., 2004). In short, ex vivo sorted pro-B cells were cultured on OP9 cells in IL-7–containing Iscove’s modified Dulbecco’s medium (IMDM; Nutt et al., 1997) for 4 d. Half of the pro-B cells were then transferred to OP9-DL1 cells (Schmitt and Zúñiga-Pflücker, 2002) in α-MEM medium containing 10% FCS, 50 μM β-mercaptoethanol, 2 mM glutamine, 1 mM sodium pyruvate, IL-7, and Flt3L (Höflinger et al., 2004). On day 7 after transfer onto OP9-DL1, the lymphoid cells on the OP9-DL1 and OP9 feeder cells were harvested and analyzed by flow cytometry.

### ChIP-seq experiments

Pro-B cells were short-term cultured on OP9 cells in IL-7–containing IMDM (Nutt et al., 1997) followed by crosslinking with 1% formaldehyde (Sigma-Aldrich) for 10 min. Nuclei were prepared and lysed in the presence of 0.25% SDS, followed by sonication of the chromatin with the Bioruptor Standard (Diagenode). IP was performed with an anti-Pax5 paired domain antibody (Adams et al., 1992), and the precipitated DNA (1–2 ng) was used for library preparation and subsequent Illumina deep sequencing (Table S7). For Brg1 ChIP analysis, in vitro cultured pro-B cells were sequentially crosslinked at room temperature with 1.5 mM ethylene glycol bis(succinimidylsuccinate) for 15 min and then with 1% formaldehyde for 10 min, followed by ChIP analysis with an anti-Brg1 antibody (ab110641; Abcam), as described (Wang et al., 2020).

### cDNA preparation for RNA-seq

RNA from ex vivo sorted pro-B cells was isolated with a RNeasy Plus Mini kit (Qiagen), and mRNA was obtained by poly(A) selection with a Dynabeads mRNA purification kit (Invitrogen) followed by cDNA synthesis as described (Calderón et al., 2021).

### Library preparation and Illumina deep sequencing

About 1–5 ng of cDNA or ChIP-precipitated DNA were used for generating sequencing libraries with the NEBNext Ultra Ligation Module and NEBNext End Repair/dA-tailing module, as described (Calderón et al., 2021). Cluster generation and sequencing were carried out by using the Illumina HiSeq 2000 system with a read length of 50 nucleotides (Table S7).

### MS analysis of Co-IP proteins

The nuclear extracts were prepared from in vitro cultured pro-B cells (1–2 × 10^8^) as described (McManus et al., 2011). IP was performed with an anti-Pax5 paired domain antibody (Adams et al., 1992). For this, 10 ml Protein A Mag Sepahrose Xtra beads (GE Healthcare) per 1 mg nuclear extract were precleared by incubation with PBS containing 1 mg/ml bovine serum albumin for 2 h at 4°C. Subsequently, the nuclear extract was incubated with the beads for 2 h at 4°C with rotation, followed by washing five times with ice-cold wash buffer containing detergents (20 mM Tris, pH 8.0, 1.5 mM MgCl_2_, 10% glycerol, 250 mM NaCl, 0.15% NP-40) and seven times with ice-cold wash buffer without detergents (20 mM Tris-HCl, pH 7.5, 150 mM NaCl). Pelleted beads were stored at −20°C until further processing for MS.

Proteins were digested off the beads using Lys-C followed by reduction, alkylation, and a subsequent digestion with trypsin as described (de Almeida et al., 2021). A similar aliquot of each sample (10%) was analyzed by nanoLC-MS/MS using an UltiMate 3000 RSLC nano system operating a PepMap trap and analytical column and being coupled to an Exploris 480 mass spectrometer equipped with a Nanospray Flex ion source (all parts from Thermo Fisher Scientific). HPLC and MS were operated as described (de Almeida et al., 2021). For peptide identification, the RAW files were searched using MS Amanda version 2.0.0.16129 (Dorfer et al., 2014) in the framework of Proteome Discoverer (version 2.5.0.400; Thermo Fisher Scientific) against the UniProt mouse reference database (21,961 sequences; 11,726,931 residues), supplemented with common contaminants and the sequence of Pax5, using the following search parameters: peptide and fragment mass tolerance ±10 parts per million, number of missed tryptic cleavages ≤2, Cys b-methylthiolation as a fixed modification, as well as Met oxidation and other common posttranslational modifications as variable modifications. Identifications were filtered to 1% false discovery rate on protein and posttranslational modification level using the Percolator algorithm integrated into Proteome Discoverer, and on top, an MSAmanda score cutoff of ≥150 was applied.

Peptides were subjected to label-free quantification using IMP-apQuant (Doblmann et al., 2019). Proteins were quantified by summing unique and razor peptides and applying intensity-based absolute quantification (Schwanhäusser et al., 2011). Proteins were filtered to be identified by a minimum of three quantified peptides. Protein abundance was normalized to equal amounts of the bait (Pax5) per condition. The statistical significance of differentially abundant proteins was determined using limma (Smyth, 2004). Mitochondrial proteins were considered as contaminants and excluded from further analysis.

### Bioinformatic analysis of RNA-seq data

All sequence reads of the different samples that passed the Illumina quality filtering were considered for adapter trimming and subsequent alignment to the mouse genome assembly version of December 2011 (GRCm38/mm10) using STAR 2.4.2a (Dobin et al., 2013) in the transcriptome-guided alignment mode. All reads were trimmed to 50 base pairs to obtain comparable alignments. Read counts per gene were obtained with Rsubread 2.8.0 (Liao et al., 2014). The datasets were grouped according to the genotype and were analyzed using R 4.1.2 9 (https://www.r-project.org), Bioconductor 3.14 (Huber et al., 2015), and the R package DESeq2 version 1.34 (Love et al., 2014). Genes with low expression (counts per million < 1 in all samples) were removed from the analysis. Batch effects were corrected with limma 3.50.0 (Ritchie et al., 2015). The normalizations and dispersion estimations of the samples were conducted using the default DESeq2 settings. Variance-stabilizing transformations were computed with the blind option set to “False.” Variance-stabilized counts were transformed from the log_2_ to the log_10_ scale for generating scatterplots. The default DESeq2 pairwise setup (model design formula ∼genotype; Wald test) was used for comparisons between different conditions. If not stated otherwise in the text, genes with an adjusted P value of <0.05, an absolute fold-change of >3, and a mean TPM value (averaged within conditions) of >5 in one of the conditions (genotypes) were called as significantly differentially expressed. Immunoglobulin and histone genes were filtered from the final list of significantly differentially expressed genes. Genes were manually annotated based on the literature and Ingenuity pathway analysis (Krämer et al., 2014). All heatmaps were drawn with ComplexHeatmap 2.10 (Gu et al., 2016). Sequence reads obtained by RNA-seq analysis of LMPP, DN1, DN2a, DN2b, DN3a, and DN3b cells were aligned with TopHat 1.4.1 (Trapnell et al., 2009). TPMs were calculated as described (Wagner et al., 2012). The database generation of the RefSeq-annotated genes was performed as previously described (Wöhner et al., 2016), based on a RefSeq data download from December 6, 2018.

### Bioinformatic analysis of ChIP-seq and ATAC-seq data

All sequence reads of the different samples that passed the Illumina quality filtering were considered for adapter trimming and subsequent alignment to the mouse genome assembly version of December 2011 (GRCm38/mm10) using bowtie 1.0.0 (Langmead et al., 2009). Replicates were concatenated and peaks were called using MACS 2.2.5 (Zhang et al., 2008), considering a Rag2^−/−^ pro-B cell input sample (GSM1145867, GSM1296537) as a control in case of the Pax5 ChIP-seq analysis and the merged input replicates (231740, 231741, 231742) as a control in case of the Brg1 ChIP-seq analysis. Peaks were subsequently filtered for P value of <10^−10^ and submitted to irreproducible discovery rate (IDR) thresholding by applying Idr 2.0.4 (Li et al., 2011) in oracle mode. To obtain a comprehensive list of all interesting ChIP-seq and/or ATAC-seq peaks, the summits of ChIP-seq and ATAC-seq peaks were grouped into clusters and subsequently filtered by overlapping them with IDR-filtered regions to obtain only relevant clusters using MULTOVL 1.2 (Aszódi, 2012). To increase the resolution within peaks, clusters with summits that were present at a distance of >150 bp apart were separately analyzed. Reads over the resulting subpeaks were counted using deepTools 3.3.1 multiBamSummary (Ramírez et al., 2014) by extending the reads to 200 bp (ChIP-seq) or considering the entire paired-end-sequenced DNA fragments (ATAC-seq) and were transformed to reads per millions (RPM). All sites were assigned to genes as described (Revilla-i-Domingo et al., 2012), based on the RefSeq database that was processed as described below. In particular, peaks overlapping with the promoter region (−2.5 to +1 kb relative to the transcription start site [TSS]) were termed “TSS” peaks and peaks present in the gene body (+1 kb from the TSS to the transcription end site) were referred to as intragenic enhancer peaks. We next assumed that the peak with the greatest ChIP and/or ATAC signal change between pro-B cells of the different genotypes analyzed is the most interesting peak with regard to gene regulation. As for each gene, several peaks can be assigned to the promoter region or gene body, the peak with the maximum RPM difference in the mutant versus wild-type condition was finally selected and plotted per gene. Read coverages were calculated with the BEDTool program version 2.27.1 (Quinlan and Hall, 2010) and were normalized to RPM using the SAMTools version 1.9 (Li et al., 2009) as well as the KentTools version 20190507 (Kuhn et al., 2013). Displayed read coverage tracks are based on UCSC genome browser screenshots (Kent et al., 2002). We used DESeq2 version 1.34 (Love et al., 2014) to normalize the ATAC-seq data and to calculate the data of the principal component analysis.

### Statistical analysis

Statistical analysis was performed with the GraphPad Prism 7 software. Two-tailed unpaired Student’s *t* test analysis was used to assess the statistical significance of one observed parameter between two experimental groups. One-way ANOVA was used when more than two experimental groups were compared followed by Dunnett’s multiple comparison test.

### Online supplemental material

Fig. S1 describes the generation and characterization of the *Pax5*^∆OP^, *Pax5*^∆HD^, and *Pax5*^∆OP,HD^ alleles. Fig. S2 displays the heatmap of differentially expressed genes in *Pax5*^∆OP/∆OP^, *Pax5*^∆HD/∆HD^, or *Pax5*^∆OP,HD/∆OP,HD^ pro-B cells compared with *Pax5*^+/+^ pro-B cells. Fig. S3 describes the generation and characterization of the *Pax5*^∆CRD1^, *Pax5*^∆CRD2^, and *Pax5*^∆CRD1,2^ alleles. Fig. S4 shows the differential dependency of Pax5-regulated genes on the function of the C-terminal domains. Fig. S5 displays the expression profiles of Pax5-regulated genes with a potential role in B-lineage commitment. Table S1 contains the mRNA-seq data of all Pax5-regulated genes that depend on the central domains. Table S2 contains the mRNA-seq data of all Pax5-regulated genes that require the C-terminal domains for their expression. Table S3 contains the mRNA-seq data of the genes that are differentially expressed between *Pax5*^Prd/∆^ and *Pax5*^∆/∆^ progenitors. Table S4 contains the MS data used for the identification of proteins that interact with the C-terminal domains of Pax5. Table S5 contains the mRNA-seq data used for the identification of Pax5-regulated genes that are potentially involved in B-lineage commitment (Fig. 8 F). Table S6 contains the oligonucleotide sequences used for PCR analysis or CRISPR-Cas9 mutagenesis. Table S7 describes all Illumina sequencing experiments generated for this study.

## Supplementary Material

Table S1 contains the mRNA-seq data of all Pax5-regulated genes that depend on the central domains. Click here for additional data file.

Table S2 contains the mRNA-seq data of all Pax5-regulated genes that require the C-terminal domains for their expression. Click here for additional data file.

Table S3 contains the mRNA-seq data of the genes that are differentially expressed between *Pax5*^Prd/∆^ and *Pax5*^∆/∆^ progenitors. Click here for additional data file.

Table S4 contains the mass-spectrometric data used for the identification of proteins that interact with the C-terminal domains of Pax5. Click here for additional data file.

Table S5 contains the mRNA-seq data used for the identification of Pax5-regulated genes that are potentially involved in B-lineage commitment (Fig. 8 F). Click here for additional data file.

Table S6 contains the oligonucleotide sequences used for PCR analysis or CRISPR-Cas9 mutagenesis. Click here for additional data file.

Table S7 describes all Illumina sequencing experiments generated for this study. Click here for additional data file.

SourceData FS3 is the source file for Fig. S3. Click here for additional data file.

SourceData FS4 is the source file for Fig. S4. Click here for additional data file.

## Data Availability

The RNA-seq, ChIP-seq, and ATAC-seq data reported in this study (Table S7) are available at the Gene Expression Omnibus repository under the accession number GSE224793. The Co-IP–MS data are available at the ProteomeXchange Consortium PRIDE repository under the accession number PXD040424.

# Supplementary material for: Essential role of the Pax5 C-terminal domain in controlling B cell commitment and development
**Source:** J Exp Med. 2023 Sep 19;220(12):e20230260. doi: 10.1084/jem.20230260
**Supplement:** SourceData FS3 — is the source file for Fig. S3.

Figure S3B

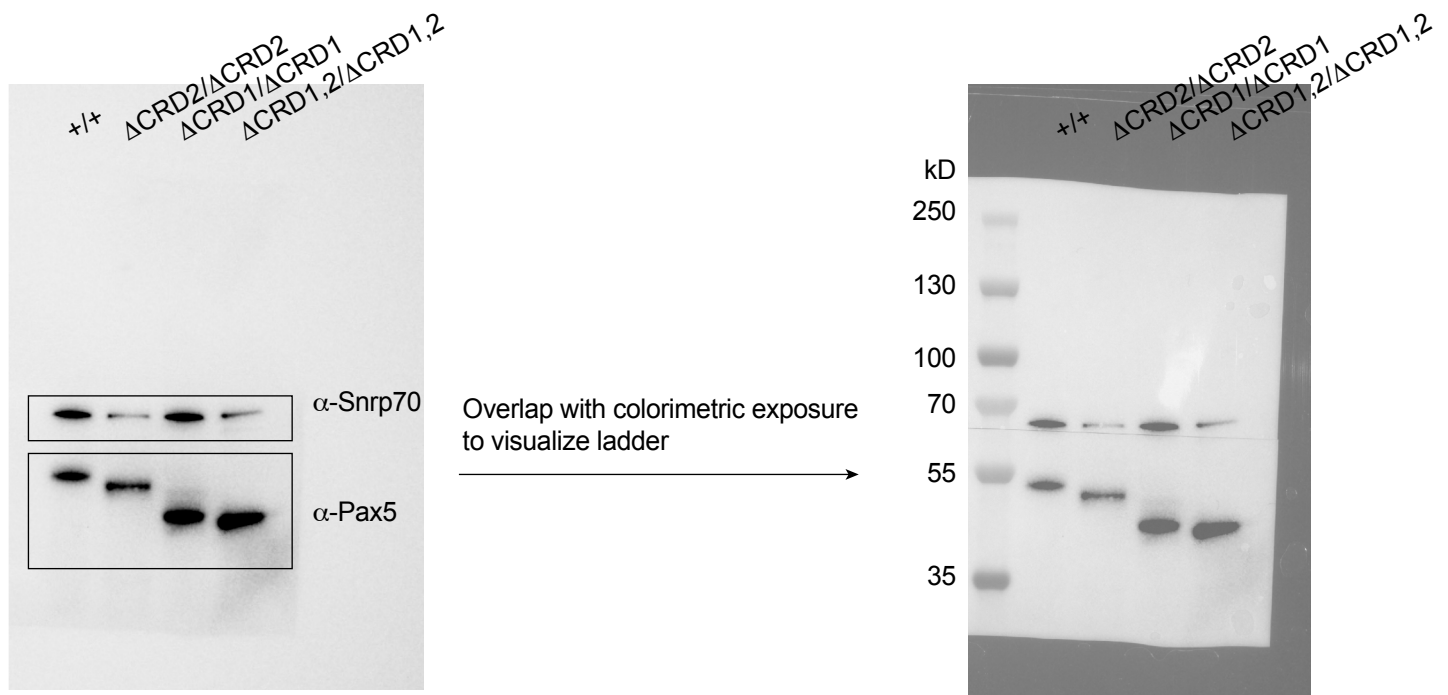

Note:

- The sizes of the marker proteins are indicated in kDa (PageRuler™ Plus Prestained Protein Ladder).

# Supplementary material for: Essential role of the Pax5 C-terminal domain in controlling B cell commitment and development
**Source:** J Exp Med. 2023 Sep 19;220(12):e20230260. doi: 10.1084/jem.20230260
**Supplement:** SourceData FS4 — is the source file for Fig. S4.

Figure S4B

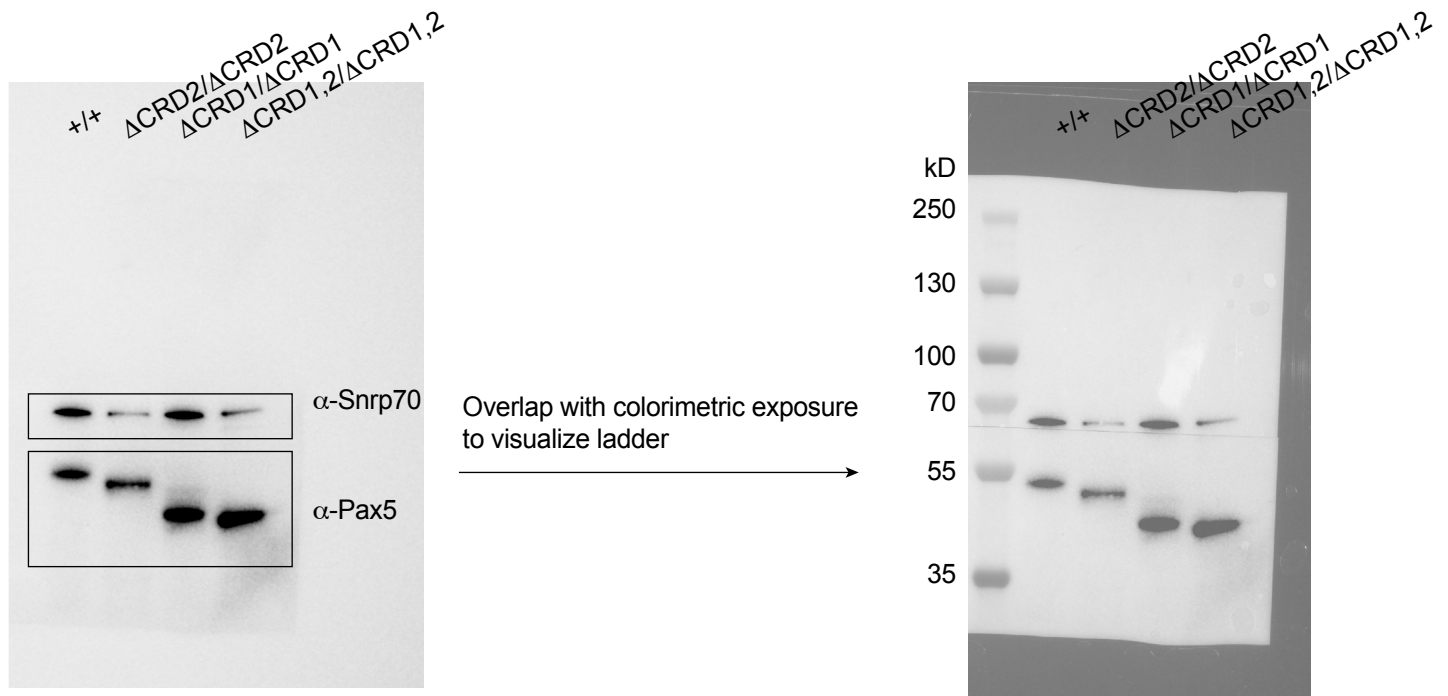

Note:

- The sizes of the marker proteins are indicated in kDa (PageRuler™ Plus Prestained Protein Ladder).

How the deposited data were processed for this re-analysis (not part of the article)

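RNA was measured by poly(A) RNA-seq in 25 samples of pro-B cells and *Pax5*∆/∆ progenitors, in 6 samples of the experiment with the *Pax5* Prd allele and in 17 samples of lymphoid progenitors. The pro-B samples comprised 5 of *Pax5*+/+ cells and 2 for each mutant genotype, and the Prd experiment 2 each of *Pax5* Prd/∆ and *Pax5*∆/∆ progenitors and *Pax5*+/∆ pro-B cells. The lymphoid samples were 2 of LMPP, 3 each of DN1, DN2a and DN2b, 2 each of DN3a and DN3b, and 2 of *Rag2*-/- DN3a cells, which were used as an alternative alone. Among the 3 samples of DN1, of DN2a and of DN2b, 2 carry the same replicate number, and they were counted as separate samples. Each sample took its genotype, replicate number and read length from the labels of the study and Table S7. ChIP-seq, Brg1 binding and flow cytometry data were not analysed here.

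The authors trimmed the reads to 50 nucleotides, aligned them to GRCm38/mm10 with STAR, assigned them to RefSeq genes with Rsubread and deposited TPM values for 25579 genes. These values correspond to whole reads in every sample tested, and are therefore neither log transformed nor batch corrected. The deposited counts of raw reads cover 2 of these samples, *Pax5*+/+ replicate 3 and *Pax5*+/∆ replicate 1, and were made by the authors in the same counting. Both add up to the recovered depth of their sample, 28928773 and 36972531 reads. Of 31 such samples, 8 came without gene names, the 6 of the Prd experiment and the 2 of *Pax5* ∆CRD2/∆CRD2 pro-B cells, and genes were assigned by the row order of the 23 others. For *Pax5* ∆CRD2/∆CRD2 pro-B cells this was checked with the raw counts of *Pax5*+/+ replicate 3 in their files, which were 0 exactly where the named TPM of that sample were 0, on 25579 of 25579 rows. For the Prd experiment, whose raw counts and TPM are both without names, the gene lengths implied by the 2 samples had 1 constant ratio within 1% on 100% of 14405 rows, against 1.40% when the rows were shifted by 1. For the lymphoid samples the authors aligned reads to mm9 with TopHat and deposited 2 TPM values for each of 24420 genes, without saying how the values differ, and the upper was 1.19 to 1.28 times the lower at the median. In these samples an entry of exactly 1 lies outside the totals and was read as 0. The coordinates given are those of the RefSeq annotation of GRCm38, and GENCODE M21 was used only to recognize antigen receptor genes.

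TPM carry no depth, which was therefore recovered. A gene length was implied for 16745 genes by dividing raw counts by TPM, and TPM times length is proportional to reads, so that the factor giving whole numbers gives the depth. In every sample 100% of the 4207 to 6885 values tested were whole under that factor. Depths lay between 10018678 and 43784791 reads, with the lowest in *Pax5*∆/∆ progenitors of the pro-B experiments. Of 14089 genes above 1 TPM in at least 1 sample, 428 had no implied length and were absent from the tests on recovered reads. Replicates varied by more than counting error, with a chi-square of at least 5.32 per degree of freedom. This value is pooled over all genes of a replicate pair, so it does not show whether spread or depth sets the precision of single genes. Depth limits the features near 0, chiefly short ones and those of the 2 *Pax5*∆/∆ samples.

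Tests used limma 3.58.1 in R 4.3.3, with lmFit on log2(TPM + 0.1) and eBayes with a trend of the spread on mean expression, two-sided, and Benjamini-Hochberg adjustment over all genes tested. Genes above 1 TPM in at least 1 sample of a model were tested. A gene was past the thresholds with an adjusted p under 0.05, a fold change above 3 and a mean above 5 TPM in 1 of the 2 genotypes, or a fold change above 2 for the Prd and the homozygous commitment comparison, as in the study. The models held the 8 samples of the central domains, 13 samples of the C-terminal deletions, 13 samples of the commitment comparisons, 6 samples of the Prd experiment and 17 samples for *Pax5* mRNA. All models that join samples with reads of 50 and 100 nucleotides have read length as a term. Each mutant genotype has 1 read length, so its fold change against *Pax5*+/+ rests on the *Pax5*+/+ samples of that length. The other *Pax5*+/+ samples enter only the spread. Percentages of mean TPM within the clusters divide by all 5 *Pax5*+/+ samples and are not corrected for read length. Clusters A to G were assigned from the 4 comparisons with *Pax5*+/+ by the patterns of significance boxed in Fig. 5 B. Changes between mutants were tested as contrasts within the same models, and these contrasts were added after the comparisons with *Pax5*+/+ had been seen. Whether a change differed between homozygous and hemizygous cells was tested as an interaction in the model of the commitment comparisons. For comparisons that share *Pax5*+/+ samples, 100 sets of unchanged groups were simulated against the same samples. Coefficients of correlation over samples have permutation p values from 100000 resamples, in which samples were permuted within their genotype.

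After each test, 419 immunoglobulin and 82 histone genes were taken out of the counts, as in the study. Immunoglobulin genes were first recognized by symbol, which found few of them since the files list 649 antigen receptor segments by Ensembl identifier, and then by the GENCODE annotation, where 397 of the 649 are immunoglobulin genes. This change was made after the first results had been compared with Table S1, and it moved the share of higher genes in *Pax5* ∆OP/∆OP pro-B cells from 55.6% (10 of 18) to 71.4% (10 of 14). The T cell receptor segments were kept.

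Genes of other cell types and processes were tested as 13 lists of 185 marker genes, with fry of limma in the model of each comparison and Benjamini-Hochberg adjustment over lists and comparisons. The lists were written before the TPM values had been seen but after Tables S1 to S5, and were therefore also tested without the genes those tables hold.

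The genes named were chosen by a rule: every gene that the paper names in its results or in an RNA-seq figure, in the comparison for which it names it, and per comparison the 3 largest rises and the 3 largest falls past the thresholds whose 2 mutant samples both lay beyond every control sample. The rule gave 513 combinations of gene and comparison. The 151 genes and comparisons followed through the alternatives were picked from these after the values had been seen. Some genes that the paper names are not reported here, and after the values had been seen they were left out of these 151, of the summaries of named genes in clusters B and C and of the check for single samples far from the others. *Xist*, other genes of the 13 lists, *Dennd3* and the genes of the interaction lie outside this rule and were named after their values had been seen.

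The comparisons, models, thresholds and most alternatives were set before the data were examined. These alternatives were a pseudocount of 1 or 0.01, no filter on low values, a filter of 5 TPM in every sample of a group, scaling by median ratios, quantile normalization, eBayes without a trend or robust, and fold changes from mean TPM. Others were all 25 pro-B samples in 1 model, immunoglobulin and histone genes kept, no read length term, *Pax5*+/+ samples of the same read length alone, all 5 *Pax5*+/+ samples for the central domains, each sample left out in turn, and a block for replicate numbers. For the marker lists, camera and the genes outside the tables were used, and for the lymphoid cells DN3a samples with and without *Rag2*. Added after the data had been seen were edgeR 4.0.16 (quasi-likelihood test, same model) and DESeq2 1.42.0 (Wald test on genotype alone, genes with at least 1 count per 1e+06 reads in a sample) on the recovered reads, and recognition of immunoglobulin genes by symbol.

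The procedures were tested on simulated data. With 100 to 200 genes changed by 3 on the log2 scale, limma recovered 100% of them in each of 4 comparisons of 12170 genes and in a comparison of 2 against 2 samples (11868 genes). For edgeR and DESeq2 only *Pax5* ∆CRD1,2/- against *Pax5*+/+ was simulated (12177 genes), and both recovered 100% there. None of the unchanged genes was called in these runs. The changed genes were drawn from well-expressed genes, and the limma runs gave every gene the same spread, small beside the change. These settings favour full recovery, so the runs give no power for the real data. There *Chdh*, with a log2 fold change of 3.02 in *Pax5* ∆OP/∆OP pro-B cells, was not past the threshold in limma. Clusters B and D were assigned for 100 of 100 genes each. All 20 shifted lists and 1 of 100 unshifted lists had an adjusted p under 0.05 in fry.

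Several things limit the values. Read counts of mutant *Pax5* alleles and of null alleles cannot be separated in total mRNA. Genes with close paralogs can have split reads. *Pax5* ∆CRD1,2/-, *Pax5* ∆CRD1,2/∆CRD1,2, *Pax5*∆/∆ and *Pax5* Prd/∆ cells were sorted by another gate than the others. Copies of Tables S1 and S2 hold 34 of 35 genes for *Pax5* ∆OP/∆OP and 36 of 972 for *Pax5*∆/∆ cells, so these lists were not compared gene by gene. Tables S2 and S5 give different values for *Pax5*∆/∆ replicate 2, and the deposited values are those of Table S5. The batch correction of the study was not repeated, because its batches are not named.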

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

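The tests on *Alpl*, on *Mir6935* and on *Cd9* and *Mirlet7i* were chosen only after the results had been seen, and the test on read length before.

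In *Pax5*+/+ pro-B cells, 2 of 60 values checked had 1 of the 5 samples far from the others, with a gap to the nearest sample above 0.71 of the range, and chance gives 3. Replicate 4 had 3.20 TPM of *Il18rap* and the others 1.09 to 1.21 TPM, a gap of 0.907 of the range. *Notch2* was at 17.1 TPM in replicate 5 and at 11.6 to 12.7 TPM in the others, a gap of 0.762. No single sample held more than 1 of these values. Replicate 5 was read with 50 nucleotides and replicate 4 with 100, and the samples with the same read length did not share the high value, which argues against read length. No cause was found within these numbers, which do not exceed chance, and no biological explanation was tested, since the samples have 1 genotype. Without replicate 4, the change of *Il18rap* in the homozygous commitment comparison was past the thresholds (log2 fold change -2.48, adjusted p = 0.0271, against a range of 4.0e-07 to 0.413 over its alternatives).

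The change between cells lacking CRD1 and cells lacking CRD1 and CRD2 was compared between homozygous and hemizygous pro-B cells, and it differed for 4 of 13334 genes with an adjusted p under 0.05 (789 genes at an unadjusted p under 0.05). No gene was past the thresholds of both comparisons in opposite directions. Of the genes past the thresholds, 102 were past those of the homozygous comparison alone and 60 past those of the hemizygous comparison alone, and the difference was past the threshold of this test for 3 of them. *Alpl* changed by 0.38 in homozygous and by 3.42 in hemizygous cells, a difference of -3.04 on the log2 scale (SE 0.303, adjusted p = 0.00552). Its means were 74.6 and 61.6 TPM in *Pax5* ∆CRD1/∆CRD1 and *Pax5* ∆CRD1,2/∆CRD1,2 cells, 79.2 and 7.29 TPM in *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- cells, and 133.0 TPM in *Pax5*+/+ cells. The term for read length rests on the *Pax5*+/+ samples, because *Pax5* ∆CRD1/∆CRD1 cells were read with 50 nucleotides and the other 3 genotypes with 100. Without that term the difference of *Alpl* was -3.15 (adjusted p = 0.000538), and with each *Pax5*+/+ sample left out in turn its adjusted p was at most 0.0301 (without replicate 3), which argues against the term as the cause. A difference between homozygous and hemizygous cells stays open, as it was not tested in other samples.

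For *Mir6935* the difference was -4.87 (adjusted p = 0.0344), and without the read length term it was 1.85 with the opposite sign (adjusted p = 0.922). Its adjusted p rose to 0.159 without *Pax5*+/+ replicate 1. The term for read length may therefore account for this difference. The difference of *Mirlet7i* had an adjusted p of 0.00552 and no fold is given for it, since the gene was listed at 0 in *Pax5* ∆CRD1,2/- cells, with 1.73 TPM in *Pax5* ∆CRD1/-, 1.66 TPM in *Pax5* ∆CRD1/∆CRD1 and 3.29 TPM in *Pax5* ∆CRD1,2/∆CRD1,2 cells. With each *Pax5*+/+ sample left out in turn its adjusted p was at most 0.0308 (without replicate 5). For *Cd9* the difference was 2.51 (adjusted p = 0.0402), and its adjusted p rose to 0.232 without *Pax5*+/+ replicate 2. Without the read length term, 0 of the 2 genes *Cd9* and *Mirlet7i* had an adjusted p under 0.05, and 2 had an unadjusted p under 0.05. Both differences kept their signs, with 1.99 for *Cd9* (adjusted p = 0.211) and an adjusted p of 0.655 for *Mirlet7i*, so the term and a difference between homozygous and hemizygous cells cannot be told apart for these genes.

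RNA-seq of *Pax5* ∆CRD2/∆CRD2 pro-B cells was deposited, and the paper does not report a list of changed genes for it. Against *Pax5*+/+ pro-B cells, 5 of 13598 genes were past the thresholds, all of them higher. *Hnrnpll* was at 16.6 against 2.48 TPM (log2 fold change 3.18, adjusted p = 0.000389), *Klhl14* at 12.0 against 3.26 TPM (2.82, adjusted p = 0.0438) and *Eef1akmt1* at 28.0 against 6.40 TPM (1.70, adjusted p = 0.0377). *Mir6935* was at 22.5 against 6.74 TPM (7.20, adjusted p = 0.00141) and *Mir6955* at 16.6 against 2.50 TPM (6.29, adjusted p = 0.0377). Of the 5 genes, *Mir6935*, *Hnrnpll* and *Eef1akmt1* were also among the 28 genes past the thresholds in *Pax5* ∆CRD2/- cells. Both genotypes were read with 100 nucleotides.

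Read length was tested on the 461 genes of microRNAs and small nucleolar RNAs. Their values were lower in the *Pax5*+/+ samples read with 100 nucleotides than in those read with 50, with a median log2 difference of -1.24 and 325 of 461 genes lower, against a median of -0.165 for 13176 other genes. For 8 of the 461 genes the adjusted p was under 0.05. For *Mir6935* and *Mir6955* in *Pax5* ∆CRD2/∆CRD2 cells, the correction for read length may contribute to fold changes much larger than the ratio of the means, and loss of the CRD2 stays open as an untested explanation. For *Hnrnpll*, *Klhl14* and *Eef1akmt1* no technical explanation was tested, and loss of the CRD2 stays open.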

How the results depend on the processing

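DESeq2 and edgeR on the recovered reads, recognition of immunoglobulin genes by symbol and the contrasts between mutants were chosen only after the results had been seen.

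For single genes followed through the alternatives, 3218 values kept their direction and their side of the thresholds, 85 were no longer past the thresholds, 47 became past them, 4 values without a test moved by more than the spread between replicates, and 1 changed its sign. Of the counts and levels within clusters and lists, 711 stayed within 1.5 times the count reported or within the spread between replicates, and 85 did not. For the totals and shares that answer the comparisons and for *Pax5* mRNA, 387 values kept within these bounds, 29 moved, 7 were no longer past the threshold, 1 became past it and 1 changed its sign.

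Among the genes, eBayes without a trend took 17 of 151 below the thresholds, no filter on low values 14 of 151, a pseudocount of 0.01 7 of 151, and leaving out *Pax5*+/+ replicate 3 11 of 107. DESeq2 brought 12 of 148 past the thresholds and took 2 below them, and edgeR brought 8 past. With immunoglobulin and histone genes kept, or immunoglobulin genes recognized by symbol, none of the 151 calls changed. This is so by construction, since these genes are taken out of the counts after each test. The unchanged calls of both settings are nevertheless included in the 3218 values above. The log2 fold change of *Fcrla* in *Pax5* ∆CRD2/- pro-B cells, -0.07, changed its sign to 0.10 without *Pax5*+/+ replicate 4 (adjusted p = 0.973, over a range of 0.482 to 1.0) and lay between -0.24 (without *Pax5*+/+ replicate 3) and 0.10 over the fits that each left out 1 sample, with 0.05 without *Pax5* ∆CRD2/- replicate 1. The cause was not tested.

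DESeq2 gave 32 genes past the thresholds for *Pax5* ∆OP/∆OP in place of 14, 40 for *Pax5* ∆HD/∆HD in place of 24, 44 for *Pax5* ∆CRD2/- in place of 28, 141 for *Pax5* Prd/∆ against *Pax5*∆/∆ in place of 90, 590 for the homozygous commitment comparison in place of 139, and 64 for both commitment comparisons in place of 37. With edgeR, which kept the read length term, the homozygous commitment comparison gave 231 genes. DESeq2 was fitted without that term, and limma without it gave 494 genes. Read length and genotype coincide in this pair, so the DESeq2 counts of 590 and 64 mix genotype with read length. The cause of the other changes was not tested.

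Without a trend in eBayes there were 8 genes for *Pax5* ∆OP/∆OP, 12 for *Pax5* ∆HD/∆HD with 50% of them lower in place of 70.8%, 16 for *Pax5* ∆OP,HD/∆OP,HD in place of 33, and 31 for *Pax5* Prd/∆ against *Pax5*∆/∆. Without a filter on low values there were 14 genes for *Pax5* ∆HD/∆HD, 21 for *Pax5* ∆OP,HD/∆OP,HD and 50 for *Pax5* Prd/∆ against *Pax5*∆/∆, all of which were among the genes reported, and more genes entered the adjustment by construction. The cause for the trend was not tested. With a pseudocount of 0.01, 90% of the 10 genes of *Pax5* ∆OP/∆OP pro-B cells were higher in place of 71.4% of 14, and all 10 were among the 14. The cause was not tested.

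Without the read length term the homozygous commitment comparison gave 494 genes, and with a block for replicate numbers 689 genes, where the block takes the place of the read length term and leaves the 2 lengths uncorrected. The block gave 70 genes for both commitment comparisons, 231 genes for *Pax5* ∆OP/∆OP against *Pax5* ∆HD/∆HD in place of 91, 10 for *Pax5* ∆OP/∆OP against *Pax5* ∆OP,HD/∆OP,HD in place of 31, and 5 for *Pax5* ∆HD/∆HD against *Pax5* ∆OP,HD/∆OP,HD in place of 3. With *Pax5*+/+ samples of the same read length alone, *Pax5* ∆CRD2/- pro-B cells gave 18 genes, with fewer samples by construction. The cause of the other changes was not tested. The models with a block held the samples of the genotypes compared alone. The numbers were also examined for a pairing, by correlating the difference between replicates 1 and 2 across genes, which are not independent replicates, between genotypes. The coefficients lay between -0.199 and 0.175 over 48 pairs of genotypes and were at most 0.1 in 45 of them, so that the block gives no sign that equal numbers mark paired samples. The block together with the read length term was not run for *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells, since this model could not be fitted, and neither were *Pax5*+/+ samples of the same read length for the homozygous commitment comparison, whose genotypes differ in read length.

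The change of *Pax5* mRNA in *Pax5* ∆CRD1,2/- pro-B cells, 0.44 on the log2 scale, had an adjusted p of 0.0334, over a range of 0.0122 to 0.586. It was not past it with DESeq2 (0.30), without a filter (0.44), without a trend (0.44), without the read length term (0.13), with *Pax5*+/+ samples of the same read length (0.44), and without *Pax5*+/+ replicate 3 (0.41) or 4 (0.48). Over the 7 fits that each left out 1 sample it lay between 0.25 (without *Pax5* ∆CRD1,2/- replicate 2) and 0.64 (without *Pax5* ∆CRD1,2/- replicate 1). In *Pax5* ∆CRD1/- pro-B cells it changed its sign to -0.018 without the read length term, from 0.29 with it, and neither was past the threshold. The change in *Pax5* ∆CRD2/- pro-B cells, -0.37, was past the threshold with DESeq2 (-0.64), and with no other alternative that gave a test. The cause was not tested.

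Leaving out each *Pax5*+/+ sample in turn gave 9 to 26 genes for *Pax5* ∆CRD2/-, 228 to 292 for *Pax5* ∆CRD1/-, 526 to 575 for *Pax5* ∆CRD1,2/- and 929 to 975 for *Pax5*∆/∆, 64 to 233 for the homozygous and 94 to 103 for the hemizygous commitment comparison, and 22 to 38 for both. Clusters A to G held 1094 to 1154 genes in place of 1130. The lowest values for *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/-, *Pax5* ∆CRD1,2/-, the homozygous comparison and both comparisons came without replicate 3, the sample which with replicate 4 carries the reads of 100 nucleotides in *Pax5*+/+ cells. Without replicate 3, *Pax5* ∆CRD2/- pro-B cells had 5 higher genes in place of 12 and 4 lower genes in place of 16, and cluster D held 2 activated genes in place of 14 and 4 repressed genes in place of 9. With a pseudocount of 1 it held 4 repressed genes as well. Without replicate 4, cluster D held 8 activated genes and *Pax5* ∆CRD2/- pro-B cells had 9 lower genes. The 8 lower genes of both commitment comparisons became 15 without replicate 4, and the 29 higher genes 16 without replicate 3. In the homozygous comparison 45 genes were higher and 19 lower without replicate 3, 85 were lower in place of 36 without replicate 4, and 118 were lower without replicate 5, which gave 233 genes in all. When a mutant sample or 1 of the 2 *Pax5*+/+ samples of the central domains was left out, no p was computed. The lowest share of genes that kept their fold change was taken for each comparison. These lowest shares ran from 82.5% (80 of 97 genes of the hemizygous commitment comparison, without *Pax5* ∆CRD1,2/- replicate 1) to 97.8% (136 of 139 genes of the homozygous comparison).

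Scaling by median ratios or quantiles moved the median log2 fold change of all genes by less than 0.1 in every comparison. The share of higher genes in *Pax5* Prd/∆ against *Pax5*∆/∆ progenitors fell from 56.7% to 48.9% with median ratios and to 46.2% (43 of 93) with quantiles, so its direction depends on the scaling. In the hemizygous commitment comparison it fell from 50.5% to 40.8% (40 of 98) and 44.3%. For both commitment comparisons it was 78.4%, 67.7% and 69.0%. Of 130 pairs of list and comparison, 17 had an adjusted p under 0.05 in fry, 36 in camera and 8 in fry without the genes of Tables S1 to S5, where fewer genes were tested. Both fry and camera called 13 pairs, and the other calls of camera did not hold under fry. The cause was not tested. The depth was lowest in *Pax5*∆/∆ progenitors of the pro-B experiments (19263091 and 10018678 reads), which limits the values of genes near 0 there.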

Differences from the paper's values

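DESeq2 and edgeR on the recovered reads were chosen after seeing the values, and the other alternatives named here were set before the data were examined. The paper's counts come from its text, from Tables S1 and S3 or, where stated, from a figure.

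The paper gives 35 genes past its thresholds in *Pax5* ∆OP/∆OP pro-B cells against *Pax5*+/+ pro-B cells, and 14 were found here. DESeq2, chosen after seeing the values, gave 32, and none of the alternatives set before the data were examined closed the gap. For the higher genes among them the paper shows about 29 in Fig. 2 E, read by eye, and 10 were found here. DESeq2, chosen after seeing the values, gave 27, and no other alternative closed the gap. In *Pax5* ∆HD/∆HD pro-B cells the paper gives 41 genes and 24 were found here, with 40 by DESeq2 and 31 by edgeR, both chosen after seeing the values. Table S1 lists 32 lower genes for these cells, the paper's count, and 17 were found here, with 31 by DESeq2 and 22 by edgeR, both chosen after seeing the values. None of the alternatives set before the data were examined closed the gap for either count. Of the genes changed in both *Pax5* ∆HD/∆HD and *Pax5* ∆OP,HD/∆OP,HD and not in *Pax5* ∆OP/∆OP pro-B cells, the paper gives 17 and 8 were found here. With all 25 pro-B samples in 1 model the count was 12, which closed the gap, as did DESeq2 with 16 and edgeR with 12, both chosen after seeing the values, and no other alternative did.

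For *Pax5* Prd/∆ against *Pax5*∆/∆ progenitors, Table S3 lists 144 genes, the paper's count, and 90 were found here. The gap closed with 108 genes under the filter of 5 TPM in every sample of a group and with 110 under the block for replicate numbers, and not with the other alternatives set before the data were examined. It also closed with 123 genes by edgeR and 141 by DESeq2, both chosen after seeing the values. The table has 73 lower genes and 39 were found here, with 50 after quantile normalization, and with 63 by edgeR and 71 by DESeq2, both chosen after seeing the values. The other alternatives did not close the gap.

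Of the genes past the thresholds in both commitment comparisons, the paper gives 23 as lower in cells lacking CRD1 alone, and 8 were found here. Without the read length term the count was 17 and with the block for replicate numbers 32, both within the bounds set for a difference, and the other alternatives did not close the gap, including DESeq2 with 35, chosen after seeing the values.

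In the comparison of *Pax5* ∆HD/∆HD pro-B cells with the C-terminal deletions, the paper gives 31 genes that depend on the HD for activation, and 17 were found here, with 31 by DESeq2 and 22 by edgeR, both chosen after seeing the values. It places 11 of them in cluster C, and 7 were found there. The gap closed with 8 genes for fold changes from mean TPM, with 8 for median-ratio scaling, and with 11 by edgeR and 10 by DESeq2, both chosen after seeing the values. It places 10 in cluster D, and 5 were found there, with 9 by DESeq2, chosen after seeing the values. For the clusters together the paper gives 21 and 12 were found here, with 17 by edgeR and 19 by DESeq2, both chosen after seeing the values. Apart from those for cluster C, none of the alternatives set before the data were examined closed these gaps. Cluster F holds about 44 activated genes in Fig. 5 B, read by eye, and 27 were found here, with 34 by edgeR and 48 by DESeq2, both chosen after seeing the values, and with no other alternative.

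The bars for *Hnrnpll* in Fig. 2 G, read by eye, stand at about 13 TPM for *Pax5*+/+, about 41 TPM for *Pax5* ∆OP/∆OP, about 12 TPM for *Pax5* ∆HD/∆HD and about 30 TPM for *Pax5* ∆OP,HD/∆OP,HD pro-B cells. The means of *Hnrnpll* here were 1.82, 21.6, 1.62 and 18.2 TPM, and no alternative applies to a mean. *Dennd3*, looked up after these values had been seen, had means of 12.9, 41.5, 12.2 and 30.3 TPM in the same 4 genotypes.

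Lists were also compared gene by gene with the tables of the study. The genes found here included 20 of 41 for *Pax5* ∆HD/∆HD, 31 of 43 for *Pax5* ∆OP,HD/∆OP,HD, 25 of 36 for *Pax5* ∆CRD2/-, 284 of 326 for *Pax5* ∆CRD1/- and 515 of 548 for *Pax5* ∆CRD1,2/- pro-B cells. They included 85 of 144 for *Pax5* Prd/∆ progenitors and 29 of 50 for both commitment comparisons. With DESeq2, chosen after seeing the values, the shared genes were 40, 43, 28, 285, 500, 139 and 47 in the same order. The share of higher genes in *Pax5* ∆OP/∆OP pro-B cells rests on the recognition of immunoglobulin genes, which was changed after these lists had been compared. It was 71.4% of 14 genes, and 55.6% of 18 genes with immunoglobulin genes recognized by symbol, as at first.

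The paper places *Tmem132e* in cluster D, and it fell into cluster C here, since its log2 fold change of -1.80 in *Pax5* ∆CRD2/- pro-B cells was not past the thresholds (adjusted p = 0.165, over a range of 2.3e-15 to 0.792). It was past them with all 25 pro-B samples in 1 model, without the read length term, with *Pax5*+/+ samples of the same read length, with a pseudocount of 1, and with DESeq2 and edgeR, both chosen after seeing the values. The paper lists *Chdh* for *Pax5* ∆OP/∆OP pro-B cells, and its log2 fold change of 3.02 was not past the thresholds (adjusted p = 0.116, over a range of 9.2e-06 to 0.208) except with DESeq2, chosen after seeing the values. *Orm2*, which the paper lists for *Pax5* ∆HD/∆HD pro-B cells, had a log2 fold change of 3.93 that was not past the thresholds (adjusted p = 0.0639, over a range of 1.2e-05 to 0.179). It was past them with all 25 pro-B samples in 1 model, with all 5 *Pax5*+/+ samples, and with DESeq2 and edgeR, both chosen after seeing the values.

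The paper gives 9 genes of the commitment comparisons as changed in both, and 5 of them were past the thresholds of 1 comparison or of none here. *Flt3* was not past them in hemizygous cells (-1.56) except with median-ratio scaling, and with DESeq2 and edgeR, both chosen after seeing the values. In homozygous cells, *Il18rap* (-1.75) was past them without the read length term, with the block for replicate numbers, without *Pax5*+/+ replicate 4 (-2.48), and with DESeq2, chosen after seeing the values. *Ffar2* (-1.93) was past them there with all 25 pro-B samples in 1 model, without the read length term, with a pseudocount of 1, with the block, without *Pax5*+/+ replicate 1 (-2.26) or 5 (-1.59), and with DESeq2 and edgeR, both chosen after seeing the values. *Tnfrsf19* (1.18) was past them there without the read length term, with the block, and with DESeq2 and edgeR, both chosen after seeing the values. *Ociad2* was not past them in homozygous (-2.96) or hemizygous cells (-2.04). It was past those of the homozygous comparison without the read length term, with a pseudocount of 1, with the block, and with DESeq2, chosen after seeing the values. For the hemizygous comparison these settings were a pseudocount of 1, the block, leaving out *Pax5*+/+ replicate 1 (-2.04, adjusted p = 0.0498, over a range of 0.000438 to 0.183), and DESeq2 and edgeR, both chosen after seeing the values.

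The paper describes *Asb2* as expressed in early B cell development alone, and it was at 1.18 and 1.52 TPM in DN1 cells by the lower and the upper of the deposited values. It describes genes of clusters E, F and G as expressed at similar levels in *Pax5*∆/∆ progenitors and *Pax5*+/+ pro-B cells. Here the median log2 fold change between these cells was -1.03 for the activated genes of cluster E, 0.23 for those of cluster F and -1.22 for those of cluster G, and 17 of 26, 6 of 27 and 34 of 55 genes had an adjusted p under 0.05. The paper describes activation of cluster A as minimally affected by the C-terminal deletions, and the median log2 fold change of its 200 activated genes was -1.06 in *Pax5* ∆CRD1,2/- pro-B cells, with an adjusted p under 0.05 for 137 genes. It describes *Notch1* and *Notch2* as not depending on the CRD1 and CRD2 for repression, and in *Pax5* ∆CRD1,2/- pro-B cells their log2 fold changes were 0.83 and 0.85, below the fold threshold, with adjusted p over ranges of 0.00399 to 0.164 and 0.000132 to 0.0615.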

Other observations

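The tests on *Mpo*, on sex, on loss of the OP and of the HD themselves and on macrophage and erythroid genes together were chosen only after the results had been seen, and those on the genes of single cell types and on a stress response before. For loss of the OP and of the HD, the adjusted p of fry was put in place of the unadjusted p after the result had been seen.

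The 13 lists of marker genes were tested in 10 comparisons. With fry and an adjusted p under 0.05, the T cell list was higher in *Pax5*∆/∆ (median log2 fold change 1.02) and lower in *Pax5* ∆CRD1/- pro-B cells (-1.07) and in *Pax5* ∆CRD1/- against *Pax5* ∆CRD1,2/- pro-B cells (-0.79). The list of natural killer and innate lymphoid cells was higher in *Pax5*∆/∆ cells (2.59) and in *Pax5* ∆CRD1/∆CRD1 against *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells (1.05). The list of plasmacytoid dendritic cells was higher in *Pax5*∆/∆ cells (2.79) and lower in *Pax5* ∆CRD1/- against *Pax5* ∆CRD1,2/- pro-B cells (-1.52). The list of pre-B and later cells was lower in *Pax5*∆/∆ cells (-1.69) and *Pax5* ∆CRD1/- pro-B cells (-1.43). Macrophage genes were lower in *Pax5* ∆CRD1,2/- (-2.09) and *Pax5* ∆CRD1/- pro-B cells (-1.74) and higher in *Pax5* ∆CRD1/∆CRD1 against *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells (1.52), and erythroid genes were lower in *Pax5* ∆CRD1,2/- pro-B cells (-2.89). Proliferation genes were lower in *Pax5*∆/∆ cells (-2.37), *Pax5* ∆CRD1,2/- pro-B cells (-1.20) and *Pax5* Prd/∆ against *Pax5*∆/∆ progenitors (-0.98). The list of the dissociation response was higher in *Pax5* Prd/∆ against *Pax5*∆/∆ progenitors (0.95). The lists of basophils and mast cells, eosinophils, megakaryocytes and platelets, neutrophils and granulocyte progenitors, and sex had an adjusted p under 0.05 in none of the 10 comparisons by fry, and an unadjusted p under 0.05 in 1, 0, 1, 0 and 0 of them. By camera, whose calls held under fry for 13 of 36 pairs, these 5 lists had 1, 2, 0, 5 and 0 calls. The lists differ in how far *Pax5*+/+ pro-B cells also express their genes. Above 1 TPM in *Pax5*+/+ cells were 4 of 9 genes for T cells, 8 of 20 for basophils and mast cells, 11 of 14 for the dissociation response, 4 of 8 for eosinophils, 19 of 23 for erythroid cells, 25 of 31 for macrophages and 4 of 11 for megakaryocytes. The numbers were 4 of 10 for natural killer cells, 21 of 21 for neutrophils, 9 of 10 for plasmacytoid dendritic cells, 8 of 9 for pre-B cells, 10 of 10 for proliferation and 5 of 5 for sex. Tables S1 to S5 hold 1, 5, 4, 3, 12 and 10 genes of the first 6 lists in this order, 0 for megakaryocytes, and 2, 9, 1, 4, 7 and 0 of the last 6, and 1 gene is in both the basophil and the eosinophil list.

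In *Pax5* ∆OP/∆OP pro-B cells, genes of granulocyte progenitors and basophils were higher than in *Pax5*+/+ pro-B cells. The median log2 fold change of the neutrophil and granulocyte progenitor list was 1.99 (19 of 21 genes higher, fry, adjusted p = 0.603), and that of the basophil and mast cell list 2.16 (12 of 12 genes higher, adjusted p = 0.129). Outside Tables S1 to S5 the medians were 2.11 (12 of 12 genes higher, adjusted p = 0.559) and 0.95 (7 of 7 genes higher, adjusted p = 0.154). The abundant genes did not move together, since *Camp* was at 1275 against 310.1 TPM, *Ngp* at 1861 ± 164 against 671 ± 650 TPM (SD, n = 2), *S100a8* at 682 ± 17.2 against 665 ± 793 TPM and *S100a9* at 955 ± 151 against 1662 ± 2090 TPM. Of the basophil list, *Prss34* was at 198 against 13.7 TPM, *Mcpt8* at 102.6 against 8.17 TPM and *Kit* at 80.03 against 57.8 TPM. RNA of these cells in the *Pax5* ∆OP/∆OP samples may contribute, but the spread between the 2 *Pax5*+/+ samples leaves this open. For loss of the OP itself, *Pax5* ∆OP,HD/∆OP,HD pro-B cells would be raised as well, and the basophil list was higher in *Pax5* ∆OP/∆OP than in *Pax5* ∆OP,HD/∆OP,HD pro-B cells, with a median of 2.10 (10 of 12 genes higher, adjusted p = 0.607), while its median in *Pax5* ∆OP,HD/∆OP,HD against *Pax5*+/+ pro-B cells was 0.06. Since no adjusted p was under 0.05, loss of the OP and RNA of other cells cannot be told apart for these genes.

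In *Pax5* ∆HD/∆HD pro-B cells, genes of macrophages and erythroid cells were lower than in *Pax5*+/+ pro-B cells, with a median log2 fold change of -1.64 for macrophages (0 of 28 genes higher, adjusted p = 0.112 by fry) and -1.48 for erythroid cells (1 of 19 genes higher, adjusted p = 0.374). Outside Tables S1 to S5 the medians were -1.37 for macrophages (18 of 18 genes lower, adjusted p = 0.274) and -0.98 for erythroid cells (6 of 7 genes lower, adjusted p = 0.713). *Hbb-b2* was at 944 ± 61 against 3199 ± 107 TPM, *Alas2* at 73.2 against 239.8 TPM and *Slc4a1* at 43.9 against 126 TPM. Of the macrophage genes, *Ftl1* was at 429.8 against 438.7 TPM, *Lyz2* at 159 against 296 TPM and *Hmox1* at 9.89 against 37.2 TPM. Less RNA of these cells may contribute. Against *Pax5* ∆OP,HD/∆OP,HD pro-B cells, which lack the HD as well, the macrophage list of *Pax5* ∆HD/∆HD pro-B cells had a median of -1.36 (0 of 28 genes higher, adjusted p = 0.335), and the neutrophil and megakaryocyte lists were also lower (medians -1.15 and -1.72, with 0 of 21 and 0 of 10 genes higher). Loss of the HD itself would lower these genes in both mutants, but no adjusted p was under 0.05, so that the explanations cannot be told apart here.

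*Mpo* differed between the 2 samples of a genotype. Over the 25 samples of the pro-B experiments, its deviation from the genotype mean correlated with the median deviation of the 20 other genes of its list (Pearson's r = 0.958, permutation p = 4e-05, and Spearman's rho = 0.962, permutation p = 1e-05, the smallest that the resamples can give). The 2 samples of a genotype deviate by mirrored values, so that the 25 samples hold 14 independent deviations, and samples were permuted within their genotype. Without the 2 samples farthest from the median r was 0.958, and within read lengths it was 0.991 (7 samples of 50 nucleotides) and 0.952 (18 samples of 100 nucleotides). The deviations of macrophage and erythroid genes correlated as well (r = 0.730, permutation p = 0.0151, rho = 0.734, permutation p = 0.0161, and 0.602 without the 2 farthest samples), with 0.373 in the 7 samples of 50 nucleotides and 0.804 in the 18 of 100, against 0.0960 for macrophage and proliferation genes. Both are consistent with varying RNA of granulocyte progenitors, and of macrophages with erythroid cells, in single samples. The genotype was taken out by construction, so no biological explanation was tested.

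In *Pax5*∆/∆ cells, which were sorted by another gate than *Pax5*+/+ cells, the list of plasmacytoid dendritic cells without the genes of Tables S1 to S5 had a median log2 fold change of 2.26 (7 of 9 genes higher, adjusted p = 0.0374 by fry). *Siglech* was at 133 ± 87.9 against 4.30 TPM, *Bst2* at 498 against 159 TPM, *Cox6a2* at 206 against 10.4 TPM, *Runx2* at 67.7 against 2.07 TPM and *Tcf4* at 90.8 against 92.5 TPM. In *Pax5* ∆CRD1,2/- pro-B cells, sorted by the same gate, the median was 0.34 (8 of 9 genes higher, adjusted p = 0.648), and the difference between these genotypes was not tested for the list. Such cells in the gate may contribute to the *Pax5*∆/∆ samples, and loss of Pax5, which changes the progenitors themselves, stays open and cannot be told apart from it.

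In *Pax5* Prd/∆ against *Pax5*∆/∆ progenitors the dissociation response list had a median of 0.95 (12 of 13 genes higher, adjusted p = 0.0247 by fry), and 0.73 without the genes of Tables S1 to S5 (8 of 9 genes higher, adjusted p = 0.159). *Jun* was at 1011 against 123 TPM, *Zfp36* at 405.6 against 142 TPM and *Ier2* at 231 against 177.1 TPM. A stress response during preparation of the cells may contribute, but the design has no sample that would separate it from an effect of the paired domain, and these cannot be told apart.

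The 2 *Pax5* Prd/∆ samples differed in genes of the sex chromosomes, with *Xist* at 0.0942 and 138 TPM and *Ddx3y* at 17.6 and 0.0123 TPM. All 4 Y-linked genes of the list were above 1 TPM in the sample without *Xist* and under 0.1 TPM in the other, which is consistent with mice of different sex, and no other explanation was tested.

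Other comparisons of the deposited samples were not part of the claims. In the Prd experiment, 655 genes were past the thresholds in *Pax5*∆/∆ progenitors against *Pax5*+/∆ pro-B cells, 371 of them higher and 284 lower, and 541 were among the 970 genes of *Pax5*∆/∆ against *Pax5*+/+ cells. Against *Pax5*+/+ pro-B cells, 159 genes were past them in *Pax5* ∆CRD1/∆CRD1 (64 higher, 95 lower) and 531 in *Pax5* ∆CRD1,2/∆CRD1,2 pro-B cells (221 higher, 310 lower). Among the genes past the thresholds, microRNAs and other short genes made up 1 of 14 in *Pax5* ∆OP/∆OP, 2 of 24 in *Pax5* ∆HD/∆HD, 1 of 33 in *Pax5* ∆OP,HD/∆OP,HD, 2 of 28 in *Pax5* ∆CRD2/-, 5 of 287 in *Pax5* ∆CRD1/-, 13 of 542 in *Pax5* ∆CRD1,2/- and 3 of 970 in *Pax5*∆/∆ cells. With *Pax5*+/+ samples of the same read length they were 0, 3, 10 and 5 in the last 4 comparisons. For 1 such gene each in *Pax5* ∆CRD2/-, *Pax5* ∆CRD1/- and *Pax5* ∆CRD1,2/- pro-B cells and in the homozygous commitment comparison, the means differed in the other direction than the log2 fold change, as for *Mir6935* in *Pax5* ∆CRD1/- pro-B cells (3.64, with means of 1.15 and 6.74 TPM).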
